# PKA regulatory subunit Bcy1 couples growth, lipid metabolism, and fermentation during anaerobic xylose growth in *Saccharomyces cerevisiae*

**DOI:** 10.1371/journal.pgen.1010593

**Published:** 2023-07-06

**Authors:** Ellen R. Wagner, Nicole M. Nightingale, Annie Jen, Katherine A. Overmyer, Mick McGee, Joshua J. Coon, Audrey P. Gasch

## Abstract

Organisms have evolved elaborate physiological pathways that regulate growth, proliferation, metabolism, and stress response. These pathways must be properly coordinated to elicit the appropriate response to an ever-changing environment. While individual pathways have been well studied in a variety of model systems, there remains much to uncover about how pathways are integrated to produce systemic changes in a cell, especially in dynamic conditions. We previously showed that deletion of Protein Kinase A (PKA) regulatory subunit *BCY1* can decouple growth and metabolism in *Saccharomyces cerevisiae* engineered for anaerobic xylose fermentation, allowing for robust fermentation in the absence of division. This provides an opportunity to understand how PKA signaling normally coordinates these processes. Here, we integrated transcriptomic, lipidomic, and phospho-proteomic responses upon a glucose to xylose shift across a series of strains with different genetic mutations promoting either coupled or decoupled xylose-dependent growth and metabolism. Together, results suggested that defects in lipid homeostasis limit growth in the *bcy1Δ* strain despite robust metabolism. To further understand this mechanism, we performed adaptive laboratory evolutions to re-evolve coupled growth and metabolism in the *bcy1Δ* parental strain. The evolved strain harbored mutations in PKA subunit *TPK1* and lipid regulator *OPI1*, among other genes, and evolved changes in lipid profiles and gene expression. Deletion of the evolved *opi1* gene partially reverted the strain’s phenotype to the *bcy1Δ* parent, with reduced growth and robust xylose fermentation. We suggest several models for how cells coordinate growth, metabolism, and other responses in budding yeast and how restructuring these processes enables anaerobic xylose utilization.

## Author summary

All organisms utilize an energy source to generate the cellular resources needed to grow and divide. Individual processes have been well studied, but the coordination and crosstalk between the process is not well understood. To study growth and metabolism coupling, we used a yeast strain that was genetically engineered to ferment the sugar xylose but lacked growth on the sugar. The decoupled growth and metabolism was caused by a deletion of a single gene in a highly conserved signaling pathway found in all eukaryotes. While our work is focused on xylose metabolism, we address the fundamental question of how cells coordinate growth with metabolism under non-ideal conditions. We identified changes in gene expression that implicated altered regulatory mechanisms involved in lipid metabolism correlating with decoupled growth and metabolism. Our work highlights the complexity of engineering new cellular functions and that global regulatory modifications, rather than altering individual pathways, may be required for broad cellular changes.

## Introduction

Many physiological processes are essential for growth, but so too is the coordination of those processes to form an integrated cellular system. Actively dividing cells must coordinate metabolism and division with the synthesis and segregation of DNA, proteins, organelles, and other macromolecules, all within a precisely timed cell cycle. Failure to coordinate these processes can jeopardize fitness due to suboptimal cellular composition and energy expenditures. Mechanistically, much remains unknown about how cells coordinate cellular processes. One of the best studied examples is the intimate control of successive cell cycle phases, which depends on interconnected transcriptional and post-translational controls regulated by dispersed checkpoints along the way [1–8]. The cell cycle is also coordinated with metabolism; cell-cycle regulators coordinate metabolic flux with cell-cycle phases, which may be related to cell size checkpoints since cells must reach a critical size before a new cell cycle is initiated [2,3,6–8]. A critical feature of integrated cellular systems is thus balancing energy demands with division and replication.

Knowing how cells coordinate growth and division with other physiological processes is important for understanding how cells function on a fundamental level, but it also has practical applications. Microbes can be engineered to produce a variety of commodity chemicals and biofuels with high yields to maximize economic returns. Microbial design strategies have considered how cells allocate resources so as to redirect cellular energy toward making compounds of interest [9–15]. Redirecting resources away from other processes can improve cellular product yields and thus decrease costs [16,17]. However, an added complication is that many industrial processes are stressful for engineered microbes, which mount stress-defense systems that further deplete cellular resources from product formation. The interplay of growth, metabolism, division, and stress defense remain murky, limiting engineering efforts [18,19].

Here, we studied how growth, division, and metabolism are normally coupled in cells by investigating a strain in which these processes have been decoupled. We previously characterized a series of *Saccharomyces cerevisiae* strains engineered to produce biofuel products from xylose, a pentose sugar abundant in plant biomass but not recognized by *S*. *cerevisiae* as a fermentable sugar [17,20–22]. A major goal for sustainable biofuel production is to utilize xylose and other carbon sources to maximize biomass conversion to products. Past work in our center found that engineering *S*. *cerevisiae* to ferment xylose anaerobically requires core xylose metabolism genes (encoding xylose isomerase, xylulokinase, and transaldolase [23,24]); however, introducing these genes is not enough to enable fermentation. Many groups have combined strain engineering with adaptive laboratory evolution to evolve xylose fermentation [25–30]. Cells require additional null mutations in oxidoreductase *GRE3*, iron-sulfur (Fe-S) chaperone *ISU1*, and RAS signaling inhibitor *IRA2* [27,31]. We previously showed that these mutations help to rewire cellular signaling to unnaturally upregulate the growth-promoting Protein Kinase A (PKA) pathway in conjunction with Snf1 that usually responds to poor carbon sources [32]. We proposed that activating PKA and Snf1 promotes growth in the context of an otherwise unrecognized carbon source [32]. Coordinated induction of PKA and Snf1 allows cells to recognize xylose as a fermentable carbon source while enhancing growth and metabolism signals.

Although PKA activation is critical for anaerobic xylose growth and metabolism, during that study we made a surprising discovery: the mechanism of PKA up-regulation influences how growth and metabolism are coordinated. PKA can be activated by RAS activity, which stimulates adenylate cyclase to produce the allosteric regulator cAMP that binds and dissociates the PKA regulatory subunit Bcy1 (Fig 1A) [33]. In engineered yeast, activating PKA by *IRA2* deletion, thus increasing RAS activity, enables rapid anaerobic xylose fermentation and growth on xylose as the sole carbon source. However, activating PKA by deleting the PKA regulatory subunit *BCY1* allows rapid anaerobic xylose fermentation but with little to no growth (Fig 1B and 1C) [32]. In both strains, the effect is due to PKA upregulation since inhibition of PKA activity blocked both metabolism and growth [32]. Thus, deleting *BCY1* in this strain background decouples growth and xylose metabolism for reasons that are not known. Importantly, other uncoupled biological processes related to PKA function have also been described [34], implying PKA’s central role in process coupling.

**Fig 1:**
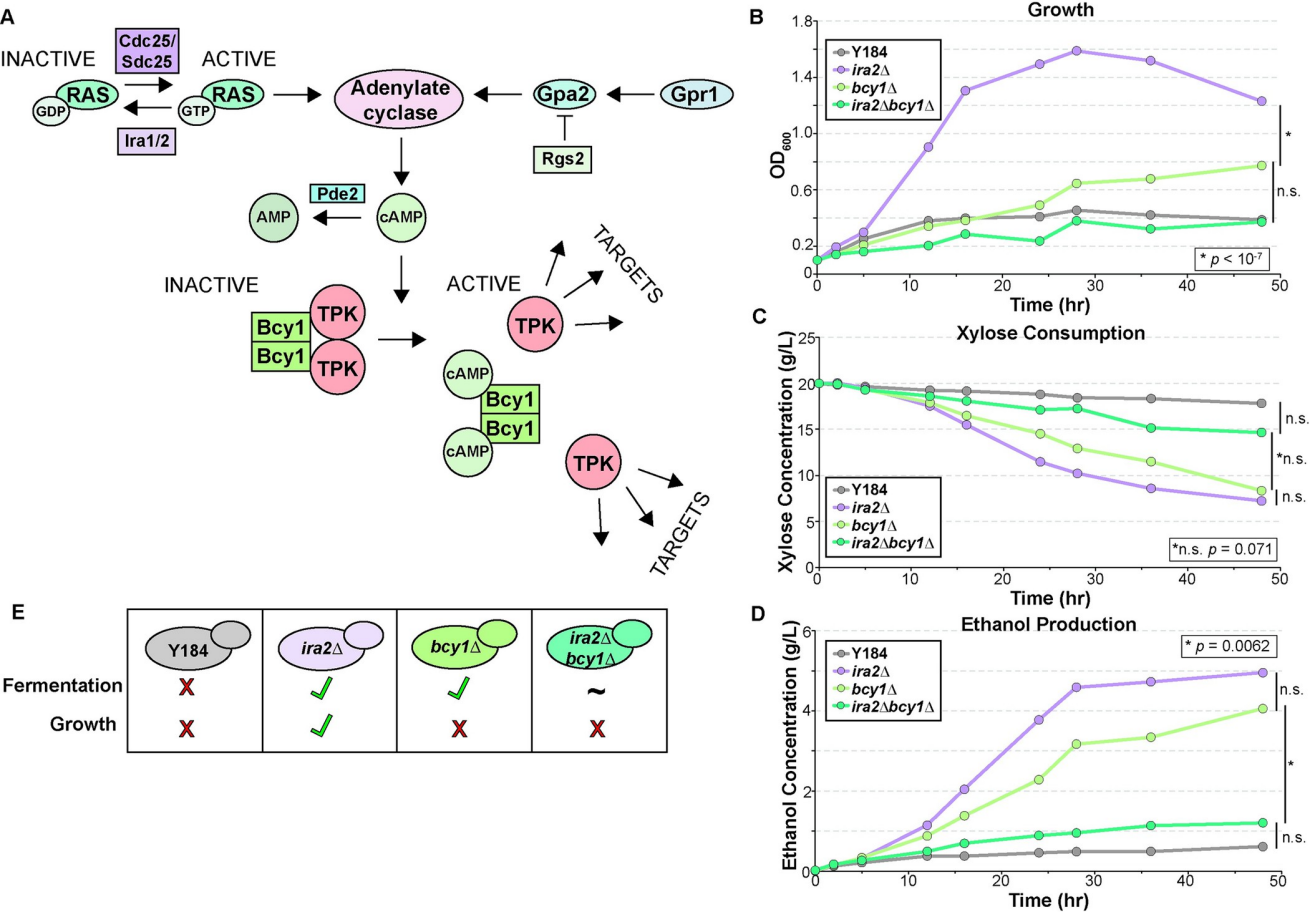
Activation of PKA is needed for xylose fermentation. **A**. A brief overview of the PKA signaling pathway. **B-C.** Average (n = 6 biological replicates) growth (OD600, optical density) and (**B**) xylose concentration in the medium over time of parental Y184, *ira2Δ*, *bcy1Δ*, and *ira2Δbcy1Δ* strains grown anaerobically on rich medium containing xylose as a carbon source. Asterisks denote significant differences in profiles (*p* < 0.05, ANOVA); n.s. indicates ‘not significant’ (p > 0.05). **D**. Growth and fermentation capabilities of strains shown in B-C.

Here, we explored phenotypic consequences of *IRA2* and *BCY1* deletions to elucidate how cells normally coordinate growth and metabolism. We integrated transcriptomic, phospho-proteomic, and lipidomic analysis across a suite of strains with different mutations and growth/metabolism phenotypes. The results implicated the importance of lipid metabolism as a linchpin in the coordination of growth with metabolism: cells lacking *BCY1* show unique transcriptomic and lipidomic responses that point to defects in lipid regulation. To uncover causal genes, we also performed adaptive evolution to re-evolve growth coordination in the *bcy1Δ* strain. Remarkably, the evolved strain acquired mutations in a PKA catalytic subunit *TPK1* and phospholipid biosynthesis regulator *OPI1*, among other genes, and Opi1 was required for the growth-metabolism coupling in the evolved strain. These results suggest that PKA-dependent regulation of lipid metabolism is critical for growth, perhaps to coordinate membrane biogenesis and signaling with other cellular processes.

## Results

We began by characterizing a suite of strains with different anaerobic xylose growth and fermentation capabilities. Parental strain Y184 harbors the xylose-metabolism gene cassette along with mutations in *ISU1* and *GRE3* but cannot grow on or metabolize xylose anaerobically (Fig 1B and 1C). Deleting *IRA2* from this strain allows cells to grow on and metabolize xylose anaerobically. In contrast, deletion of *BCY1* from Y184 permits rapid anaerobic xylose fermentation but with only minimal growth (Fig 1B, 1C, and 1E). Previous work studying growth over 90 hours validated limited growth of the *bcy1Δ* strain even after long periods [35]. We also investigated an *ira2Δbcy1Δ* double mutant. The double mutant was phenotypically similar to the *bcy1Δ*, although its xylose fermentation capabilities were highly variable across replicates, for reasons we do not understand but could pertain to extremely high PKA activity. As such, the double mutant was not statistically different from either the Y184 parent or the *bcy1Δ* strain. Nonetheless, we used it to investigate the genetics of PKA signaling through these different branches. The three strains grow indistinguishably on glucose (p> 0.05, S1A Fig) with similar glucose consumption (p > 0.05, S1B Fig) and ethanol production (p > 0.05, S1C Fig), indicating that these phenotypes are specific to anaerobic xylose conditions.

We started by comparing transcriptomic responses to identify transcripts whose abundance across the strain panel correlates with growth or anaerobic xylose metabolism. Cells were grown in an anaerobic chamber to mid-log phase on rich medium with glucose as a carbon source (YPD) then switched to rich medium containing only xylose (YPX) for three hours, long enough for the *ira2Δ* strain to resume growing (Fig 2A). We performed short-read sequencing to measure changes in transcript abundance after the glucose-to-xylose shift. 

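RNA was sequenced from 24 cultures of 4 strains, with 3 cultures per strain on glucose and 3 per strain after the move to xylose. By the paper's methods, each xylose culture was started with cells of a glucose culture. The glucose and xylose libraries of a strain and replicate are therefore related, and the main fit leaves this pairing out. Y184 is the engineered parent that carries the xylose genes, *IRA2* encodes a negative regulator of RAS and *BCY1* encodes the regulatory subunit of PKA. The time on xylose is given as 3 h in the results and as 3.5 h in the methods and the sample labels. The deleted genes were read first. *IRA2* (YOL081W) had 0 counts in each of the 12 libraries of *ira2Δ* and *ira2Δbcy1Δ*, which allows up to 3 counts per library, and 449 to 1719 CPM (counts scaled to the library total) in the 12 libraries of Y184 and *bcy1Δ*. *BCY1* (YIL033C) had 0 or 1 count in the 12 libraries of *bcy1Δ* and *ira2Δbcy1Δ* and 116 to 468 CPM in those of Y184 and *ira2Δ*. *GRE3*, which the parent lacks, stayed at or under 7.78 CPM in all 24 libraries. *ISU1*, also deleted in the parent, lay at 16.9 to 48.6 CPM in the libraries of *ira2Δ* and *ira2Δbcy1Δ* and at or under 3.60 CPM in those of Y184 and *bcy1Δ*. Comparisons of strains with and without *IRA2* may therefore also hold a difference at *ISU1*, which was not tested.

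The authors depleted ribosomal RNA, made stranded libraries, trimmed paired reads, aligned them to the Y22-3 genome and counted reads per gene with HTSeq, and the raw counts are what was deposited. The methods text names BWA-MEM as the aligner and the sample labels name Bowtie2. Reads assigned to open reading frames totalled 902091 to 2443346 per library for Y184 on glucose (median 2058533) and 645225 to 937501 on xylose (median 837743). For *ira2Δ* they totalled 1355245 to 2093421 on glucose (median 1385397) and 372083 to 1013782 on xylose (median 826337). The totals for *bcy1Δ* were 1005507 to 1221487 on glucose (median 1069566) and 718141 to 1537115 on xylose (median 925618), and those for *ira2Δbcy1Δ* were 1214742 to 1763460 on glucose (median 1239752) and 876822 to 1235205 on xylose (median 1094437). Of the 24 TMM factors, which scale libraries for their composition, those of *ira2Δbcy1Δ* glucose B (0.80) and C (0.62) were the lowest.

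From these counts, 5150 genes passed edgeR's filter on low counts and were tested with its quasi-likelihood test in 1 fit of 8 strain-by-sugar groups with TMM scaling. A gene is called at an adjusted p under 0.05, with no minimum fold change, and the errors beside log2 fold changes are standard errors from this fit. Gene lists and the rule for the genes named were fixed before the deposited counts were examined. The paper's supplementary tables, which hold values of these samples, had been seen when the rule was written. Simulated counts with the depth and spread of these libraries recovered 25% of 2-fold and 84% of 4-fold differences between the shifts of *bcy1Δ* and *ira2Δ*, so a gene that is not called is not shown to be unchanged.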

To understand strain responses, we compared transcript abundances across strains grown under each condition; we also compared the fold change in transcript abundance within each strain responding to carbon shift. There were major differences in expression comparing the strains growing on xylose, whereas only mild expression differences were observed comparing strains grown on glucose (see Fig 2C, right panel). 

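On xylose, cells lacking *BCY1* stood far from the other strains, and the genes of ribosomal proteins moved together. Of the 132 ribosomal protein genes tested, 124 were higher, 1 lower and 7 not called (128 and 1 when adjusted over the list alone) in *bcy1Δ* than in *ira2Δ* on xylose, with a median log2 difference of 1.51 (camera adjusted p = 1.2e-33, adjusted p = 0.21 with an estimated correlation). On glucose their median log2 difference was 0.04 (camera adjusted p = 0.72). The paper shows this list for these samples, so its direction here is not independent evidence. The formate dehydrogenase gene *FDH1* (YOR388C) was higher in *bcy1Δ* than in *ira2Δ* on xylose by 3.18 ± 0.98 (SE, adjusted p = 0.0092) on the log2 scale, and the phosphate transporter gene *PHO84* (YML123C) by 3.10 ± 0.32 (SE, adjusted p = 3.8e-09). The stationary-phase gene *SPG4* (YMR107W) was lower, at -6.29 ± 1.21 (SE, adjusted p = 6.4e-05) and the aquaporin gene *AQY1* (YPR192W) at -5.34 ± 0.36 (SE, adjusted p = 1.8e-13). The difference in *FDH1* lost its call without *ira2Δ* xylose B (0.061), *bcy1Δ* xylose A (0.077), with the adjusted p in brackets, over alternatives that gave an adjusted p of 0.0037 to 0.077. Its log2 value ran from 2.44 without *bcy1Δ* xylose A to 6.34 without *ira2Δ* xylose C.

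The counts of called genes on xylose were 425 higher and 530 lower in *ira2Δ* against Y184, 1324 higher and 1203 lower in *bcy1Δ* against Y184, 1416 higher and 1350 lower in *ira2Δbcy1Δ* against Y184, 1040 higher and 896 lower in *bcy1Δ* against *ira2Δ*, 1236 higher and 1069 lower in *ira2Δbcy1Δ* against *ira2Δ* and 263 higher and 236 lower in *ira2Δbcy1Δ* against *bcy1Δ*. On glucose the same pairs gave 167 higher and 156 lower, 279 higher and 341 lower, 811 higher and 691 lower, 11 higher and 39 lower, 172 higher and 105 lower and 213 higher and 93 lower, with 3 cultures per strain and sugar in every comparison. The share of higher calls on glucose was 69.6% with TMM and 81.2% with DESeq2 for *ira2Δbcy1Δ* against *bcy1Δ*, 62.1% and 75.6% for *ira2Δbcy1Δ* against *ira2Δ*, and 22.0% and 32.7% for *bcy1Δ* against *ira2Δ*, and on xylose it was 52.7% and 46.1% for *ira2Δbcy1Δ* against *bcy1Δ* and 51.2% and 49.3% for *ira2Δbcy1Δ* against Y184. Fitting only the libraries compared gave 626 genes on glucose for *ira2Δ* against Y184, 495 for *bcy1Δ* against *ira2Δ*, 101 for *ira2Δbcy1Δ* against *ira2Δ* and 114 for *ira2Δbcy1Δ* against *bcy1Δ*. Counts that moved by more than 1.5 times without 1 library were, for *ira2Δ* against Y184 on glucose, those without Y184 glucose B (139), *ira2Δ* glucose A (178), B (160), C (187), for *bcy1Δ* against Y184 on glucose those without Y184 glucose B (321), *bcy1Δ* glucose A (397), B (411), C (393), for *ira2Δbcy1Δ* against Y184 on glucose that without Y184 glucose B (981), and for *bcy1Δ* against *ira2Δ* on glucose those without *ira2Δ* glucose A (27), B (27), *bcy1Δ* glucose A (22), B (32), C (24). For *ira2Δbcy1Δ* on glucose, the libraries were *ira2Δ* glucose A (132), B (110), C (100), *ira2Δbcy1Δ* glucose A (651), B (118), C (102) in the comparison with *ira2Δ* and *bcy1Δ* glucose A (143), B (112), C (102), *ira2Δbcy1Δ* glucose A (973), B (134), C (99) in that with *bcy1Δ*, and for *ira2Δbcy1Δ* against *bcy1Δ* on xylose they were *bcy1Δ* xylose B (330), *ira2Δbcy1Δ* xylose A (300), C (311).

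**Figure D1:**
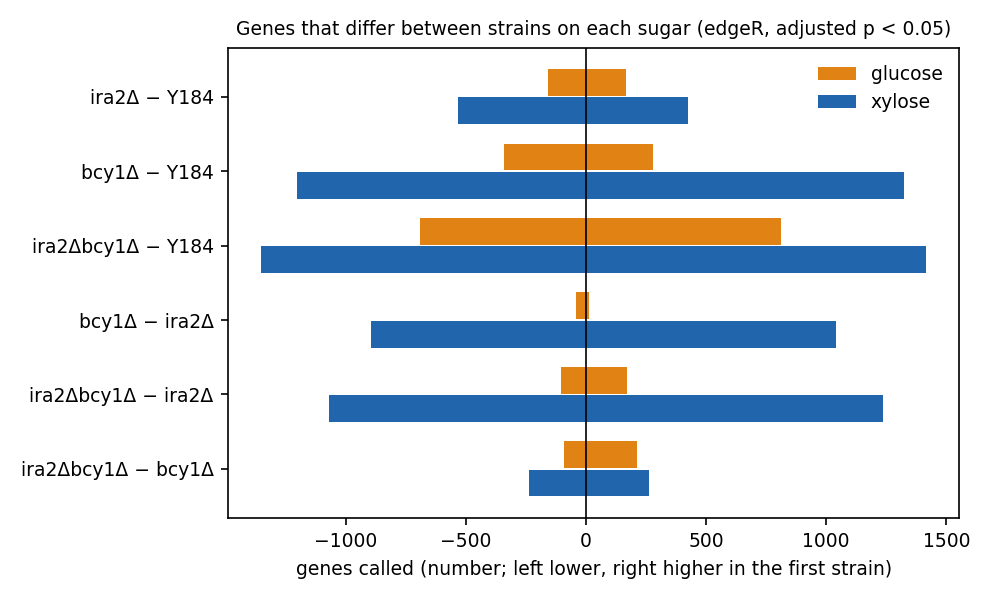
Genes called between each pair of strains on glucose and on xylose, as counts of genes higher and lower in the first strain named (3 cultures per strain and sugar). The pairs run from 50 to 1502 genes on glucose and from 499 to 2766 on xylose.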

Correspondingly, strains do not differ substantially in their ability to grow anaerobically on glucose (S1 Fig) [35]. Thus, the differences in the fold-change expression response to the carbon shift are driven by differences in the xylose condition.

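Most genes whose response to the carbon shift differed between strains also differed between the same strains on xylose. Of the 1293 genes with a different shift in *bcy1Δ* and *ira2Δ*, 1174 differed between the strains on xylose only, 12 on glucose only, 20 on both sugars and 87 on neither. Their median absolute log2 difference was 0.22 on glucose and 1.19 on xylose. *OPI3* (YJR073C), which encodes a methyltransferase of phosphatidylcholine synthesis, is 1 of them: its log2 difference between *bcy1Δ* and *ira2Δ* was -0.28 ± 0.25 (SE, adjusted p = 0.73) on glucose and -2.80 ± 0.26 (SE, adjusted p = 7.7e-10) on xylose. For Y184 against *ira2Δ*, the 187 genes split into 142 on xylose only, 21 on glucose only, 20 on both and 4 on neither, and for *ira2Δbcy1Δ* against *ira2Δ* the 1509 genes split into 1270, 43, 102 and 94 in the same order. Each comparison used 3 cultures per strain and sugar, and a difference that was not called on glucose is not shown to be absent there.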

**Fig 2:**
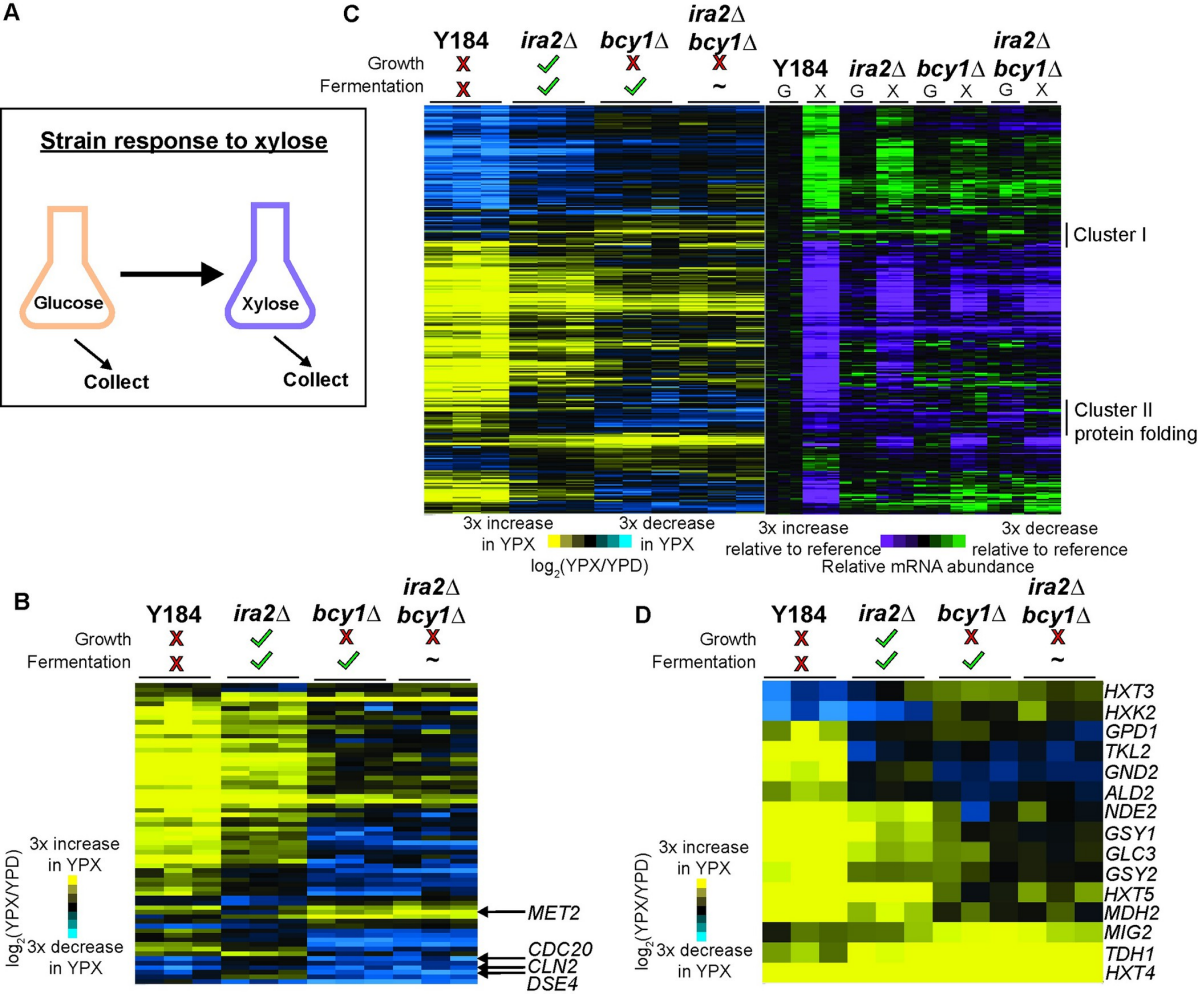
Few transcriptomic patterns correlate with anaerobic xylose growth. **A**. Experimental overview. Strains were grown anaerobically in rich glucose medium to early/mid-log phase, then switched to anaerobic rich xylose medium for three hours. **B**. Expression of 65 genes whose log_2_(fold change) upon glucose to xylose shift is different (FDR < 0.05) in at least one of the three non-growing strains (Y184, *bcy1Δ*, *ira2Δbcy1Δ*) compared to *ira2Δ*. Genes (rows) were organized by hierarchical clustering across biological triplicates measured for each strain (columns). Genes discussed in the text are annotated on the figure. **C.** Hierarchical clustering of 292 genes whose log_2_(fold change) upon glucose to xylose shift is different (FDR < 0.05) between the non-fermenting Y184 strain and the two robustly xylose fermenting strains (*ira2Δ*, *bcy1Δ*). The blue-yellow heatmap on the left represents the log_2_(fold change) in expression upon glucose to xylose shift across biological triplicates (columns). The purple-green heatmap on the right represents the abundance of each transcript (rows) in each strain grown on glucose (G) or xylose (X), relative to the average (n = 3) abundance of that transcript measured in the Y184 YPD sample. Clusters I and II are described in the text. **D**. Expression of 15 genes from C) that have annotations linked to glycolysis, gluconeogenesis, TCA cycle, and carbohydrate storage.

Our expectation at the outset was two-fold. On the one hand, we expected to find expression changes common to the xylose fermenting *ira2Δ* and *bcy1Δ* mutants, but discordant in Y184 cells–these expression patterns may relate to xylose metabolism, since the Y184 strain is incapable of xylose metabolism [31,32]. On the other hand, expression patterns unique to the *ira2Δ* strain–the only strain capable of growing anaerobically on xylose–may reflect expression patterns related to growth.

### Few gene expression patterns correlate strictly with growth phenotypes

Somewhat surprisingly, there were few genes whose expression correlated strictly with growth phenotypes. Only two genes showed xylose-responsive expression changes that were specific to *ira2Δ* cells compared to the other three strains analyzed as a group in the statistical model (FDR < 0.05; see Methods): daughter-cell-specific glucanase *DSE4* and L-homoserine-O-acetyltransferase *MET2*. 

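*DSE4* (YNR067C), a glucanase gene of daughter cells, rose with the shift in *ira2Δ* by 0.45 ± 0.19 (SE, adjusted p = 0.0452) on the log2 scale and fell in the 3 strains that do not grow, with -0.99 ± 0.19 (SE, adjusted p = 5.7e-05) in Y184, -1.87 ± 0.20 (SE, adjusted p = 5.7e-09) in *bcy1Δ* and -2.42 ± 0.21 (SE, adjusted p = 8.4e-11) in *ira2Δbcy1Δ*. *MET2* (YNL277W), which encodes an enzyme of methionine synthesis, rose in Y184 by 1.21 ± 0.24 (SE, adjusted p = 6.7e-05), in *bcy1Δ* by 1.60 ± 0.24 (SE, adjusted p = 2.0e-06) and in *ira2Δbcy1Δ* by 2.70 ± 0.24 (SE, adjusted p = 1.1e-10), and had a log2 shift of -0.37 ± 0.26 (SE, adjusted p = 0.24) in *ira2Δ*. Taken 1 strain at a time, the difference from *ira2Δ* was called for both genes: for *DSE4* it was -1.44 ± 0.27 (SE, adjusted p = 8.6e-04) in Y184, -2.32 ± 0.27 (SE, adjusted p = 3.1e-07) in *bcy1Δ* and -2.87 ± 0.28 (SE, adjusted p = 9.6e-09) in *ira2Δbcy1Δ*, and for *MET2* it was 1.58 ± 0.35 (SE, adjusted p = 0.0051), 1.97 ± 0.35 (SE, adjusted p = 9.3e-05) and 3.08 ± 0.35 (SE, adjusted p = 9.8e-08). Against the other 3 strains pooled as 1 group, the difference was 2.07 ± 0.44 (SE, adjusted p = 0.12) for *DSE4* and -2.34 ± 0.46 (SE, adjusted p = 0.12) for *MET2*.

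With edgeR's quasi-likelihood test on these pooled groups (3 cultures of *ira2Δ* and 9 of the others per sugar), 0 of 5150 genes were called, 561 had an unadjusted p under 0.05 and the smallest adjusted p was 0.12. DESeq2 called 16 genes, 8 higher and 8 lower, with *DSE4* at an adjusted p of 0.0042 and *MET2* at an adjusted p of 0.0042. edgeR's likelihood ratio test called 3 genes, *DSE4*, *MET2* and *PKP1*, and the average of the 3 strains in the fit of 8 groups called 818. Without Y184 xylose C, 2 genes were called, *DSE4* (adjusted p = 0.0065) and *MET2* (adjusted p = 0.028). In simulated counts this comparison recovered 7% of 2-fold and 59% of 4-fold differences. The rise of *DSE4* in *ira2Δ* lost its call with the replicate letter as a block (0.0528) and without Y184 glucose A (0.075), *ira2Δ* glucose A (0.12), B (0.073), C (0.091), *ira2Δ* xylose A (0.11), C (0.21), *bcy1Δ* glucose A (0.054), B (0.056), C (0.055), *bcy1Δ* xylose B (0.071), *ira2Δbcy1Δ* glucose A (0.061), *ira2Δbcy1Δ* xylose A (0.0519), B (0.0547), C (0.053), with the adjusted p in brackets, over alternatives that gave an adjusted p of 0.018 to 0.21. The shift of *MET2* in *ira2Δ*, which ran from -0.63 to -0.22 without 1 library, was called without *ira2Δ* glucose C (0.041), with the adjusted p in brackets.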

In fact, hierarchical clustering of all genes with a transcriptomic change in response to the carbon shift showed that the *ira2Δ* strain’s response to xylose shift was most similar to that of Y184 cells, even though one strain can grow on and anaerobically ferment xylose and the other cannot (S2A Fig and S1 Table). 

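The shift of *ira2Δ* was most like that of Y184 and the shift of *bcy1Δ* most like that of *ira2Δbcy1Δ*. Across the 5150 genes tested, Pearson's r between the fitted log2 shifts was 0.87 for Y184 and *ira2Δ* and 0.81 for *bcy1Δ* and *ira2Δbcy1Δ*. For *ira2Δ* with *bcy1Δ* it was 0.63 and with *ira2Δbcy1Δ* 0.55, and for Y184 with *bcy1Δ* it was 0.55 and with *ira2Δbcy1Δ* 0.50. The shift was also widest in Y184: its SD across genes was 1.42 in Y184, 1.15 in *ira2Δ*, 1.01 in *bcy1Δ* and 0.93 in *ira2Δbcy1Δ*. Called genes numbered 1526 higher and 1487 lower after the shift in Y184, 1256 and 1205 in *ira2Δ*, 1020 and 903 in *bcy1Δ* and 876 and 921 in *ira2Δbcy1Δ*. Average-linkage clustering of the 12 shifts per replicate put the 6 of Y184 and *ira2Δ* in 1 branch and the 6 of *bcy1Δ* and *ira2Δbcy1Δ* in the other.

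The hexose transporter gene *HXT7* was among the genes with the largest rise, at 10.82 ± 0.60 (SE, adjusted p = 2.8e-16) in Y184, 8.67 ± 0.56 (SE, adjusted p = 4.2e-14) in *ira2Δ* and 7.39 ± 0.58 (SE, adjusted p = 5.5e-12) in *ira2Δbcy1Δ*. *RGI2*, a gene of respiratory growth, rose by 9.46 ± 0.40 (SE, adjusted p = 3.9e-21) in Y184, 10.10 ± 0.41 (SE, adjusted p = 4.4e-21) in *ira2Δ*, 10.67 ± 0.58 (SE, adjusted p = 3.6e-17) in *bcy1Δ* and 7.68 ± 0.53 (SE, adjusted p = 2.7e-14) in *ira2Δbcy1Δ*. *HXT7* and *HXT6* are near-identical paralogs that may share reads. These correlations are across genes, which are not independent replicates, and no library is shared between strains.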

We next performed pairwise comparisons of the glucose-to-xylose fold-change responses between each strain and the *ira2Δ* strain, then combined the lists of genes identified in all three comparisons. This method identified 65 genes; however, investigating the expression patterns once again indicated that the *ira2Δ* response was most similar to Y184 cells but with weaker magnitudes of change (Fig 2B and S2 Table). This set of 65 genes was enriched for genes induced in the environmental stress response (iESR genes [36], *p* = 2x10^-7^, hypergeometric test). 

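A different shift from *ira2Δ* was called at 187 genes in Y184 (143 higher and 44 lower), 1293 in *bcy1Δ* (707 higher and 586 lower) and 1509 in *ira2Δbcy1Δ* (803 higher and 706 lower). For *ira2Δbcy1Δ* the share of higher calls, 53.2%, was 47.2% with RLE scaling and 46.6% with DESeq2. The lists combined hold 1949 genes, and 56 genes are on all 3. In 44 of these 56, Y184 departed from *ira2Δ* in 1 direction and both *BCY1* deletion strains in the other. Over the 1949 genes the shift of *ira2Δ* correlated with that of Y184 at r = 0.88, with *bcy1Δ* at r = 0.49 and with *ira2Δbcy1Δ* at r = 0.37, again across genes. Most of these genes were picked for a difference between *ira2Δ* and a strain without *BCY1*, so lower r with those strains follows in part from the choice. Over all 5150 genes, chosen without regard to strain, the r were 0.87, 0.63 and 0.55 in the same order. Y184 had the larger absolute shift in 1226 of the 1949, the slope of *ira2Δ* on Y184 was 0.71, and the median absolute log2 shift was 1.09 in Y184 and 0.95 in *ira2Δ*. Over the 56 genes these r were 0.85, 0.47 and 0.39, and the median absolute shift was 2.40 in Y184, 1.16 in *ira2Δ*, 1.03 in *bcy1Δ* and 0.97 in *ira2Δbcy1Δ*.

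All 3 comparisons use the same 6 *ira2Δ* libraries, so their chance values are shared. In 20 simulated draws with unchanged strains and the same *ira2Δ* libraries, the number of genes on all 3 lists was 0. The 3 simulated lists combined held at most 2 genes, so this 0 was fixed in advance and says nothing on the 56. Lists of the observed sizes drawn independently would share 13.8. Differences from *ira2Δ* in *bcy1Δ* and *ira2Δbcy1Δ* correlated at r = 0.81 (covariance 0.753) against 0.50 (0.0976) in the simulation, and 534 genes were higher than in *ira2Δ* in both (110 if independent) and 405 lower (80.3). Those in Y184 and *bcy1Δ* correlated at r = -0.06 (covariance -0.0389) against 0.51 (0.0975) in the simulation. Part of the overlap may come from the shared libraries, which are too few to split. Leaving out 1 library moved the 56 genes by more than 1.5 times without Y184 glucose B (37), Y184 xylose B (106), *ira2Δ* glucose A (36).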

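Genes induced in the environmental stress response (ESR), a program that many stresses switch on, rose most in Y184. Of 46 such genes tested, 42 were higher, 0 lower and 4 not called (42 and 0 when adjusted over the list alone) after the shift in Y184, with a median log2 shift of 3.02 (camera adjusted p = 5.0e-35, adjusted p = 6.0e-04 with an estimated correlation). In *ira2Δ* 33 were higher, 1 lower and 12 not called (33 and 1 when adjusted over the list alone), with a median of 1.09 (camera adjusted p = 2.6e-11, adjusted p = 0.024 with an estimated correlation), and in *bcy1Δ* 11 were higher, 12 lower and 23 not called (12 and 13 when adjusted over the list alone), with a median of -0.16 (camera adjusted p = 0.81). Compared with *ira2Δ*, the shift of the 46 genes was higher in Y184 by a median of 1.43 (camera adjusted p = 1.4e-31, adjusted p = 0.0018 with an estimated correlation) and lower in *bcy1Δ* by a median of -1.56 (camera adjusted p = 2.8e-14, adjusted p = 0.015 with an estimated correlation). *RTN2*, a reticulon gene, differed between Y184 and *ira2Δ* by 3.94 ± 0.34 (SE, adjusted p = 9.4e-10). The proteinase inhibitor gene *PBI2* differed between *bcy1Δ* and *ira2Δ* by -3.05 ± 0.61 (SE, adjusted p = 3.3e-04). The 1949 genes with a different shift from *ira2Δ* in any strain held 43 of 46 (expected 17.4, one-sided Fisher's exact test, adjusted p = 3.6e-14), and the 56 with a different shift in all 3 held 9 of 46 (expected 0.5, adjusted p = 3.1e-08 from the same test), among them the catalase gene *CTT1* and the chaperone gene *HSP104*. Both sets of genes were picked from these libraries, 3 cultures per strain and sugar, so the enrichment describes them and is no separate evidence.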

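Genes of the TCA cycle and of peroxisomal fatty acid oxidation rose with the shift in Y184 and *ira2Δ*. Of 16 TCA cycle genes tested, 15 were higher, 0 lower and 1 not called (15 and 0 when adjusted over the list alone) in Y184 and 13 higher, 0 lower and 3 not called (13 and 0 when adjusted over the list alone) in *ira2Δ*, with median log2 shifts of 2.61 (camera adjusted p = 2.4e-13, adjusted p = 0.011 with an estimated correlation) and 1.46 (camera adjusted p = 8.8e-12, adjusted p = 0.02 with an estimated correlation). In *ira2Δ* the citrate synthase gene *CIT1* rose by 3.20 ± 0.18 (SE, adjusted p = 7.2e-16) and the succinate dehydrogenase gene *SDH1* by 3.44 ± 0.22 (SE, adjusted p = 4.3e-14). Of 19 genes of peroxisomal oxidation, 17 were higher, 0 lower and 2 not called (17 and 0 when adjusted over the list alone) in Y184 and 17 higher, 0 lower and 2 not called (18 and 0 when adjusted over the list alone) in *ira2Δ*, with medians of 3.09 (camera adjusted p = 1.8e-16, adjusted p = 0.0029 with an estimated correlation) and 2.17 (camera adjusted p = 6.3e-11, adjusted p = 0.003 with an estimated correlation). The acyl-CoA oxidase gene *POX1* rose by 3.36 ± 0.28 (SE, adjusted p = 1.5e-11) in *ira2Δ*. The list is wider than the peroxisome and also holds the carnitine acetyltransferase gene *YAT1*, which rose there by 4.60 ± 0.30 (SE, adjusted p = 3.5e-14). In *bcy1Δ* the TCA cycle list had 6 higher, 4 lower and 6 not called (6 and 4 when adjusted over the list alone), with a median of 0.22 (camera adjusted p = 0.74), and the peroxisomal list 8 higher, 3 lower and 8 not called (8 and 3 when adjusted over the list alone), with a median of 0.55 (camera adjusted p = 0.34).

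The shift itself differed between *bcy1Δ* and *ira2Δ*. For the TCA cycle genes, 0 were higher, 14 lower and 2 not called (0 and 16 when adjusted over the list alone) in *bcy1Δ* than in *ira2Δ*, with a median log2 difference of -1.63 (camera adjusted p = 3.3e-14, adjusted p = 0.015 with an estimated correlation), and for peroxisomal oxidation 0 were higher, 14 lower and 5 not called (0 and 14 when adjusted over the list alone), with a median of -1.50 (camera adjusted p = 3.8e-07, adjusted p = 0.015 with an estimated correlation). The aconitase gene *ACO1* differed by -2.44 ± 0.27 (SE, adjusted p = 1.4e-07) and *PEX11*, a gene of peroxisome division, by -2.38 ± 0.33 (SE, adjusted p = 3.6e-06). Of 31 genes of the respiratory chain and ATP synthase, 0 were higher, 28 lower and 3 not called (0 and 28 when adjusted over the list alone), with a median of -1.71 (camera adjusted p = 4.9e-27, adjusted p = 0.015 with an estimated correlation). In *ira2Δbcy1Δ* against *ira2Δ* the medians were -1.88 for the TCA cycle (camera adjusted p = 4.8e-19, adjusted p = 0.0048 with an estimated correlation) and -2.07 for peroxisomal oxidation (camera adjusted p = 1.5e-09, adjusted p = 0.0048 with an estimated correlation). The tests rest on 3 cultures per strain and sugar.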

Many genes induced in the Y184 and *ira2Δ* strains, but largely not in *bcy1Δ* strains, included genes related to metabolism, including several in the mitochondrial TCA cycle and peroxisomal fatty-acid oxidation pathway, which may reflect that *bcy1Δ* strains are more likely to recognize xylose as a fermentable carbon source. 

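Of 36 tested genes among the 38 cell-cycle genes of S3 Table, the shift of 3 differed from that in *ira2Δ* in Y184, 10 in *bcy1Δ* and 5 in *ira2Δbcy1Δ*, strains that do not grow on xylose, at an adjusted p under 0.05 over all genes tested. Of all 5150 genes tested, 187, 1293 and 1509 did (3.63%, 25.1% and 29.3%). The mitotic cyclin gene *CLB2* (YPR119W) fell further in *bcy1Δ* than in *ira2Δ*, with a difference of -2.30 ± 0.41 (SE, adjusted p = 1.0e-04), as did the gene of the polo kinase, *CDC5*, at -1.03 ± 0.33 (SE, adjusted p = 0.021). The 3 genes called in Y184, *CLN2*, *CLB2* and *CDC1*, all had the lower shift there. In *bcy1Δ* 5 genes were lower and 5 were higher, and the septin gene *CDC12* was higher by 1.47 ± 0.36 (SE, adjusted p = 0.0026). For *ira2Δbcy1Δ*, 4 were higher, *CDC12* among them, and 1, *CDC48*, was lower. The table was drawn up by the authors on these samples, 3 cultures per strain and sugar, so the counts are not independent evidence of its direction. The difference in *CDC5* lost its call without *ira2Δ* glucose B (0.062), *ira2Δ* xylose C (0.0519), *bcy1Δ* glucose A (0.06), *bcy1Δ* xylose B (0.0542), with the adjusted p in brackets, over alternatives that gave an adjusted p of 0.0093 to 0.062.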

We specifically investigated the set of 65 genes for those that encode cell-cycle regulators and kinases, since these may be involved in growth kinetics; however only three, six, or eight genes within these categories were differentially expressed in Y184, *bcy1Δ*, or *ira2Δbcy1Δ* cells, respectively, compared to *ira2Δ* cells in response to xylose shift (FDR < 0.05). 

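*CLN2* (YPL256C), which encodes a G1 cyclin, fell with the shift in all 4 strains: its log2 shift was -2.17 ± 0.23 (SE, adjusted p = 1.1e-09) in Y184, -0.76 ± 0.22 (SE, adjusted p = 0.0055) in *ira2Δ*, -1.47 ± 0.22 (SE, adjusted p = 1.7e-06) in *bcy1Δ* and -1.46 ± 0.23 (SE, adjusted p = 8.1e-06) in *ira2Δbcy1Δ*. Its fall was larger in Y184 than in *ira2Δ*, with a difference of -1.42 ± 0.32 (SE, adjusted p = 0.0066). For *bcy1Δ* the difference from *ira2Δ* was -0.71 ± 0.31 (SE, adjusted p = 0.093) and for *ira2Δbcy1Δ* -0.70 ± 0.32 (SE, adjusted p = 0.1). *CDC20* (YGL116W), an activator of the anaphase-promoting complex, fell in the 3 strains that do not grow, with -1.68 ± 0.33 (SE, adjusted p = 5.0e-05) in Y184, -1.76 ± 0.31 (SE, adjusted p = 3.5e-05) in *bcy1Δ* and -1.43 ± 0.33 (SE, adjusted p = 8.9e-04) in *ira2Δbcy1Δ*, and had -0.43 ± 0.29 (SE, adjusted p = 0.23) in *ira2Δ*. The difference from *ira2Δ* was -1.33 ± 0.44 (SE, adjusted p = 0.023) in *bcy1Δ*, -1.25 ± 0.45 (SE, adjusted p = 0.13) in Y184 and -1.01 ± 0.45 (SE, adjusted p = 0.091) in *ira2Δbcy1Δ* (3 cultures per strain and sugar). The difference of *CLN2* in *bcy1Δ* was called without *bcy1Δ* xylose C (0.043), *ira2Δbcy1Δ* glucose C (0.046), with the adjusted p in brackets. That in *ira2Δbcy1Δ* was called without *ira2Δbcy1Δ* glucose C (0.025), with the adjusted p in brackets. For *CDC20*, the difference in *bcy1Δ* lost its call without *ira2Δ* glucose B (0.055), *ira2Δ* xylose C (0.42), *bcy1Δ* xylose A (0.0529), with the adjusted p in brackets, over alternatives that gave an adjusted p of 0.0042 to 0.42. Without *ira2Δ* xylose C, the fall of *CDC20* in *ira2Δ* was called, at -1.17 (adjusted p = 0.0088), and the difference in *bcy1Δ* was -0.59, and without *ira2Δ* xylose B the differences in Y184 and *ira2Δbcy1Δ* were called, at -1.61 (adjusted p = 0.0352) and -1.36 (adjusted p = 0.0188).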

The *ira2Δ* strain showed weakly lower expression of cyclin *CLN2* and anaphase-promoting complex *CDC20*, whereas other strains showed strong reduction in expression (S3 Table). Transcript abundance for these genes is known to fluctuate during the cell cycle, thus while it is possible their expression influences growth arrest, it is likely that the expression of these genes reflects the expected difference between cycling (*ira2Δ*) and non-cycling (Y184, *bcy1Δ*, *ira2Δbcy2Δ*) cells. Expression of cell-cycle genes did not implicate arrest in a particular cell-cycle stage, consistent with early transcriptomic studies that showed that gene expression during cell-cycle arrest does not parallel expression of cells cycling through those phases [37].

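Of 19 cyclin and cell-cycle regulator genes tested, 0 were higher, 12 lower and 7 not called (0 and 12 when adjusted over the list alone) after the shift in Y184, with a median log2 shift of -1.04 (camera adjusted p = 0.0059, adjusted p = 0.22 with an estimated correlation), and 1 higher, 10 lower and 8 not called (1 and 10 when adjusted over the list alone) in *bcy1Δ*, with a median of -0.80 (camera adjusted p = 0.0025, adjusted p = 0.22 with an estimated correlation). In *ira2Δ* 1 was higher, 6 lower and 12 not called (1 and 6 when adjusted over the list alone) (median -0.33, camera adjusted p = 0.31) and in *ira2Δbcy1Δ* 3 higher, 8 lower and 8 not called (3 and 8 when adjusted over the list alone) (median -0.38, camera adjusted p = 0.14). Both the G1 cyclin gene *PCL1*, at -3.51 ± 0.41 (SE, adjusted p = 2.8e-08), and the mitotic cyclin gene *CLB2*, at -3.87 ± 0.30 (SE, adjusted p = 3.3e-12), fell in *bcy1Δ*. Of 10 histone genes, which are expressed in S phase, 9 fell in Y184, 8 in *ira2Δ*, 7 in *bcy1Δ* and 7 in *ira2Δbcy1Δ*, with median shifts of -1.76 (camera adjusted p = 1.3e-05, adjusted p = 0.055 with an estimated correlation), -1.52 (camera adjusted p = 2.1e-04, adjusted p = 0.1 with an estimated correlation), -1.80 (camera adjusted p = 1.8e-06, adjusted p = 0.074 with an estimated correlation) and -1.05 (camera adjusted p = 6.9e-04, adjusted p = 0.18 with an estimated correlation), and *HTZ1*, which encodes a histone variant, rose in *ira2Δ* by 1.97 ± 0.19 (SE, adjusted p = 3.5e-10). Genes of daughter-cell separation, targets of Ace2 at the end of mitosis, went apart between strains: of 12 tested, 6 were higher, 2 lower and 4 not called (6 and 2 when adjusted over the list alone) in Y184 (median 0.66, camera adjusted p = 0.16), 9 higher, 0 lower and 3 not called (9 and 0 when adjusted over the list alone) in *ira2Δ*, 2 higher, 6 lower and 4 not called (2 and 6 when adjusted over the list alone) in *bcy1Δ* and 1 higher, 7 lower and 4 not called (2 and 7 when adjusted over the list alone) in *ira2Δbcy1Δ*. Between the shifts of *bcy1Δ* and *ira2Δ* the median difference was -1.49 (camera adjusted p = 1.4e-09, adjusted p = 0.015 with an estimated correlation), and between those of Y184 and *ira2Δ* -0.26 (camera adjusted p = 0.039, adjusted p = 0.27 with an estimated correlation). *EGT2* differed by -2.72 ± 0.28 (SE, adjusted p = 5.0e-08) and the chitinase gene *CTS1* by -2.42 ± 0.26 (SE, adjusted p = 9.6e-08) (3 cultures per strain and sugar).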

Previous chemostat studies reported that repression of ribosomal protein (RP) and ribosome biogenesis (RiBi) genes is correlated with decreased growth, and these studies proposed that expression of these genes can predict cellular growth rate [38–41]. However, here we saw no correlation of RP and RiBi transcript abundance or response with growth phenotypes. 

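Ribosomal protein (RP) transcripts stood highest after the shift in the strains without *BCY1*, which do not grow on xylose. As the mean log2 level of the 132 RP genes relative to Y184 on glucose, xylose cultures lay at -2.76 ± 0.87 in Y184, -2.35 ± 0.21 in *ira2Δ*, -0.85 ± 0.07 in *bcy1Δ* and -0.55 ± 0.03 in *ira2Δbcy1Δ* (SD, n = 3 each). On glucose the RP mean was 0.00 ± 0.32 in Y184, -0.01 ± 0.09 in *ira2Δ*, 0.03 ± 0.03 in *bcy1Δ* and 0.31 ± 0.49 in *ira2Δbcy1Δ*. For 112 genes of ribosome biogenesis (RiBi), the xylose means were -1.38 ± 0.30 in Y184, -1.72 ± 0.06 in *ira2Δ*, -0.68 ± 0.19 in *bcy1Δ* and -0.47 ± 0.09 in *ira2Δbcy1Δ*, and the glucose means were -0.36 ± 0.09 in *ira2Δ*, -0.64 ± 0.04 in *bcy1Δ* and -0.70 ± 0.34 in *ira2Δbcy1Δ*. The growing strain *ira2Δ* thus had lower RiBi levels on xylose than *bcy1Δ* in every replicate. The wide spread of *ira2Δbcy1Δ* on glucose goes with libraries B and C, which have TMM factors of 0.80 and 0.62, and RP genes that are paralogs may share reads.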

The Y184 strain strongly repressed RP and RiBi genes upon xylose shift, which might be expected for a strain that arrests its growth, but so too did the *ira2Δ* strain, albeit with weaker magnitude of repression. 

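After the shift in Y184, the 132 RP genes had 1 higher, 130 lower and 1 not called (1 and 130 when adjusted over the list alone), with a median log2 shift of -2.67 (camera adjusted p = 4.9e-46, adjusted p = 0.1 with an estimated correlation). *ira2Δ* had 0 higher, 128 lower and 4 not called (0 and 129 when adjusted over the list alone), with a median of -2.36 (camera adjusted p = 9.1e-54, adjusted p = 0.094 with an estimated correlation). Among the RiBi genes, 2 were higher, 98 lower and 12 not called (2 and 100 when adjusted over the list alone) in Y184 and 1 higher, 99 lower and 12 not called (1 and 103 when adjusted over the list alone) in *ira2Δ*, with medians of -1.38 (camera adjusted p = 1.5e-15, adjusted p = 0.17 with an estimated correlation) and -1.34 (camera adjusted p = 2.5e-19, adjusted p = 0.11 with an estimated correlation). In *ira2Δ* the log2 shift of *RPL9A* was -3.22 ± 0.45 (SE, adjusted p = 4.4e-07), that of *RPS22A* -3.17 ± 0.34 (SE, adjusted p = 4.4e-09), that of the RNA polymerase I gene *RPA49* -2.21 ± 0.24 (SE, adjusted p = 3.1e-09) and that of the nucleolar gene *NSR1* -2.15 ± 0.24 (SE, adjusted p = 7.4e-09). Between Y184 and *ira2Δ* the median differences in shift were -0.30 for RP (camera adjusted p = 1.1e-05, adjusted p = 0.71 with an estimated correlation) and 0.00 for RiBi (camera adjusted p = 0.87). The paper shows the RP list for these samples, 3 cultures per strain and sugar, so its direction is not independent evidence.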

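The fall of ribosomal protein (RP) genes was smaller in *bcy1Δ* and *ira2Δbcy1Δ* than in *ira2Δ*. In *bcy1Δ* the 132 RP genes had 1 higher, 92 lower and 39 not called (4 and 99 when adjusted over the list alone), with a median log2 shift of -0.89 (camera adjusted p = 2.1e-12, adjusted p = 0.6 with an estimated correlation), and in *ira2Δbcy1Δ* 0 higher, 99 lower and 33 not called (0 and 110 when adjusted over the list alone), with a median of -0.85 (camera adjusted p = 3.0e-12, adjusted p = 0.66 with an estimated correlation). The 112 ribosome biogenesis (RiBi) genes had 4 higher, 3 lower and 105 not called (3 and 1 when adjusted over the list alone) in *bcy1Δ*, with a median of 0.03 (camera adjusted p = 0.94), and 10 higher, 1 lower and 101 not called (6 and 1 when adjusted over the list alone) in *ira2Δbcy1Δ*, with a median of 0.14 (camera adjusted p = 0.25). Tested against *ira2Δ*, the shift of RP genes had 106 higher, 0 lower and 26 not called (123 and 0 when adjusted over the list alone) in *bcy1Δ*, with a median difference of 1.47 (camera adjusted p = 9.6e-32, adjusted p = 0.21 with an estimated correlation), and 100 higher, 0 lower and 32 not called (116 and 1 when adjusted over the list alone) in *ira2Δbcy1Δ*, with a median of 1.42 (camera adjusted p = 5.9e-29, adjusted p = 0.19 with an estimated correlation). For RiBi genes it had 85 higher, 0 lower and 27 not called (96 and 0 when adjusted over the list alone) in *bcy1Δ* (camera adjusted p = 4.8e-28, adjusted p = 0.095 with an estimated correlation) and 92 higher, 1 lower and 19 not called (96 and 1 when adjusted over the list alone) in *ira2Δbcy1Δ* (camera adjusted p = 8.5e-30, adjusted p = 0.042 with an estimated correlation), with medians of 1.46 and 1.57. *RPL5* differed between *bcy1Δ* and *ira2Δ* by 2.17 ± 0.34 (SE, adjusted p = 1.7e-05) and *NSR1* by 2.54 ± 0.32 (SE, adjusted p = 1.0e-06) (3 cultures per strain and sugar). The RP list is the paper's, shown for these samples, so the counts are not independent evidence.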

Surprisingly, *bcy1Δ* and *ira2Δbcy1Δ* cells, whose growth is largely arrested after the xylose shift, showed little change in RP and RiBi transcripts compared to glucose-dependent growth (FDR <0.05, S2B Fig and S4 Table). These results reinforce past work from our lab that the expression of ribosome-associated genes does not necessarily parallel growth rate [42]. They further suggest that *bcy1Δ* strains cultured in xylose are unlikely limited by the abundance of RP and RiBi transcripts. 

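A shift that set all 3 strains that do not grow apart from *ira2Δ* in the same direction was called at 12 genes, 6 higher and 6 lower. The 6 higher are *MET2* of methionine synthesis, the asparagine synthetase gene *ASN1*, the AMP deaminase gene *AMD1*, the serine deaminase gene *CHA1*, the amino acid permease gene *AGP1* and the demethylase gene *RPH1*. The 6 lower are the cell-wall or secreted protein genes *DSE4*, *EGT2*, *CRH1*, *HPF1* and *PRY2*, and *YML131W*. *EGT2* had a log2 shift of 0.76 ± 0.19 (SE) in *ira2Δ* against -0.31 ± 0.19 in Y184, -1.97 ± 0.21 in *bcy1Δ* and -2.88 ± 0.23 in *ira2Δbcy1Δ*, and *ASN1* one of -1.02 ± 0.17 in *ira2Δ* against 0.23 ± 0.17 in Y184 and -0.21 ± 0.16 in *bcy1Δ*. A gene is counted here when each of the 3 differences from *ira2Δ* has an adjusted p under 0.05 in edgeR (3 cultures per strain and sugar). These 12 were named after their values were seen, and the 3 comparisons share the *ira2Δ* libraries. The shift of *EGT2* in Y184 was called without Y184 xylose C (0.037), with the adjusted p in brackets.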

Overall, while the non-growing strains have stronger repression of a few cell-cycle regulators when compared to the *ira2Δ* strain, there was not a clear gene expression pattern to describe why *ira2Δ* cells grow and *bcy1Δ* strains do not.

### Few gene expression patterns correlate strictly with metabolism phenotypes

We next investigated shared gene expression changes related to robust anaerobic xylose fermentation. We compared expression in the Y184 strain responding to the xylose shift to the *ira2Δ* and *bcy1Δ* strains analyzed as a single group in the statistical model (we excluded the *ira2Δbcy1Δ* strain due to the variability of its fermentation phenotype, although it is capable of anaerobic xylose fermentation). This identified 292 differentially expressed genes (FDR < 0.05; S5 Table). 

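Against *ira2Δ* and *bcy1Δ* pooled as 1 group, the shift of Y184 differed at 311 of 5079 genes tested, 195 higher and 116 lower. The hydrophilin gene *SIP18* was higher by 7.42 ± 1.11 (SE, adjusted p = 4.9e-05), the chaperone gene *SSA3* (YBL075C) by 5.35 ± 0.43 (SE, adjusted p = 8.5e-08) and the transketolase gene *TKL2* (YBR117C) by 4.79 ± 0.41 (SE, adjusted p = 1.8e-07). On the lower side, the glyceraldehyde-3-phosphate dehydrogenase gene *TDH1* (YJL052W) differed by -2.85 ± 0.69 (SE, adjusted p = 0.018) and the glucose transporter gene *HXT3* (YDR345C) by -2.62 ± 0.56 (SE, adjusted p = 0.0085). The test was edgeR's on the 18 libraries of the 3 strains, in 4 groups of 3 or 6 libraries. With the replicate letter as a block 198 genes were called (142 higher and 56 lower), all of them among the 311, the likelihood ratio test called 495, the average of both strains in the fit of 8 groups called 1120, and adding *ira2Δbcy1Δ* to the pooled group, as the paper's methods do and its results text does not, gave 696. Leaving out 1 library gave counts more than 1.5 times apart without Y184 glucose A (181), B (115), C (148), Y184 xylose A (186), C (141), *ira2Δ* glucose A (183), *ira2Δ* xylose A (563), B (533), *bcy1Δ* glucose A (202), B (186), C (185), *bcy1Δ* xylose B (197). The difference in *TDH1* lost its call without Y184 glucose C (0.062), Y184 xylose A (0.055), C (0.0533), with the adjusted p in brackets, over alternatives that gave an adjusted p of 0.0019 to 0.062.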

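Across the 311 genes whose shift differed between Y184 and the pooled *ira2Δ* and *bcy1Δ* strains, the response weakened from Y184 to *ira2Δ* to *bcy1Δ*. The median absolute log2 shift was 1.94 in Y184, 0.83 in *ira2Δ* and 0.57 in *bcy1Δ*. Y184 had the largest absolute shift at 270 of the 311, and *ira2Δ* lay between Y184 and *bcy1Δ* at 267. The glycogen branching enzyme gene *GLC3* was chosen after its values were seen to show this order, with log2 shifts of 4.72 ± 0.26 (SE, adjusted p = 2.3e-16) in Y184, 1.86 ± 0.27 (SE, adjusted p = 7.2e-07) in *ira2Δ* and 1.17 ± 0.30 (SE, adjusted p = 0.0026) in *bcy1Δ*. Pearson's r across these genes was 0.76 between the shifts of Y184 and *ira2Δ*, 0.27 between those of Y184 and *bcy1Δ* and 0.59 between those of *ira2Δ* and *bcy1Δ*. The genes were chosen for a difference between Y184 and the others, are not independent replicates, and rest on 3 cultures per strain and sugar.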

Hierarchical clustering revealed that these genes typically had larger expression changes in Y184 and that those expression changes were progressively weaker across the strain series; once again, Y184 and the *ira2Δ* strain were more similar to one another than they were to the *bcy1Δ* strain (Fig 2C and S5 Table). Collectively, these genes were heavily enriched for genes in the ESR (*p* = 3.624x10^-10^, hypergeometric test).

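Genes of the stress response and of glycogen and trehalose were more frequent in this set than among all genes tested. Of 46 ESR-induced genes tested, 24 were higher, 0 lower and 22 not called (30 and 0 when adjusted over the list alone) in the shift of Y184 than in *ira2Δ* and *bcy1Δ* pooled, with a median log2 difference of 1.81 (camera adjusted p = 1.7e-30, adjusted p = 0.13 with an estimated correlation). *RTN2* was higher by 3.86 ± 0.33 (SE, adjusted p = 1.6e-07) and the aldehyde dehydrogenase gene *ALD3* by 3.67 ± 0.47 (SE, adjusted p = 5.0e-05). The set held 24 of 46 (expected 2.82, one-sided Fisher's exact test, adjusted p = 2.6e-16) and, of glycogen and trehalose genes, 8 of 17 (expected 1.04, adjusted p = 3.2e-05 from the same test). Those 17 glycogen and trehalose genes had 8 higher, 0 lower and 9 not called (11 and 0 when adjusted over the list alone), with a median of 1.47 (camera adjusted p = 2.7e-15, adjusted p = 0.12 with an estimated correlation). Because the genes in the set passed the same test, the enrichment describes them and is no separate evidence.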

Deeper interrogation revealed several small gene clusters of interest. 

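Among the 311 genes whose shift differed between Y184 and the pooled *ira2Δ* and *bcy1Δ* strains, 25 had a fitted shift below 0 in Y184 and above 0 in both other strains. *HXT3* had log2 shifts of -1.58 ± 0.32 (SE, adjusted p = 8.9e-05) in Y184, 0.27 ± 0.31 (SE, adjusted p = 0.5) in *ira2Δ* and 1.50 ± 0.32 (SE, adjusted p = 3.1e-04) in *bcy1Δ*. *TIR2*, a cell-wall mannoprotein gene whose family members may share reads, had -0.25 ± 0.31 (SE, adjusted p = 0.5), 1.47 ± 0.29 (SE, adjusted p = 8.8e-05) and 3.26 ± 0.29 (SE, adjusted p = 1.2e-10). *GOS1*, a SNARE gene of the Golgi, had -1.62 ± 0.57 (SE, adjusted p = 0.016), 0.98 ± 0.51 (SE, adjusted p = 0.11) and 1.04 ± 0.43 (SE, adjusted p = 0.055). Others of the 25 are *CDC28*, *CLB4*, *GIC1*, *SCW4*, *HEM13*, *VTC5* and *PEX34*. No threshold was set on the single shifts, so a sign counts here whether or not that shift was called (3 cultures per strain and sugar). *TIR2*, *GOS1* and *HXT3* are the 3 with the largest differences, and the genes of this paragraph were chosen after their values were seen. The shift of *HXT3* in *ira2Δ* changed sign without *ira2Δ* xylose C (-0.17), with the log2 fold change in brackets. The shift of *TIR2* in Y184 changed sign without Y184 xylose A (0.06), with the log2 fold change in brackets. For *TIR2*, the difference between Y184 and the others lost its call without Y184 xylose A (0.0531), with the adjusted p in brackets, over alternatives that gave an adjusted p of 0.0014 to 0.0531. The fall of *GOS1* in Y184 lost its call without Y184 glucose B (0.068), Y184 xylose A (0.086), with the adjusted p in brackets, over alternatives that gave an adjusted p of 0.0094 to 0.086. The difference in *GOS1* lost its call without Y184 glucose B (0.081), Y184 xylose A (0.071), with the adjusted p in brackets, over alternatives that gave an adjusted p of 0.013 to 0.081. The shift of *GOS1* in *bcy1Δ* was called with the replicate letter as a block (0.02) and without *ira2Δ* glucose B (0.039), C (0.0458), *bcy1Δ* xylose A (0.039), *ira2Δbcy1Δ* glucose B (0.044), with the adjusted p in brackets. That in *ira2Δ*, which ran from 0.61 to 2.01 without 1 library, was called without *ira2Δ* glucose B (0.0087), with the adjusted p in brackets.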

Cluster I contained 19 genes induced in the *ira2Δ* and *bcy1Δ* strains but repressed in the Y184 strain. This group did not contain any functional enrichments; however, proteins encoded by several of these genes localize to the endoplasmic reticulum. Cluster II contained 31 genes induced in Y184 and either unchanged or repressed in both *ira2Δ* and *bcy1Δ* strains. This group was enriched for genes involved in protein folding (*p* = 9.49x10^-6^, hypergeometric test) and included the Hsp90 chaperone and cochaperone genes *HSP82*, *STI1*, and *AHA1*, as well as the mitochondrial matrix protein chaperone *HSP10*. 

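The 4 chaperone genes that the paper names rose in Y184 and in neither fermenting strain, and the wider list of chaperone genes was mixed. After the shift its 26 genes had 15 higher, 5 lower and 6 not called (16 and 6 when adjusted over the list alone) in Y184, 5 higher, 8 lower and 13 not called (5 and 8 when adjusted over the list alone) in *ira2Δ* and 0 higher, 15 lower and 11 not called (0 and 15 when adjusted over the list alone) in *bcy1Δ*. *HSP82* (YPL240C), which encodes Hsp90, had log2 shifts of 2.26 ± 0.29 (SE, adjusted p = 6.2e-08) in Y184, 0.05 ± 0.30 (SE, adjusted p = 0.91) in *ira2Δ* and -2.18 ± 0.32 (SE, adjusted p = 1.5e-06) in *bcy1Δ*. Its cochaperone genes *STI1* (YOR027W) and *AHA1* (YDR214W) had 1.73 ± 0.22 (SE, adjusted p = 5.2e-08) and 1.00 ± 0.18 (SE, adjusted p = 1.7e-05) in Y184, -0.13 ± 0.23 (SE, adjusted p = 0.68) and -0.33 ± 0.18 (SE, adjusted p = 0.14) in *ira2Δ*, and -1.76 ± 0.23 (SE, adjusted p = 2.5e-07) and -1.00 ± 0.18 (SE, adjusted p = 5.4e-05) in *bcy1Δ*. The mitochondrial chaperone gene *HSP10* (YOR020C) rose by 0.76 ± 0.19 (SE, adjusted p = 9.3e-04) in Y184 and fell by 0.68 in *ira2Δ* (adjusted p = 0.0054) and by 1.13 in *bcy1Δ* (adjusted p = 2.4e-05). The difference between Y184 and the pooled strains was 3.18 ± 0.54 (SE, adjusted p = 0.0013) for *HSP82*, 2.72 ± 0.41 (SE, adjusted p = 3.2e-04) for *STI1*, 1.67 ± 0.27 (SE, adjusted p = 8.2e-04) for *AHA1* and 1.66 ± 0.28 (SE, adjusted p = 0.0012) for *HSP10*. The shift of *HSP82* in *ira2Δ* changed sign without *ira2Δ* glucose A (-0.02), B (-0.08), *ira2Δ* xylose A (-0.08), with the log2 fold change in brackets.

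Of 25 chaperone genes tested, 16 were higher, 0 lower and 9 not called (20 and 0 when adjusted over the list alone) in Y184, with a median difference of 1.70 (camera adjusted p = 4.3e-22, adjusted p = 0.02 with an estimated correlation). Above 0 in Y184 and below 0 in both *ira2Δ* and *bcy1Δ* were 30 genes, which held 6 of 25 (expected 0.148, one-sided Fisher's exact test, adjusted p = 1.4e-07): *STI1*, *AHA1*, *SIS1*, *SSA3*, *HSP10* and *SSC1*. *HSP82*, whose fitted shift in *ira2Δ* is close to 0, lies outside these 30. These 30 were picked from the 311 genes called for this difference between Y184 and the pooled strains. The enrichment therefore describes them and is no separate evidence. The signs are of fitted shifts with no threshold, from 3 cultures per strain and sugar.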

Hsp90 can act as a signal transducer for alternative carbon source metabolism [43], again suggesting that Y184 does not recognize xylose as a fermentable carbon source.

We specifically interrogated the 292 genes for those involved in glycolysis, gluconeogenesis, TCA cycle, and carbohydrate storage, predicting that differences in expression would relate to altered xylose metabolism capabilities. This identified 15 genes with functional annotations linked to at least one of these processes (Fig 2D and S6 Table). 

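Of the 15 genes of carbon metabolism and storage that S6 Table lists, 14 differed in shift between Y184 and the pooled *ira2Δ* and *bcy1Δ* strains, 10 with a higher and 4 with a lower shift in Y184. Higher in Y184 were *TKL2* and *GND2* of the pentose phosphate pathway, *GND2* by 2.99 ± 0.37 (SE, adjusted p = 3.6e-05), the glycogen genes *GLC3*, *GSY1* and *GSY2*, with *GLC3* at 3.13 ± 0.45 (SE, adjusted p = 2.1e-04), and *GPD1*, *NDE2*, *MDH2*, *ALD2* and *HXT5*. The malate dehydrogenase gene *MDH2* of gluconeogenesis differed by 1.95 ± 0.47 (SE, adjusted p = 0.019). Lower in Y184 were *TDH1*, *HXT3*, *HXT4* and *MIG2*, with *HXT4* at -1.72 ± 0.39 (SE, adjusted p = 0.013). The hexokinase gene *HXK2* differed by -2.20 ± 0.69 (SE, adjusted p = 0.061). It was called with DESeq2 (0.032) and without Y184 xylose B (0.0468), *ira2Δ* xylose A (0.019), B (0.025), C (0.032), with the adjusted p in brackets. The authors chose these 15 on the same samples (3 cultures per strain and sugar), so their directions are not independent evidence. The difference in *MDH2* lost its call without Y184 glucose B (0.076), C (0.059), Y184 xylose C (0.063), with the adjusted p in brackets, over alternatives that gave an adjusted p of 0.0058 to 0.076.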

The xylose fermenting strains shared expression at several hallmark genes. For example, Y184 cells strongly induced hexose transporter *HXT5*, normally induced by non-fermentable carbon sources, whereas the three mutant strains showed a weaker induction (FDR = 4.25x10^-5^). 

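*HXT5* (YHR096C), a hexose transporter gene of slow or halted growth, rose by 6.72 ± 0.28 (SE, adjusted p = 2.0e-19) on the log2 scale in Y184, 2.99 ± 0.30 (SE, adjusted p = 8.8e-10) in *ira2Δ* and 1.94 ± 0.35 (SE, adjusted p = 5.8e-05) in *ira2Δbcy1Δ*, and its shift was 0.79 ± 0.36 (SE, adjusted p = 0.082) in *bcy1Δ*. The rise was larger in Y184 than in *ira2Δ* and *bcy1Δ* pooled, by 4.49 ± 0.64 (SE, adjusted p = 1.8e-04), and larger than in all 3 mutants pooled, by 4.55 ± 0.60 (SE, adjusted p = 9.9e-06). Both are edgeR tests with 3 cultures per strain and sugar. The shift in *bcy1Δ* was called without *bcy1Δ* xylose C (0.0091), with the adjusted p in brackets.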

The glucose-repressed aldehyde dehydrogenease *ALD2* was induced in Y184 and either did not change (*ira2Δ* cells) or was repressed (*bcy1Δ* cells) upon the switch to xylose (FDR = 4.32x10^7^). Furthermore, glucose-induced transcriptional repressor *MIG2* showed stronger induction in the xylose fermenting strains, and especially *bcy1Δ* strains, compared to Y184 (FDR = 0.047). These data are all consistent with the hypothesis that the xylose fermenters recognize xylose as a fermentable carbon, whereas Y184 activates a carbon-starvation response.

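*ALD2* (YMR170C) rose with the shift in Y184 by 1.72 ± 0.23 (SE, adjusted p = 1.9e-07) on the log2 scale. Its shift was 0.05 ± 0.27 (SE, adjusted p = 0.9) in *ira2Δ*, -0.49 ± 0.30 (SE, adjusted p = 0.21) in *bcy1Δ* and 0.02 ± 0.28 (SE, adjusted p = 0.97) in *ira2Δbcy1Δ*. Y184 differed from *ira2Δ* and *bcy1Δ* pooled by 1.90 ± 0.36 (SE, adjusted p = 0.0033), and from the 3 mutants pooled by 1.84 ± 0.33 (SE, adjusted p = 7.2e-04), with 3 cultures per strain and sugar. *ALD2* and *ALD3* are neighbouring paralogs that may share reads. The value for *ira2Δ* changed sign without *ira2Δ* glucose A (-0.02), B (-0.06), *ira2Δ* xylose A (-0.03), with the log2 fold change in brackets. That for *ira2Δbcy1Δ* changed sign with DESeq2 (-0.05), with RLE scaling (-0.05) and without Y184 glucose A (-0.07), *ira2Δ* xylose A (-0.07), *bcy1Δ* xylose B (-0.08), C (-0.01), *ira2Δbcy1Δ* glucose A (-0.08), B (-0.12), *ira2Δbcy1Δ* xylose A (-1.7e-03), C (-0.15), with the log2 fold change in brackets.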

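*MIG2* (YGL209W) rose in all 4 strains, by 0.94 ± 0.23 (SE, adjusted p = 7.0e-04) on the log2 scale in Y184, 1.60 ± 0.22 (SE, adjusted p = 3.0e-07) in *ira2Δ*, 3.11 ± 0.23 (SE, adjusted p = 1.4e-12) in *bcy1Δ* and 3.05 ± 0.23 (SE, adjusted p = 1.7e-12) in *ira2Δbcy1Δ*. Its rise was larger in *bcy1Δ* than in *ira2Δ*, by 1.52 ± 0.32 (SE, adjusted p = 5.8e-04), and the difference between Y184 and *ira2Δ* was -0.66 ± 0.31 (SE, adjusted p = 0.3). Against *ira2Δ* and *bcy1Δ* pooled, Y184 differed by -1.42 ± 0.40 (SE, adjusted p = 0.04), and against the 3 mutants pooled by -1.67 ± 0.40 (SE, adjusted p = 0.0077), with 3 cultures per strain and sugar. The difference from the pooled strains lost its call with the replicate letter as a block (0.0503) and without Y184 glucose A (0.11), B (0.077), C (0.064), Y184 xylose A (0.1), C (0.09), *ira2Δ* glucose A (0.057), C (0.053), *bcy1Δ* glucose A (0.061), B (0.061), C (0.062), *bcy1Δ* xylose A (0.056), B (0.061), C (0.0517), with the adjusted p in brackets, over alternatives that gave an adjusted p of 0.017 to 0.11.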

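Most genes that glucose represses rose in every strain, and their median rise was largest in Y184. Of 24 such genes tested, 24 were higher, 0 lower and 0 not called (24 and 0 when adjusted over the list alone) in Y184, 23 were higher, 0 lower and 1 not called (23 and 0 when adjusted over the list alone) in *ira2Δ*, 19 higher, 0 lower and 5 not called (21 and 0 when adjusted over the list alone) in *bcy1Δ* and 16 higher, 1 lower and 7 not called (17 and 2 when adjusted over the list alone) in *ira2Δbcy1Δ*. Their median log2 shifts were 4.67 (camera adjusted p = 7.4e-32, adjusted p = 3.7e-04 with an estimated correlation), 3.07 (camera adjusted p = 3.0e-33, adjusted p = 3.4e-05 with an estimated correlation), 1.62 (camera adjusted p = 1.1e-19, adjusted p = 7.7e-04 with an estimated correlation) and 1.41 (camera adjusted p = 1.2e-15, adjusted p = 0.0054 with an estimated correlation). Between the shifts of Y184 and *ira2Δ* the list differed by a median of 0.74 (camera adjusted p = 3.2e-04, adjusted p = 0.11 with an estimated correlation). Single genes did not all follow that order: the hexokinase gene *HXK1* rose by 6.49 ± 0.30 (SE, adjusted p = 3.5e-18) in Y184, 8.26 ± 0.34 (SE, adjusted p = 3.6e-19) in *ira2Δ* and 7.79 ± 0.38 (SE, adjusted p = 6.3e-17) in *bcy1Δ*, and the invertase gene *SUC2* by 8.31 ± 0.37 (SE, adjusted p = 2.2e-18), 8.89 ± 0.38 (SE, adjusted p = 1.4e-18) and 7.82 ± 0.37 (SE, adjusted p = 3.6e-17). Glycogen and trehalose genes, 17 tested, had 8 higher, 0 lower and 9 not called (11 and 0 when adjusted over the list alone) in the shift of Y184 than in that of *ira2Δ*, with a median difference of 1.15 (camera adjusted p = 1.7e-15, adjusted p = 0.016 with an estimated correlation). These values rest on 3 cultures per strain and sugar. From the weaker induction of *HXT5*, the absent induction of *ALD2* and the stronger induction of *MIG2* in the fermenting strains, the paper proposes that these strains sense xylose as a fermentable sugar while Y184 responds as a carbon-starved cell.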

### Regulatory analysis reveals strain-specific differences in carbon, iron, and lipid gene control

We next focused on understanding how growth and metabolism are decoupled in the *bcy1Δ* strain, and we thus directly compared its expression to that in *ira2Δ* cells. We focused on genes whose expression changes in response to the xylose shift were in opposing directions to implicate processes involved in decoupling growth and metabolism (Fig 3A and S7 Table, see Methods). Among the identified genes, we scored enrichment of functional terms as well as known targets of transcriptional regulators (S8 Table). We also used motif analysis to discover shared sequence motifs upstream of genes uniquely induced or repressed in the *bcy1Δ* strain, and then matched those to known transcription factor binding sites (see Methods). We identified 654 genes differentially expressed in *bcy1Δ* cells and with a fold-change in the opposite direction as *ira2Δ* cells upon the glucose-to-xylose shift (Fig 3A and S7 Table). 

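Shifts that differed between *bcy1Δ* and *ira2Δ* and went opposite ways were found at 687 genes, 341 above 0 in *bcy1Δ* and below 0 in *ira2Δ*, and 346 the reverse. The phosphate transporter gene *PHO84* rose in *bcy1Δ* by 4.50 ± 0.34 (SE, adjusted p = 2.7e-12) and fell in *ira2Δ*, at -0.77 ± 0.31 (SE, adjusted p = 0.04). The cytochrome *bc1* gene *QCR10* had -1.39 ± 0.26 (SE, adjusted p = 6.8e-05) in *bcy1Δ* and 1.61 ± 0.21 (SE, adjusted p = 1.3e-07) in *ira2Δ*. Ribosome biogenesis genes made up 50 of 112 (expected 7.42, one-sided Fisher's exact test, adjusted p = 6.5e-29) of the 341, and respiratory chain and ATP synthase genes 21 of 31 (expected 2.08, adjusted p = 1.1e-16 from the same test) of the 346. In *bcy1Δ* alone, of the 112 ribosome biogenesis genes 4 were higher, 3 lower and 105 not called (3 and 1 when adjusted over the list alone), with a median shift of 0.03, against -1.34 in *ira2Δ*. For most of the 50 the sign in *bcy1Δ* is thus that of an uncalled shift. The 341 were picked by the difference between the same shifts, which was called as higher in *bcy1Δ* at 85 of the 112.

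*PHO84* and *QCR10* were chosen after their values were seen. The rule takes the 1293 genes with a called difference between the shifts (edgeR, 3 cultures per strain and sugar) and asks only for opposite signs of the fitted shifts. Both single shifts were called at 120 of the 687 (55 above 0 in *bcy1Δ* and 65 below), and the signs were opposite in every replicate letter at 377 (173 and 204). The remaining 606 of the 1293 differed in size with the same sign. The fall of *PHO84* in *ira2Δ* lost its call without *ira2Δ* glucose A (0.14), C (0.063), *ira2Δ* xylose A (0.13), B (0.069), *bcy1Δ* xylose C (0.0537), *ira2Δbcy1Δ* glucose C (0.054), with the adjusted p in brackets, over alternatives that gave an adjusted p of 0.016 to 0.14.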

Importantly, only 82 genes (12.5%) showed significant differences in basal gene expression when cells were grown on glucose (S3A Fig), indicating that the majority of genes are identified due to differences in response to xylose shift.

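On glucose 12 of the 687 genes (1.75%) differed between *bcy1Δ* and *ira2Δ*. This count comes from the 50 genes called on glucose in the fit of all 8 groups. In a fit of only the glucose and xylose libraries of these strains it was 44. That fit also redefines the genes with opposite shifts, so the 44 are not a part of the 687. Genes with opposite shifts whose single shifts were both called held 5. The 12 moved by more than 1.5 times without *ira2Δ* glucose A (7), *bcy1Δ* glucose A (7). *PHO84* is 1 of the 12, lower in *bcy1Δ* on glucose at -2.16 ± 0.33 (SE, adjusted p = 1.4e-04) and higher on xylose. With 3 cultures per strain, a gene that was not called on glucose may still differ there.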

**Fig 3:**
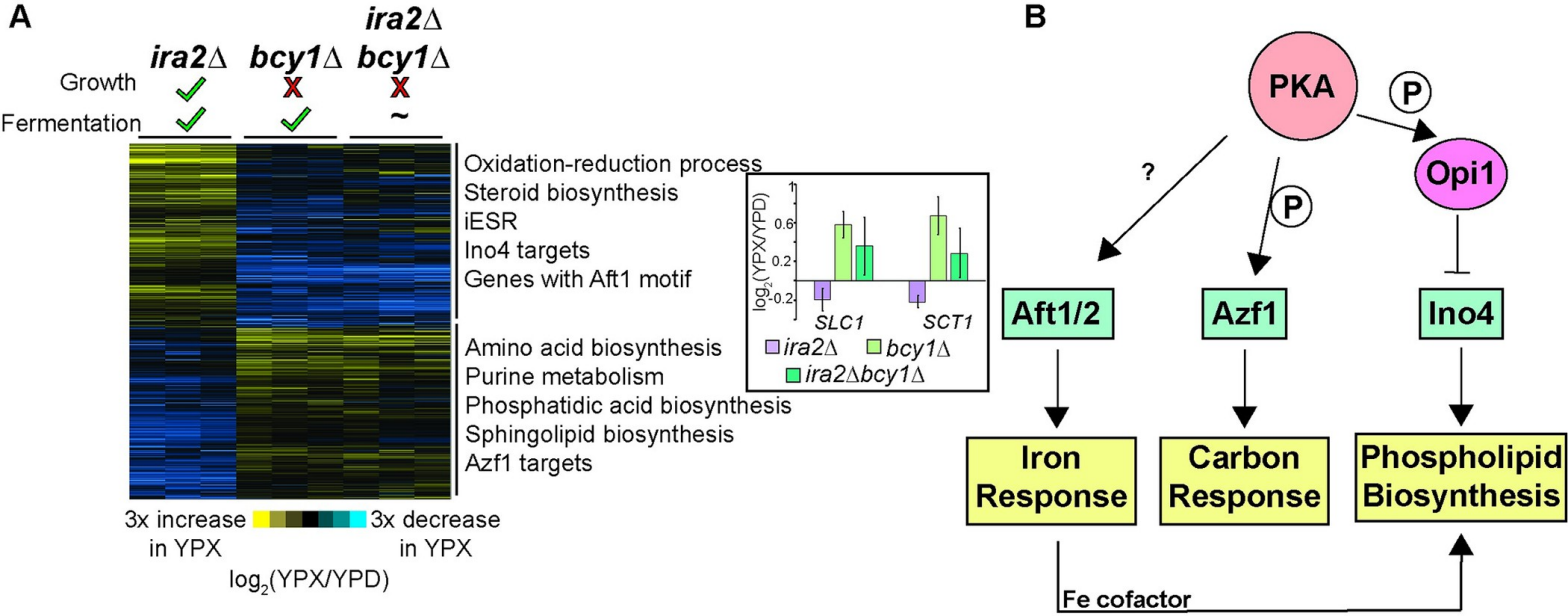
Genes uniquely expressed in the *bcy1Δ* strain implicate an integrated response to xylose metabolism and growth coupling. **A**. Expression of 654 genes whose log_2_(fold change) upon glucose to xylose shift is different (FDR < 0.05) between the *ira2Δ* and *bcy1Δ* strains and whose expression change is in the opposite direction across the two strains (see Methods for details). Significant functional enrichments are annotated next to the two main clusters (*p* < 10^−4^, hypergeometric test). Bar graph inset represents the log_2_(fold change) of the two phosphatidic acid biosynthesis enzymes in this group, see text for details. **B**. Regulatory relationships between transcription factors whose targets or known binding sites were enriched in (**A**). Documented PKA-dependent phosphorylation is indicated by a P. See text for details.

The results implicated several regulators, some with prior connections to anaerobic xylose fermentation. 

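More genes of amino acid synthesis went down with the shift in *ira2Δ* than in *bcy1Δ*. Of 55 such genes tested, 30 were higher, 0 lower and 25 not called (32 and 1 when adjusted over the list alone) in the shift of *bcy1Δ* than in that of *ira2Δ*, with a median log2 difference of 0.88 (camera adjusted p = 8.4e-11, adjusted p = 0.21 with an estimated correlation). The argininosuccinate synthetase gene *ARG1* (YOL058W) differed by 1.95 ± 0.31 (SE, adjusted p = 2.0e-05), the aspartate kinase gene *HOM3* (YER052C) by 1.81 ± 0.24 (SE, adjusted p = 2.4e-06) and the aromatic pathway gene *ARO4* (YBR249C) by 1.80 ± 0.29 (SE, adjusted p = 3.5e-05). In *ira2Δ* the list had 1 higher, 42 lower and 12 not called (1 and 43 when adjusted over the list alone), with a median shift of -0.83 (camera adjusted p = 5.1e-10, adjusted p = 0.18 with an estimated correlation), and in *bcy1Δ* 14 higher, 14 lower and 27 not called (14 and 14 when adjusted over the list alone), with a median of -0.05 (camera adjusted p = 0.54). The 341 genes above 0 in *bcy1Δ* and below 0 in *ira2Δ* held 20 of 55 (expected 3.64, one-sided Fisher's exact test, adjusted p = 1.6e-09) of these and 9 of 19 (expected 1.26, adjusted p = 1.3e-05 from the same test) of purine and GTP synthesis.

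Sphingolipid genes split between both sides: 4 of 22 (expected 1.46, adjusted p = 0.27 from the same test) lay among those 341, with *LCB1*, *AUR1*, *ELO2* and *ELO3*, and 6 of 22 (expected 1.48, adjusted p = 0.015 from the same test) among the 346 genes below 0 in *bcy1Δ* and above 0 in *ira2Δ*, with *SCS7*, *YPC1*, *YDC1*, *LCB4*, *LCB5* and *DPL1*. The first 4 act in synthesis and elongation, and the last 5 of the 6 act on breakdown or phosphorylation of ceramide and long-chain bases. Of all 22 tested, 5 were higher, 6 lower and 11 not called (5 and 6 when adjusted over the list alone) (camera adjusted p = 0.66). The genes in both sets were picked from these samples, 3 cultures per strain and sugar.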

318 genes induced in the *bcy1Δ* strain shifted to xylose, but repressed in the *ira2Δ* cells, were enriched for amino acid and sphingolipid biosynthesis genes, as well as targets of the carbon-responsive Azf1 transcription factor (*p* < 10^−4^, hypergeometric test). Previous work from our lab implicated Azf1 in anaerobic xylose fermentation, and indeed, we showed that the over-expression of *AZF1* in an *ira2Δ* strain enhances the rate of anaerobic xylose utilization [32]. Additionally, PKA has been implicated in Azf1 phosphorylation [44]; together with the fact that the *AZF1* gene is uniquely induced in the *bcy1Δ* strain suggest its functional importance in xylose metabolism (see Discussion).

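*AZF1* (YOR113W) had a log2 shift of 0.04 ± 0.28 (SE, adjusted p = 0.93) in *bcy1Δ*, against 1.14 ± 0.29 (SE, adjusted p = 0.0016) in *ira2Δ*, 1.85 ± 0.27 (SE, adjusted p = 4.8e-07) in Y184 and 0.23 ± 0.31 (SE, adjusted p = 0.61) in *ira2Δbcy1Δ*. It rose in Y184 and *ira2Δ*, and the difference between *bcy1Δ* and *ira2Δ* was -1.11 ± 0.40 (SE, adjusted p = 0.041). All are edgeR tests with 3 cultures per strain and sugar. That difference lost its call with DESeq2 (0.058) and without *ira2Δ* glucose B (0.082), C (0.079), *ira2Δ* xylose B (0.15), C (0.0535), *bcy1Δ* glucose A (0.099), B (0.11), *bcy1Δ* xylose A (0.088), B (0.0543), with the adjusted p in brackets, over alternatives that gave an adjusted p of 0.022 to 0.15. The shift in *bcy1Δ* changed sign without Y184 glucose A (-0.02), *ira2Δ* xylose A (-0.01), *bcy1Δ* glucose C (-0.15), *bcy1Δ* xylose B (-0.02), C (-0.13), *ira2Δbcy1Δ* glucose A (-0.02), with the log2 fold change in brackets.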

In contrast, several regulators were implicated by the 336 genes uniquely repressed in the *bcy1Δ* strain. These included genes harboring upstream binding sites of the iron-responsive Aft1/2 transcription factors (S3B Fig) and known targets of transcriptional activator Ino4 that responds to inositol for phospholipid biosynthesis (Fig 3A; see more below). 

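Of 22 iron regulon genes tested, which Aft1 and Aft2 activate, 1 was higher, 6 lower and 15 not called (1 and 6 when adjusted over the list alone) in the shift of *bcy1Δ* than in that of *ira2Δ*, with a median log2 difference of -0.44 (camera adjusted p = 0.072). The heme oxygenase gene *HMX1* (YLR205C) had the largest difference, -1.83 ± 0.42 (SE, adjusted p = 0.0013), and the copper transporter gene *CCC2* had -1.83 ± 0.37 (SE, adjusted p = 4.2e-04). Among the 346 genes below 0 in *bcy1Δ* and above 0 in *ira2Δ* were 3 of 22 (expected 1.48, one-sided Fisher's exact test, adjusted p = 0.53): *FTR1*, *HMX1* and *COT1*. After the shift the list had 14 higher, 0 lower and 8 not called (15 and 0 when adjusted over the list alone) in *ira2Δ* (median 0.71, camera adjusted p = 3.1e-04, adjusted p = 0.11 with an estimated correlation) and 10 higher, 1 lower and 11 not called (11 and 1 when adjusted over the list alone) in *bcy1Δ* (median 0.54, camera adjusted p = 0.023, adjusted p = 0.43 with an estimated correlation). Binding sites upstream of genes were not examined, and each strain has 3 cultures per sugar. *ISU1*, the gene of an iron-sulfur scaffold protein, had 26.4 to 48.6 CPM in *ira2Δ* and at most 1.34 CPM in *bcy1Δ*. Between *bcy1Δ* and *ira2Δ*, an effect of this difference on iron genes cannot be told apart from that of *IRA2* and *BCY1*. *ira2Δbcy1Δ* had *ISU1* reads as well, at 16.9 to 42.3 CPM, so both strains of its comparison with *ira2Δ* held them.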

Iron is an important cofactor of many enzymes, including those involved in mitochondrial respiration, lipid biogenesis, and amino acid biosynthesis, all of whose genes were among the differentially regulated genes studied here. Additionally, Aft1/2 regulation and the iron regulon have been linked with PKA activity; however, direct interactions remain to be identified [45]. Interestingly, Aft1/2 and Azf1 both are both connected to the regulator Mga2, which controls lipid and hypoxia genes and that we previously showed enhances anaerobic xylose fermentation when over-expressed in *ira2Δ* cells [32,46] (see Discussion). Targets of the Ino2/4 regulators that respond to inositol for phospholipid biosynthesis were also present in this gene set; while a majority of the targets identified here were repressed in the *bcy1Δ* strain, some of the known targets were repressed in the *ira2Δ* strain but induced in the *bcy1Δ* mutant (S3C Fig and S9 Table). This may reflect the complexities of the genes’ regulation by other factors. Nonetheless, Ino2/4 targets were enriched among the genes oppositely regulated in the *bcy1Δ* versus *ira2Δ* strain. 

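Of 17 core targets of Ino2 and Ino4 tested, 1 was higher, 2 lower and 14 not called (1 and 2 when adjusted over the list alone) in the shift of *bcy1Δ* than in that of *ira2Δ*, with a median log2 difference of -0.11 (camera adjusted p = 0.33). The 2 lower ones were *OPI3* and *INO1*, at -1.79 ± 0.39 (SE, adjusted p = 7.9e-04), and the CDP-diacylglycerol synthase gene *CDS1* (YBR029C) was higher by 0.79 ± 0.25 (SE, adjusted p = 0.016). The reduced side of the opposite genes held 2 of 17 (expected 1.14, one-sided Fisher's exact test, adjusted p = 0.8) and the induced side 1 of 17 (expected 1.13, adjusted p = 1 from the same test). In *ira2Δbcy1Δ*, 0 were higher, 10 lower and 7 not called (0 and 11 when adjusted over the list alone) after the shift, with a median of -0.75 (camera adjusted p = 0.0035, adjusted p = 0.39 with an estimated correlation), and 0 were higher, 7 lower and 10 not called (0 and 11 when adjusted over the list alone) against *ira2Δ*, with a median of -0.81 (camera adjusted p = 2.7e-04, adjusted p = 0.13 with an estimated correlation). The core list is shorter than the 76 genes of S9 Table, and each strain has 3 cultures per sugar.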

Overall, these results provide an interesting link between PKA signaling, carbon and iron responses, and lipid metabolism (Fig 3B).

The presence of many lipid biosynthesis genes in this gene set and the highly regulated role of lipids in cell growth and proliferation prompted a deeper investigation of lipid metabolism genes. The *bcy1Δ* strain repressed genes involved in ergosterol biosynthesis and some targets of Ino2/4 that are involved in phospholipid metabolism (Figs 3A and S3C). This response is consistent with the model that Ino2/4 activity is reduced. However, the *bcy1Δ* strain also induced some genes involved in the synthesis of phosphatidic acid (PA) (Fig 3A inset), which normally promotes Ino4 activity by sequestering Ino4’s inhibitor Opi1 to the ER membrane [47]. This response suggests that some connection between PA, Opi1, and Ino4 is disrupted in the absence of *BCY1*. 

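More ergosterol genes fell in *bcy1Δ* and *ira2Δbcy1Δ* than in *ira2Δ*. Of 24 tested, 0 were higher, 22 lower and 2 not called (0 and 22 when adjusted over the list alone) after the shift in *bcy1Δ*, with a median log2 shift of -1.18 (camera adjusted p = 1.2e-13, adjusted p = 0.11 with an estimated correlation). In *ira2Δbcy1Δ* 0 were higher, 24 lower and 0 not called (0 and 24 when adjusted over the list alone), with a median of -1.39 (camera adjusted p = 2.6e-17, adjusted p = 0.068 with an estimated correlation), and in *ira2Δ* 2 were higher, 5 lower and 17 not called (1 and 5 when adjusted over the list alone), with a median of -0.11 (camera adjusted p = 0.47). The shift of *bcy1Δ* differed from that of *ira2Δ* with 0 higher, 20 lower and 4 not called (0 and 24 when adjusted over the list alone), with a median of -1.07 (camera adjusted p = 9.6e-12, adjusted p = 0.13 with an estimated correlation). The HMG-CoA reductase gene *HMG1* differed by -1.95 ± 0.36 (SE, adjusted p = 1.4e-04) and the desaturase gene *ERG3* (YLR056W) by -1.44 ± 0.35 (SE, adjusted p = 0.0022). The 346 genes below 0 in *bcy1Δ* and above 0 in *ira2Δ* held 8 of 24 (expected 1.61, one-sided Fisher's exact test, adjusted p = 0.0013) of the list, a set picked from these samples with 3 cultures per strain and sugar.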

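Of 5 genes of phosphatidic acid synthesis, 4 were higher, 1 lower and 0 not called (4 and 1 when adjusted over the list alone) after the shift in *bcy1Δ*. The acyltransferase genes *SCT1* (YBL011W), *SLC1* (YDL052C) and *ALE1* (YOR175C) rose there by 0.76 ± 0.16 (SE, adjusted p = 2.6e-04), 0.63 ± 0.16 (SE, adjusted p = 0.0023) and 1.09 ± 0.18 (SE, adjusted p = 1.5e-05) on the log2 scale, and *GPT2* rose by 0.98 ± 0.20 (SE, adjusted p = 1.7e-04). *AYR1*, the gene of the dehydrogenase that makes lysophosphatidate by another route, fell, at -1.23 ± 0.29 (SE, adjusted p = 0.0011). In *ira2Δ* the fitted shifts of *SCT1*, *SLC1* and *ALE1* lay below 0 and were not called, at -0.04 ± 0.16 (SE, adjusted p = 0.85), -0.10 ± 0.16 (SE, adjusted p = 0.66) and -0.12 ± 0.18 (SE, adjusted p = 0.62), and that of *SCT1* ran from -0.21 to 0.020 without 1 library. By sign alone this made 3 of 5 (expected 0.331, one-sided Fisher's exact test, adjusted p = 0.023) among the 341 genes above 0 in *bcy1Δ* and below 0 in *ira2Δ*. The difference between *bcy1Δ* and *ira2Δ* was 0.80 ± 0.23 (SE, adjusted p = 0.0083) for *SCT1*, 0.73 ± 0.23 (SE, adjusted p = 0.018) for *SLC1* and 1.21 ± 0.26 (SE, adjusted p = 7.0e-04) for *ALE1*. For *GPT2* it was -1.22 ± 0.28 (SE, adjusted p = 0.0012), lower in *bcy1Δ*. Over the 5 genes together camera gave an adjusted p of 0.54, with 3 cultures per strain and sugar.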

PKA is known to regulate the Ino2/4 pathway through direct phosphorylation of Opi1 to increase its inhibitory activity [48]. Together, these results raised the possibility that the *bcy1Δ* strain has important differences in lipid metabolism and perhaps composition, which could be modulated by differences in PKA activity in this strain.

### Lipidomic and phosphoproteomic analyses show disrupted phospholipid metabolism in bcy1Δ cells

Since the transcriptomic responses implicated differences in lipid metabolism, we investigated the lipidomic composition of our strains. Strains were grown in a similar design as the transcriptomic analysis, where anaerobically glucose-grown Y184, *ira2Δ*, *bcy1Δ*, and *ira2Δbcy1Δ* cells were shifted to anaerobic xylose media for three hours before lipids were analyzed by mass spectrometry (see Methods). We detected over 4000 lipid species including 239 that were confidently assigned to a particular lipid class (S10 Table). All detected lipid species were included in the statistical analysis to obtain a wholistic understanding of lipidome differences between the strains. We again sought to find lipidomic profiles correlated with xylose metabolism and growth, xylose metabolism but no growth, and no xylose metabolism or growth.

We compared the Y184 strain to the three strains with upregulated PKA activity and identified 18 lipids whose change in abundance upon a shift to xylose significantly differed in Y184 cells. This group included phosphatidylserine (PS) species (Fig 4A and S11 Table). Interestingly, all three mutants increased the abundance of these PS species when shifted to xylose, whereas Y184 cells decreased the abundance of one and failed to induce the other to the same degree as the mutants. 

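*CHO1* (YER026C), the gene of phosphatidylserine synthase, rose with the shift in Y184 by 0.52 ± 0.17 (SE, adjusted p = 0.01) on the log2 scale, in *ira2Δ* by 0.80 ± 0.17 (SE, adjusted p = 2.9e-04) and in *bcy1Δ* by 0.46 ± 0.18 (SE, adjusted p = 0.041). In *ira2Δbcy1Δ* its shift was -0.31 ± 0.18 (SE, adjusted p = 0.2). That shift was called without *ira2Δbcy1Δ* glucose A (0.013), with the adjusted p in brackets. The difference between Y184 and *ira2Δ* was -0.28 ± 0.24 (SE, adjusted p = 0.66), so a larger rise in Y184 is not shown (edgeR, 3 cultures per strain and sugar). The rise in *bcy1Δ* lost its call with DESeq2 (0.073), with RLE scaling (0.0515) and without Y184 glucose A (0.091), *ira2Δ* xylose A (0.086), *bcy1Δ* glucose A (0.089), B (0.11), C (0.073), *bcy1Δ* xylose A (0.23), B (0.15), *ira2Δbcy1Δ* glucose A (0.057), C (0.0527), with the adjusted p in brackets, over alternatives that gave an adjusted p of 0.012 to 0.23. The rise in Y184 lost its call without Y184 glucose B (0.07), with the adjusted p in brackets, over alternatives that gave an adjusted p of 0.0033 to 0.07.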

The gene encoding the PS synthase *CHO1* was strongly induced in Y184 cells, indicating that the decrease in PS in Y184 cells is unlikely due to decreased *CHO1* expression. Instead, we analyzed previous phosphoproteomic data from our lab and discovered that Cho1 was phosphorylated to a much higher degree in the Y184 strain on serine 46 (|log_2_FC| > 1, Table 1), a known PKA site that inhibits Cho1 activity [49]. Together, these results indicate PKA-dependent inhibition of PS synthesis in Y184 cells.

**Fig 4:**
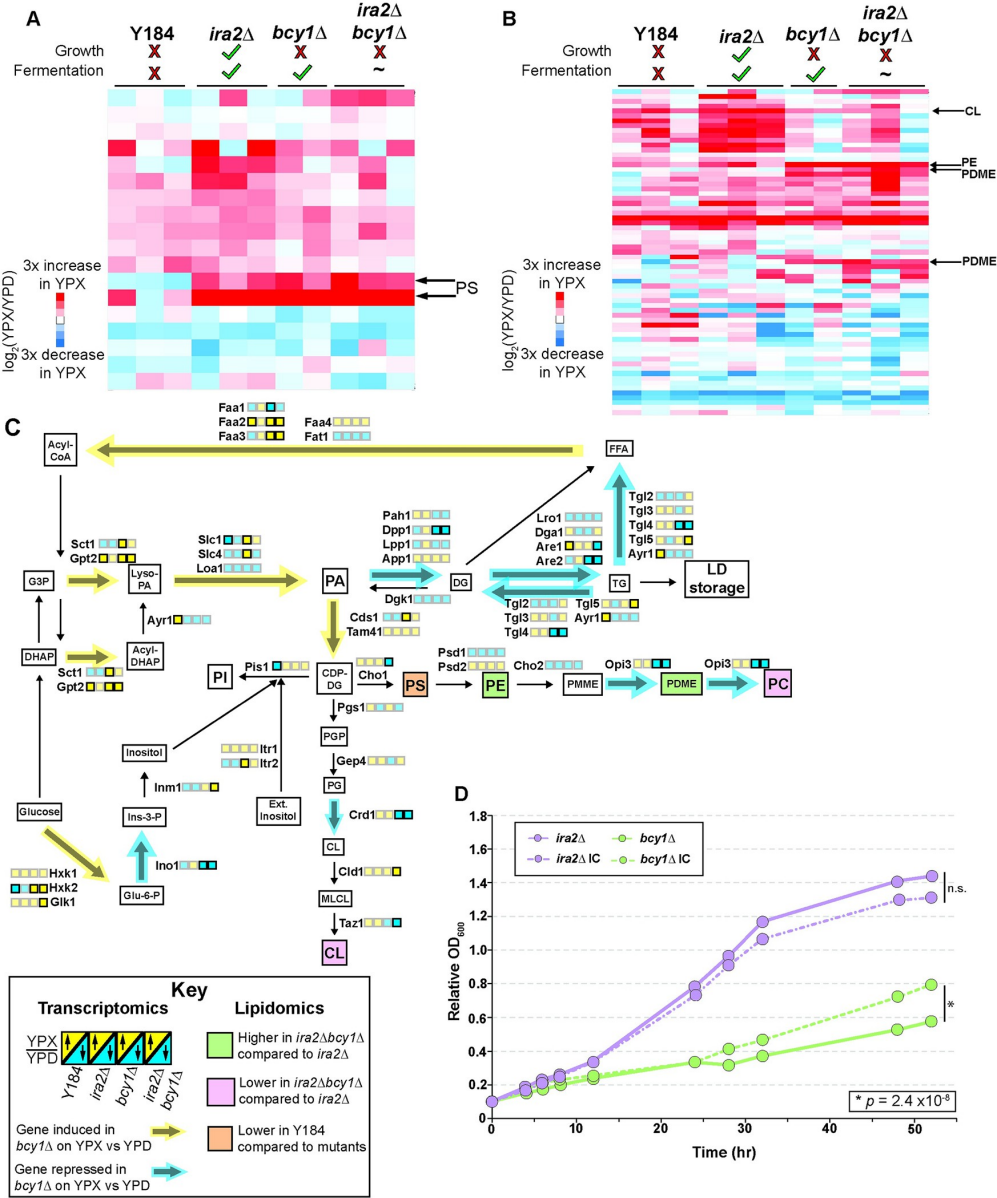
*bcy1Δ* strains show altered phospholipids after anaerobic xylose shift. **A-B.** Abundance of lipids (rows) with a significant difference in log_2_(fold change) upon anaerobic glucose-to-xylose shift in **(A)** Y184 compared to PKA pathway mutants (*ira2Δ*, *bcy1Δ*, *ira2Δbcy1Δ*) analyzed as a group in the statistical model or **(B)** *ira2Δ* cells compared to *ira2Δbcy1Δ* cells. Lipids of interest are annotated. **C.** Partial phospholipid biosynthesis pathway with transcriptomic and lipidomic data represented. Yellow-blue boxes next to each enzyme name represent the average log_2_(fold change) in transcript abundance upon glucose-to-xylose shift for each strain, as outlined in the key. Significant differences compared to the *ira2Δ* strain (FDR < 0.05) are represented in sharp, bolded boxes, whereas insignificant differences are translucent. Colorized pathway arrows (yellow: induced, blue: repressed) represent the predominant transcript patterns for that enzymatic step when comparing the *bcy1Δ* and *ira2Δ* strains. Lipids whose fold-change in abundance is different in specific strains are according to the key. Lipid abbreviations: FFA–free fatty acids; PA–phosphatidic acid; DG–diacylglycerol; TG–triacylglycerol; PI–phosphatidylinositol; PS–phosphatidylserine; PE–phosphatidylethanolamine; PMME–monomethyl-phosphatidylethanolamine; PDME–dimethyl-phosphatidylethanolamine; PC–phosphatidylcholine; CL–cardiolipin. **D.** Average (n = 4) change in OD_600_ of *ira2Δ* and *bcy1Δ* grown anaerobically in rich xylose medium either in the absence (solid lines) or presence (dashed lines, IC) of inositol (75 μM) and choline (10 mM) (* indicates *p* = 2.4 x 10^−6^, ANOVA).

**Table 1:** Phosphorylation changes of phospholipid biosynthetic enzymes.

Protein	Residue	Av. logFC (*bcy1Δ*-*ira2Δ*)	Av. logFC (*ira2Δbcy1Δ-ira2Δ*)	Av. logFC (Y184-*ira2Δ*)	Av. logFC (Y184-*bcy1Δ*)
Are1	S45	0.445	0.695	0.635	0.19
Cho1	S46	-0.35	-0.37	1.08	1.43
Hxk1	Y270	1.45	1.41	0.74	-0.71
Hxk1	S262	1.57	1.28	1.1	-0.47
Hxk1	S293	0.54	0.1	1.44	0.9
Hxk1	S158	-1.3	-0.74	0	1.3
Hxk2	S385	-0.65	-0.68	1.17	1.82
Hxk2	S158	-0.58	-0.38	0.01	0.59
Pct1	T59	0.19	0.94	-0.24	-0.43
Pah1	S166	-0.52	-0.5	0.3	0.82
Pah1	S823	-1.53	-1.49	0.84	2.36
Pah1	S168	-0.33	-0.44	0.3	0.62
Are2	S176	0.78	0.44	0.63	-0.15
Slc4	S512	0.58	1.01	1.01	0.42

We next compared lipidomic profiles in the growing *ira2Δ* strain shifted to xylose to the *bcy1Δ* and *ira2Δbcy1Δ* strains that do not grow. Due to limited statistical power (caused by replicate variation in one of the three *bcy1Δ* strain replicates), we compared the *ira2Δ* response to *ira2Δbcy1Δ* cells, whose response was highly similar to two out of the three *bcy1Δ* strain replicates. One caveat of this analysis is that the *ira2Δbcy1Δ* strain displays a variable anaerobic-xylose fermentation profile; nonetheless, given the similarity to *bcy1Δ* phenotypes, the high reproducibility of the double mutant’s transcriptomic and lipidomic profiles suggests a good representation of hyper-active PKA signaling. It is possible that this analysis may miss some lipidomic changes related to the variation in *ira2Δbcy1Δ* metabolism profiles. 

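The shifts of single replicates were close in every strain, and least so in *ira2Δbcy1Δ*. Across 5150 genes, Pearson's r between the log2 shifts of replicate letters, 3 pairs per strain, was 0.79 to 0.89 in Y184, 0.81 to 0.87 in *ira2Δ*, 0.74 to 0.79 in *bcy1Δ* and 0.69 to 0.74 in *ira2Δbcy1Δ*. In a clustering of the 12 shifts into 3 branches, the shifts of *ira2Δbcy1Δ* B and C formed 1 of their own. These correlations are across genes, which are not independent replicates.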

Even so, we identified 67 lipids whose fold-change was significantly different in *ira2Δbcy1Δ* cells upon xylose shift versus *ira2Δ* cells (FDR < 0.05, Fig 4B and S12 Table). The analysis confidently classified six of the lipids, including phosphatidylethanolamines (PE), phosphatidyl dimethylethanolamines (PDME), and cardiolipins (CL).

PE and multiple PDME species were more abundant in the *ira2Δbcy1Δ* strain exposed to the shift compared to *ira2Δ* cells (FDR < 0.05, Fig 4B). These differences were particularly interesting because PE is further metabolized to PDME and then to phosphatidylcholine (PC), the most abundant phospholipid in the cell, through three consecutive methylation reactions by Cho2 and Opi3, respectively (Fig 4C) [50]. 

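*OPI3* (YJR073C) rose in *ira2Δ* by 1.73 ± 0.24 (SE, adjusted p = 5.7e-07) on the log2 scale and fell in *bcy1Δ*, at -0.79 ± 0.26 (SE, adjusted p = 0.018), and in *ira2Δbcy1Δ*, at -0.96 ± 0.26 (SE, adjusted p = 0.0044). The difference from *ira2Δ* was -2.52 ± 0.36 (SE, adjusted p = 5.6e-06) in *bcy1Δ* and -2.69 ± 0.36 (SE, adjusted p = 1.2e-06) in *ira2Δbcy1Δ*, and in Y184 the gene rose by 1.56 ± 0.24 (SE, adjusted p = 2.0e-06). *CHO2* (YGR157W) had shifts of -0.16 ± 0.18 (SE, adjusted p = 0.48) in *ira2Δ* and -0.27 ± 0.18 (SE, adjusted p = 0.24) in *bcy1Δ*, with a difference of -0.11 ± 0.25 (SE, adjusted p = 0.79). In *ira2Δbcy1Δ* *CHO2* fell, at -0.77 ± 0.18 (SE, adjusted p = 0.0011), with a difference from *ira2Δ* of -0.61 ± 0.26 (SE, adjusted p = 0.07). That difference ran from -0.83 to -0.51 without 1 library. It was called with DESeq2 (0.032), with RLE scaling (0.044) and without Y184 xylose B (0.045), *ira2Δ* xylose A (0.032), *bcy1Δ* xylose C (0.037), *ira2Δbcy1Δ* glucose A (0.014), *ira2Δbcy1Δ* xylose A (0.033), with the adjusted p in brackets. Each strain has 3 cultures per sugar. The fall of *OPI3* in *bcy1Δ* lost its call without *bcy1Δ* glucose C (0.06), *bcy1Δ* xylose A (0.058), C (0.13), with the adjusted p in brackets, over alternatives that gave an adjusted p of 0.004 to 0.13.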

While the *CHO2* transcript was not differentially expressed between *ira2Δ* and *bcy1Δ* strains, *OPI3* was: *ira2Δ* cells shifted to xylose induced *OPI3* expression, whereas *bcy1Δ* and *ira2Δbcy1Δ* cells repressed it (FDR = 2.45x10^-12^ and FDR = 6.22x10^-13^, respectively). Previous studies suggest that blocking PC synthesis through *OPI3* deletion, but not *CHO2* deletion, inhibits growth due to the accumulation of phosphatidyl monomethylethanolamine (PMME) and insufficient PC production [51]. To investigate effects on PC, we analyzed all PC lipid moieties in the dataset; PC lipids were reproducibly lower in abundance after the xylose shift in *bcy1Δ* cells when compared to *ira2Δ* cells (*p* = 0.000419, ANOVA; S4 Fig and S13 Table). We propose that the *bcy1Δ* strain experiences a bottleneck in that pathway leading to PC synthesis from PE, which may impact its ability to grow on xylose (see Discussion).

Among other lipids whose abundance was influenced by *BCY1* deletion and xylose shift was cardiolipin, a major component of mitochondrial membranes critical for a variety of functions including acetyl coA synthesis, TCA cycle, iron metabolism, arginine metabolism, and protein import [52]. Interestingly, cardiolipin abundance was reduced in the *ira2Δbcy1Δ* strain upon xylose shift compared to *ira2Δ* cells. The difference is underscored by transcriptomic differences, since several cardiolipin biosynthetic genes were induced in *ira2Δ* cells but repressed or induced to a weaker extent in *bcy1Δ* and *ira2Δbcy1Δ* strains (FDR < 0.05). Additionally, production of PS, PE, and PC is dependent on properly functioning mitochondrial membranes as PS is shuttled into the mitochondria and converted to PE by the phosphatidylserine decarboxylase Psd1, before PE is shuttled back to the ER. Thus, the effects of cardiolipin reduction in *bcy1Δ* strains are further compounded by impacting other branches of phospholipid biosynthesis.

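Of 6 cardiolipin genes tested, 4 were higher, 0 lower and 2 not called (4 and 0 when adjusted over the list alone) after the shift in *ira2Δ*, with a median log2 shift of 0.68 (camera adjusted p = 0.13). The synthase gene *CRD1* (YDL142C) rose there by 0.96 ± 0.23 (SE, adjusted p = 9.1e-04) and the deacylase gene *CLD1* by 1.65 ± 0.21 (SE, adjusted p = 1.1e-07). Against the shift in *ira2Δ*, 0 were higher, 2 lower and 4 not called (0 and 2 when adjusted over the list alone) in *bcy1Δ*, where *TAM41* differed by -1.17 ± 0.40 (SE, adjusted p = 0.028) and *CRD1* by -0.90 ± 0.34 (SE, adjusted p = 0.0487). In *ira2Δbcy1Δ* 0 were higher, 2 lower and 4 not called (0 and 3 when adjusted over the list alone), with *CRD1* at -1.30 ± 0.36 (SE, adjusted p = 0.0062) and *CLD1* at -0.84 ± 0.32 (SE, adjusted p = 0.0494). Over the list the median difference was -0.39 in *bcy1Δ* (camera adjusted p = 0.22) and -0.62 in *ira2Δbcy1Δ* (camera adjusted p = 0.15), with 3 cultures per strain and sugar. The difference of *CRD1* in *bcy1Δ* lost its call with DESeq2 (0.083) and without Y184 xylose A (0.0532), *ira2Δ* glucose A (0.094), B (0.11), *ira2Δ* xylose B (0.17), *bcy1Δ* glucose B (0.11), C (0.11), *bcy1Δ* xylose A (0.13), *ira2Δbcy1Δ* glucose B (0.055), *ira2Δbcy1Δ* xylose A (0.056), B (0.055), C (0.057), with the adjusted p in brackets, over alternatives that gave an adjusted p of 0.027 to 0.17. That of *TAM41* in *bcy1Δ* lost its call without *ira2Δ* glucose B (0.056), C (0.072), *ira2Δ* xylose C (0.12), *bcy1Δ* glucose A (0.0504), C (0.061), *bcy1Δ* xylose C (0.069), with the adjusted p in brackets, over alternatives that gave an adjusted p of 0.0088 to 0.12. That of *CLD1* in *ira2Δbcy1Δ* lost its call with DESeq2 (0.067), with the replicate letter as a block (0.056) and without Y184 glucose B (0.0523), C (0.055), Y184 xylose A (0.056), B (0.052), *ira2Δ* glucose B (0.13), C (0.063), *ira2Δ* xylose A (0.058), B (0.055), C (0.085), *bcy1Δ* glucose B (0.057), C (0.05003), *ira2Δbcy1Δ* glucose B (0.099), *ira2Δbcy1Δ* xylose A (0.083), B (0.11), with the adjusted p in brackets, over alternatives that gave an adjusted p of 0.023 to 0.13.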

We expected to see differential abundance of PA in *ira2Δbcy1Δ* cells versus *ira2Δ* cells, since *bcy1Δ* and *ira2Δbcy1Δ* strains induced some PA biosynthesis genes whereas *ira2Δ* cells do not (Fig 3A). 

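In *ira2Δbcy1Δ*, *SLC1* rose by 0.67 ± 0.16 (SE, adjusted p = 0.0014) on the log2 scale, and *SCT1* had a shift of 0.23 ± 0.16 (SE, adjusted p = 0.27). The difference from *ira2Δ* was 0.77 ± 0.23 (SE, adjusted p = 0.011) for *SLC1* and 0.28 ± 0.23 (SE, adjusted p = 0.39) for *SCT1*, and *ALE1* had a shift of -0.22 ± 0.18 (SE, adjusted p = 0.37) in *ira2Δbcy1Δ*. *ira2Δ* itself had -0.10 ± 0.16 (SE, adjusted p = 0.66), -0.04 ± 0.16 (SE, adjusted p = 0.85) and -0.12 ± 0.18 (SE, adjusted p = 0.62) for *SLC1*, *SCT1* and *ALE1* (edgeR, 3 cultures per strain and sugar). The difference of *SLC1* lost its call without *ira2Δbcy1Δ* glucose A (0.0502), C (0.068), with the adjusted p in brackets, over alternatives that gave an adjusted p of 0.0062 to 0.068. The shift of *SCT1* in *ira2Δ* changed sign without *ira2Δ* xylose A (0.01), *bcy1Δ* xylose C (0.01), *ira2Δbcy1Δ* glucose C (0.02), with the log2 fold change in brackets.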

While there were no significant differences in PA moieties between the strains (FDR > 0.05), we did identify altered phosphorylation status of the PA phosphatase enzyme Pah1 (S823; Table 1). Pah1 converts PA to diacylglycerol, which is funneled into storage lipids [50]. Phosphorylation of serine 823 is significantly lower in the *bcy1Δ* and *ira2Δbcy1Δ* strains compared to the *ira2Δ* strain (log_2_(fold change) < -1). Interestingly, this serine has not been previously annotated as a phosphorylated residue (BioGRID version 4.4.213) [53], but it is within a potential PKA consensus site (RRxxS/T). PKA is known to phosphorylate Pah1 at another residue not captured in our dataset to inhibit its activity [54]. Our results raise the possibility that S823 regulates Pah1 activity in a manner that affects PA in these strains. Overall, the differences seen in PE, PDME, and PC abundances, as well as differences in transcript abundance and phosphorylation status of phospholipid biosynthesis enzymes, suggest a bottleneck in the pathway in the *bcy1Δ* strains that may inhibit their ability to proliferate on xylose (see Discussion).

### Supplementation with phospholipid precursors only modestly improves growth

We questioned if supplementing xylose medium with phospholipid precursors, particularly inositol and choline that can be funneled into phospholipid biosynthesis via the Kennedy Pathway, may bypass a possible bottleneck and thus rescue the *bcy1Δ* strain’s growth. 

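*INO1* (YJL153C), which encodes inositol-3-phosphate synthase, fell with the shift in *bcy1Δ*, at -1.73 ± 0.29 (SE, adjusted p = 1.8e-05) on the log2 scale, in Y184, at -1.11 ± 0.30 (SE, adjusted p = 0.002), and in *ira2Δbcy1Δ*, at -0.87 ± 0.27 (SE, adjusted p = 0.01). In *ira2Δ* its shift was 0.07 ± 0.25 (SE, adjusted p = 0.85). On xylose *bcy1Δ* lay below *ira2Δ*, at -2.66 ± 0.29 (SE, adjusted p = 1.3e-08), and on glucose the difference was -0.87 ± 0.25 (SE, adjusted p = 0.11) (edgeR, 3 cultures per strain and sugar). The fall in *ira2Δbcy1Δ* lost its call without *ira2Δbcy1Δ* xylose A (0.11), with the adjusted p in brackets, over alternatives that gave an adjusted p of 0.0014 to 0.11. The shift in *ira2Δ* changed sign with the replicate letter as a block (-9.4e-04) and without *ira2Δ* glucose C (-0.01), *ira2Δ* xylose B (-0.26), with the log2 fold change in brackets.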

We therefore grew *bcy1Δ* and *ira2Δ* strains anaerobically in xylose medium with and without choline and inositol supplementation (we included inositol since the *INO1* gene is repressed in *bcy1Δ* cells) (Fig 4C and S5 Table). After 52 hours of growth in supplementation, *bcy1Δ* cells experienced a very modest but statistically significant growth improvement (*p* = 2.4 x 10^−6^, ANOVA; Fig 4D), whereas the *ira2Δ* strain did not. While the *bcy1Δ* strain’s inability to grow anaerobically on xylose cannot be fully explained by a deficiency in phospholipid precursors, the modest improvement implicates it as a contributing factor to the phenotype.

### Growth and metabolism can be genetically recoupled through directed evolution

We took a second approach to identify pathways and processes responsible for growth coordination in *bcy1Δ* strains by conducting adaptive laboratory evolutions to recouple xylose-dependent growth and metabolism. The *bcy1Δ* strain was first grown anaerobically in rich medium supplemented with 2% glucose to accumulate mutations [55], then the culture was seeded into fresh anaerobic medium containing 2% xylose and 0.1% glucose and passaged periodically for ~35 generations until the culture showed robust changes in cellular density over time (see Methods). Single colonies were isolated and characterized for their growth and fermentation capabilities, and genetic changes were identified through whole genome sequencing (see Methods). Three independent evolutions were performed, and several colonies were selected at different stages of the evolutions.

In all three experiments, we identified mutants with recoupled growth and metabolism despite the absence of *BCY1*, evident by their robust anaerobic growth on xylose medium compared to the *ira2Δ* strain (Figs 5A, S5 and S6). Interrogating the genome sequences identified multiple mutations in each strain, along with copy-number variations and aneuploidy in several of the evolved lines (Table 2). Only evolved mutations impacting the coding sequence of a gene were analyzed further. Interestingly, there was no genetic change common to all evolved strains, strongly suggesting multiple routes to recoupling growth and metabolism in the absence of *BCY1*. Four of the characterized strains from the three experiments regained growth rates comparable to and statistically indistinguishable from *ira2Δ* cells (*p* > 0.05, ANOVA), including EWY55 from the first culture, EWY87-1 and EWY87-3 from the second culture, and EWY89-3 from the third evolution culture (S6A and S6B, S6E Fig). Strains EWY89-1 and EWY89-2 showed modest growth on xylose but did not differ significantly from the *bcy1Δ* strain (*p* > 0.05, ANOVA; S6C and S6D Fig). Genetic changes for all evolved strains are listed in Table 2.

**Fig 5:**
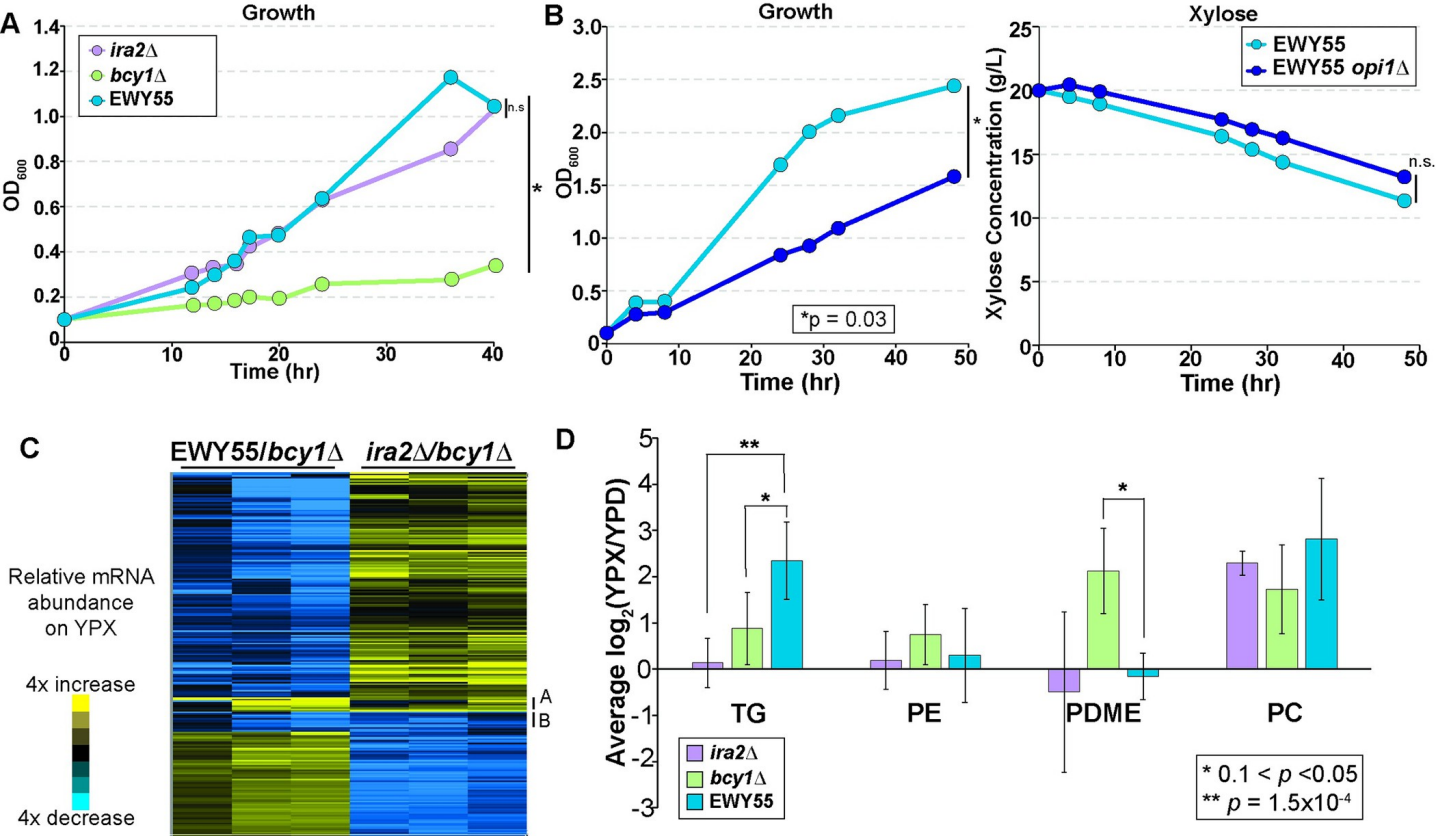
Directed evolution recoupled growth and metabolism on xylose. **A**. Average (n = 3) change in OD_600_ of *ira2Δ*, *bcy1Δ*, and EWY55 strains grown anaerobically in rich xylose medium (*, *p* < 10^−4^, ANOVA; n.s., not significant). **B**. Change in OD_600_ (left panel) and xylose concentration (right panel) over 48 hours of EWY55 and EWY55 *opi1Δ* strains grown anaerobically on rich xylose medium. (*, *p* < 0.05, ANOVA). **C.** Expression of 233 genes whose transcript abundance during growth on xylose was significantly different in EWY55 and/or *ira2Δ* strains compared to the *bcy1Δ* strain (FDR < 0.05), visualized by hierarchical clustering. Data represent the log_2_ transcript abundance in each strain grown anaerobically in xylose compared to *bcy1Δ* strain. Cluster A (9 genes) and B (13 genes) are annotated, see text for details. **D.** Bar plot of the average and standard deviation log_2_(fold change) (n = 3) in lipid abundance of key lipids with reproducible differences 1.5-fold or greater in EWY55 compared to *ira2Δ* or *bcy1Δ* strains. Asterisks denote significant differences by ANOVA.

**Table 2:** Genetic changes in evolved *bcy1Δ* strains.

	Gene	Nucleotide change	Amino acid change	Chromosome Duplications
EWY55	*OPI1*	T715G	S239A	Chr. I
	*TPK1*	G829C	A277P	
	*TOA1*	T354A	N118K	
	*RIM8*	C1591T	Q531*	
EWY87-1	*-*	-	-	Chr. VIII
EWY87-3	*RPA43*	A751G	S251N	-
EWY89-1	*HSC82*	G235C	D79H	Chr. X, XVI
EWY89-2	*-*			Chr. I, X, XVI, XIV^560217-625584^
EWY89-3	*HSC82*	G235C	D79H	Chr. I, IX, X, XVI, XIV^560217-625585^

Strain EWY55 was particularly interesting. This strain harbored nonsynonymous mutations in several genes, including PKA catalytic subunit *TPK1*, the negative regulator of phospholipid genes, *OPI1*, described above, *RIM8* that is required for anaerobic growth [56], and TFIIA large subunit *TOA1* (Table 2). The *OPI1* mutation was especially interesting because Opi1 was implicated in the phospholipid transcriptomic analysis above (Fig 3) and because the mutation changes a known phosphorylation site, serine 239, to alanine (Table 2). CKII has been reported to phosphorylate this site and was previously shown to activate Opi1 [57]. This poses the question of whether Opi1 is aberrantly regulated in the *bcy1Δ* strain, and if this is responsible for its lack of growth on xylose.

To identify causal alleles responsible for recoupling growth and metabolism in the EWY55 strain, we performed single gene deletions and allele swaps in the *bcy1Δ* and EWY55 strains (see Methods). This strain background is derived from a wild isolate that is less genetically amenable than laboratory strains [58], and we were unable to recover *TPK1* deletion in either strain despite many efforts. Deletion of *RIM8* or *TOA1* did not impact the growth of EWY55 cells, nor did substituting the parental alleles into the evolved strain (S5C Fig). However, deletion of the evolved *opi1* gene partially but significantly reduced anaerobic xylose growth of the EWY55 strain in liquid medium (Fig 5B). Importantly, the strain retained robust xylose fermentation, indicating that Opi1 plays a role in the coupling of growth and metabolism (see Discussion). Complementation experiments to swap strain alleles were not successful, since introducing even the empty vector into this strain complemented anaerobic xylose growth on a plate for reasons that are not clear but may suggest that the cells grow differently during drug selection (S5C Fig). While we cannot be sure *OPI1* is the causal gene, our results indicate that the genetics modulating this trait is complex and may result from different evolutionary paths, but at least in EWY55 is likely to include a role for evolved Opi1 function.

### Transcriptomic and lipidomic analysis in the evolved strain reveals altered phospholipids

To further characterize the evolved EWY55 strain, we performed another transcriptomic and lipidomic experiment as described above (see Methods) with the main goal of identifying if the evolved EWY55 strain reverted its gene expression and lipid composition to that of the *ira2Δ* strain. 

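The second experiment has 6 libraries from cells on xylose, 3 of the evolved strain EWY55 and 3 of its parent *bcy1Δ*, with replicate letters D to F and no library of *ira2Δ*. *BCY1* had 0 to 2 counts in each library, and *IRA2*, which is intact in both strains, lay at 878 to 1239 CPM. Genes of chromosome I stood about 2-fold higher in EWY55: of 79 tested, 72 were higher, 0 lower and 7 not called, with a median log2 difference of 1.03 against 0.01 for all other genes. Each EWY55 library showed it, with medians over chromosome I of 1.05, 1.04 and 1.00 against -0.03, 0.03 and 0.00 in the *bcy1Δ* libraries. Table 2 of the paper lists an extra copy of chromosome I in EWY55. Chromosome VI had the next highest median, 0.16, with 33 genes higher and 12 lower of 105.

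Reads assigned to open reading frames totalled 5903485 to 6522127 per library for *bcy1Δ* (median 5940909) and 6862082 to 8672620 for EWY55 (median 6969020), more than in any library of the first experiment. Counts were made and deposited in the same way, 5430 genes passed the filter on low counts, and EWY55 was compared with *bcy1Δ* by edgeR's quasi-likelihood test as in the first experiment. In simulated counts this comparison recovered 97% of 2-fold differences, and 7.94% of its calls were false. No *ira2Δ* library was deposited with those of EWY55, so any comparison with *ira2Δ* is across experiments.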

Surprisingly, the EWY55 strain did not recapitulate the *ira2Δ* gene expression or lipid abundance profiles at most entities. We identified 297 transcripts less abundant in EWY55 growing anaerobically on xylose compared to the *bcy1Δ* strain (FDR < 0.05; S14 Table), and these were enriched for genes involved in mitochondrial functions, such as electron transport chain, oxidation-reduction, and targets of the HAP2/3/4/5 complex; genes involved in phospholipid metabolism; and genes involved in ergosterol synthesis (*p* < 0.05, hypergeometric test, see Methods). Many of these processes were significantly affected in our original comparison of the *bcy1Δ* and *ira2Δ* strains. Additionally, 93 genes with higher abundance in the EWY55 compared to the *bcy1Δ* cells (FDR < 0.05; S14 Table) were enriched for ribosomal protein genes and genes involved in translation and sulfate assimilation (*p* < 10^−7^, hypergeometric test), processes important for rapid growth. 

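Mitochondrial, phospholipid and ergosterol genes were higher in EWY55 than in *bcy1Δ* on xylose, whereas the paper reports them as lower. Of 31 genes of the respiratory chain and ATP synthase, 20 were higher, 0 lower and 11 not called (20 and 0 when adjusted over the list alone), with a median log2 difference of 0.57 (camera adjusted p = 3.2e-05, adjusted p = 0.4 with an estimated correlation), and of 16 TCA cycle genes 15 were higher, 0 lower and 1 not called (15 and 0 when adjusted over the list alone), with a median of 0.82 (camera adjusted p = 4.1e-10, adjusted p = 0.041 with an estimated correlation). *ATP1* was higher by 1.22 ± 0.11 (SE, adjusted p = 8.3e-07) and *ACO1* by 1.73 ± 0.11 (SE, adjusted p = 8.8e-08). Of 17 core Ino2 and Ino4 targets 12 were higher, 0 lower and 5 not called (13 and 0 when adjusted over the list alone), with a median of 0.39 (camera adjusted p = 2.4e-06, adjusted p = 0.23 with an estimated correlation), and of 24 ergosterol genes 19 were higher, 0 lower and 5 not called (19 and 0 when adjusted over the list alone), with a median of 0.50 (camera adjusted p = 3.5e-04, adjusted p = 0.52 with an estimated correlation). *ERG25* was higher by 1.02 ± 0.16 (SE, adjusted p = 2.1e-04) and *ERG11* by 0.98 ± 0.13 (SE, adjusted p = 4.7e-05). In all, 1261 genes were higher and 1307 lower in EWY55 with edgeR (3 cultures per strain), and with a fold change of at least 2 the counts were 231 and 202.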

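Ribosomal protein and sulfate assimilation genes were lower in EWY55 than in *bcy1Δ*, whereas the paper reports them as higher. Of 133 ribosomal protein genes tested, 2 were higher, 130 lower and 1 not called (2 and 131 when adjusted over the list alone), with a median log2 difference of -0.97 (camera adjusted p = 1.9e-56, adjusted p = 0.2 with an estimated correlation). Of 21 genes of sulfate assimilation and methionine, 2 were higher, 14 lower and 5 not called (4 and 14 when adjusted over the list alone), with a median of -0.95 (camera adjusted p = 2.4e-08, adjusted p = 0.099 with an estimated correlation). *RPS26B* had -1.68 ± 0.15 (SE, adjusted p = 1.1e-06), *RPP2B* -1.64 ± 0.10 (SE, adjusted p = 3.4e-08), the sulfite reductase gene *MET5* -1.83 ± 0.11 (SE, adjusted p = 3.1e-08) and the adenylylsulfate kinase gene *MET14* -1.68 ± 0.10 (SE, adjusted p = 3.3e-08). Of 13 genes of daughter-cell separation, targets of Ace2 at the end of mitosis, 12 were higher, 0 lower and 1 not called (12 and 0 when adjusted over the list alone). Their median was 1.42 (camera adjusted p = 1.8e-13, adjusted p = 0.064 with an estimated correlation), and *DSE2* was higher by 1.86 ± 0.12 (SE, adjusted p = 1.2e-07). After the shift in Y184, which does not grow on xylose, more genes of this list rose than fell, so their rise alone does not show division. The paper shows the ribosomal protein list for the other experiment, and each strain has 3 cultures here.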

Since EWY55 cells recapitulated the xylose-dependent growth seen in *ira2Δ* cells, we next asked if its expression changes recapitulated *ira2Δ* patterns relative to *bcy1Δ* cells–surprisingly, most did not (Fig 5C). This indicates that the evolved EWY55 did not recouple growth and metabolism under anaerobic xylose conditions via reverting to the *ira2Δ* strain’s expression patterns. 

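Most genes that differed from *bcy1Δ* in both EWY55 and *ira2Δ* did so in the same direction. Of 1322 genes called on xylose in both comparisons, 1249 (94.5%) had the same direction: 520 were higher than in *bcy1Δ* in both strains (208 expected if independent) and 729 lower (261 expected). The other 73 went opposite ways (33 and 40, with 220 and 246 expected). The daughter-separation gene *DSE4* is 1 of the shared higher genes, with 1.86 ± 0.08 (SE, adjusted p = 3.0e-09) in EWY55, and *RPP2B* is 1 of the shared lower ones. The same-direction genes are 65.1% of the 1918 called between *ira2Δ* and *bcy1Δ* and 50.1% of the 2492 called between EWY55 and *bcy1Δ*, counted over the 5118 genes tested in both. Across 5118 genes tested in both, Pearson's r between the differences was 0.61 and Spearman's rho 0.64.

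The comparisons share no library, since each has its own *bcy1Δ* cultures (3 per strain), but strain and experiment are confounded and genes are not independent replicates. With a fold change of at least 2 in both, 271 genes had the same direction and 8 the opposite. The 10 ways of splitting the 6 libraries of the second experiment are too few for a share under 0.05, and the highest of the others gave 0 genes in the same direction. Finding that most EWY55 changes did not recapitulate those of *ira2Δ*, the paper concludes that EWY55 regained growth by another route than a return to the expression pattern of *ira2Δ*. The shared direction seen here differs from that finding. For EWY55 minus *bcy1Δ*, values in the paper's S15 Table have the opposite sign here for 217 of 230 genes.

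**Figure D2:**
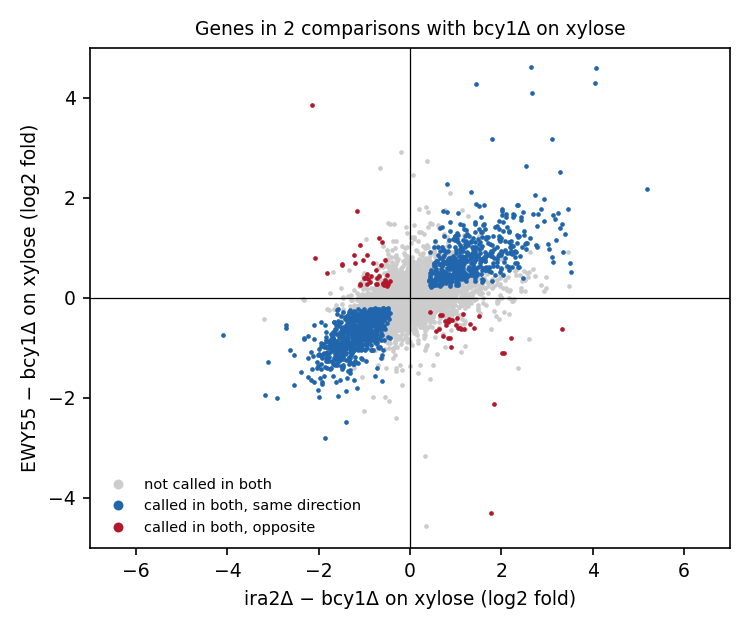
Log2 difference from *bcy1Δ* on xylose in EWY55 against that in *ira2Δ*, 1 point per gene (5118 genes, 3 cultures per strain). Pearson's r is 0.61, and 1249 of 1322 genes called in both have the same sign.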

There were a few exceptions, including 22 transcripts of diverse functions (Fig 5C, Clusters A and B) in which expression differences in EWY55 recapitulated those seen in *ira2Δ* cells compared to the *bcy1Δ* strain (S15 Table; FDR < 0.05). 

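Several gene lists had medians on the same side of *bcy1Δ* in EWY55 and *ira2Δ*. The medians of respiratory chain, TCA cycle, ergosterol and daughter-separation genes lay above *bcy1Δ* in both strains, and those of ribosomal protein, ribosome biogenesis and sulfate assimilation genes lay below it. Against *bcy1Δ* on xylose, the median log2 difference of ribosome biogenesis genes was -0.73 in EWY55 (camera adjusted p = 1.7e-28, adjusted p = 0.099 with an estimated correlation). For the respiratory chain it was 0.57 in EWY55, with 20 of 31 genes called (camera adjusted p = 3.2e-05, adjusted p = 0.4 with an estimated correlation), for ergosterol genes 0.50, with 19 of 24 called (camera adjusted p = 3.5e-04, adjusted p = 0.52 with an estimated correlation), and for sulfate assimilation -0.95, with 14 lower and 2 higher of 21 (camera adjusted p = 2.4e-08, adjusted p = 0.099 with an estimated correlation). Between *bcy1Δ* and *ira2Δ* the respiratory chain differed by a median of -1.75 (camera adjusted p = 2.2e-31, adjusted p = 0.0065 with an estimated correlation) and ergosterol genes by -1.13 (camera adjusted p = 2.9e-13, adjusted p = 0.096 with an estimated correlation), both lower in *bcy1Δ*. The proteinase gene *PRB1* was higher in EWY55 by 2.27 ± 0.12 (SE, adjusted p = 1.9e-08). Each comparison has 3 cultures per strain.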

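Neither *RGT1* (YKL038W) nor *SOK2* (YMR016C) was called between EWY55 and *bcy1Δ* on xylose: the log2 differences in transcript level were 0.04 ± 0.11 (SE, adjusted p = 0.79) and 0.10 ± 0.09 (SE, adjusted p = 0.4). Between *bcy1Δ* and *ira2Δ* *RGT1* differed by -0.43 ± 0.19 (SE, adjusted p = 0.076) and *SOK2* by 0.89 ± 0.29 (SE, adjusted p = 0.014). The value of *RGT1* was called without *ira2Δ* xylose B (0.044), *bcy1Δ* xylose A (0.01), *ira2Δbcy1Δ* glucose A (0.035), C (0.029), with the adjusted p in brackets. The catalytic subunit gene *TPK1* was higher in EWY55 by 0.41 ± 0.10 (SE, adjusted p = 0.0057). These are levels of the regulators' own transcripts in 3 cultures per strain (edgeR), and levels of their targets were not tested. The difference of *SOK2* lost its call without *ira2Δ* xylose B (0.07), *bcy1Δ* xylose A (0.071), with the adjusted p in brackets, over alternatives that gave an adjusted p of 0.0085 to 0.071. The value of *RGT1* in EWY55 changed sign without *bcy1Δ* xylose D (-0.05), EWY55 xylose E (-4.4e-03), with the log2 fold change in brackets.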

While the role of these expression changes will require future study, it is intriguing that these clusters included several targets of the glucose-responsive transcription factor Rgt1 and the Sok2 regulator that responds to starvation and hypoxia; both genes have connections to PKA signaling [59–62]. We were particularly interested in phospholipid biosynthesis genes, given all the connections to this pathway throughout our studies. In general, EWY55 cells showed lower transcript abundances of phospholipid biosynthesis genes compared to the *bcy1Δ* strain grown anaerobically on xylose (S16 Table), making its expression even more divergent from the *ira2Δ* strain.

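Of the 47 genes of S16 Table, 19 were higher and 8 lower in EWY55 than in *bcy1Δ*, and 20 were not called. The paper describes phospholipid genes as generally lower in EWY55. *INO1* was higher by 4.10 ± 0.15 (SE, adjusted p = 5.1e-10) on the log2 scale, *OPI3* by 1.68 ± 0.13 (SE, adjusted p = 3.4e-07), *CHO1* by 1.01 ± 0.09 (SE, adjusted p = 7.9e-07), *CHO2* by 0.75 ± 0.10 (SE, adjusted p = 4.4e-05) and *CPT1* by 0.68 ± 0.08 (SE, adjusted p = 1.5e-05). Of 11 genes of the path from phosphatidylethanolamine to phosphatidylcholine and of the Kennedy pathway, 8 were higher, 1 lower and 2 not called (8 and 1 when adjusted over the list alone), with a median of 0.33 (camera adjusted p = 0.0065, adjusted p = 0.2 with an estimated correlation). In *ira2Δ* the same genes that differ from *bcy1Δ* on xylose lie on the same side: *bcy1Δ* was lower than *ira2Δ* at *OPI3* and, at -0.67 ± 0.20 (SE, adjusted p = 0.0073), at *CPT1*, and *CHO1* had -0.53 ± 0.18 (SE, adjusted p = 0.017). *OPI1* (YHL020C), mutated in EWY55, had a difference of 0.26 ± 0.11 (SE, adjusted p = 0.068). The tests are edgeR's with 3 cultures per strain. The xylose difference of *CHO1* between *bcy1Δ* and *ira2Δ* lost its call without *ira2Δ* xylose C (0.084), *bcy1Δ* xylose C (0.11), with the adjusted p in brackets, over alternatives that gave an adjusted p of 0.0034 to 0.11. That of *CPT1* lost its call without *bcy1Δ* xylose C (0.077), with the adjusted p in brackets, over alternatives that gave an adjusted p of 8.2e-04 to 0.077.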

The phospholipid composition further supports the unique changes of the EWY55 strain that permit recoupled growth and metabolism on xylose. The EWY55 strain showed significantly greater abundance of the storage lipid triacylglycerol (TG; Fig 5D and S17 Table; *p* < 10^−4^, ANOVA). Importantly, EWY55 had significantly lower levels of PDME and trended towards higher levels of PC compared to *bcy1Δ* cells, recapitulating the pattern in *ira2Δ* cells (Fig 5D and S17 Table). These results are consistent with the hypothesis that the evolved EWY55 strain altered the pathway compared to *bcy1Δ* cells. Together, our results underscore the complexity of responses to xylose growth and metabolism across *ira2Δ* cells, the parental *bcy1Δ* strain, and EWY55 (see Discussion).

## Discussion

We began this work with two primary goals: to identify signatures of xylose-dependent growth and metabolism across a suite of strains with varying capabilities and to elucidate the mechanism through which growth and metabolism are decoupled in cells lacking *BCY1*. One key result from our work is that there is no obvious gene expression signature associated with the ability to grow anaerobically on xylose (Fig 2). While we did identify a handful of cell-cycle genes whose expression was consistent with cycling in the *ira2Δ* strain, there were no clear signatures correlated with growth. This was especially interesting in the case of ribosome-related genes, since there has been much debate about whether the level of RP transcripts underlies growth rate [38–42]. In chemostat experiments where growth is limited by nutrient restriction, the abundance of RP and RiBi genes correlates with growth rate, consistent with one set of long-standing models of growth limitations in bacteria [63–68]. However, other seminal studies focusing on stress conditions suggest that growth during stress is not limited by ribosome production [42,69–73]. Our results show clearly that expression of RP and RiBi genes is higher in the non-growing *bcy1Δ* strains than dividing *ira2Δ* cells (S2B Fig). In contrast, the EWY55 strain that recovers anaerobic growth on xylose shows higher expression of ribosome-related genes, perhaps supporting rapid division. Together, our results add to a growing body of work that shows that, although production of ribosome components is often correlated with growth rate, division dynamics cannot be universally predicted by RP and RiBi transcript abundances.

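On xylose, ribosome biogenesis genes were higher in *bcy1Δ* than in *ira2Δ*: of 112 tested, 85 were higher, 1 lower and 26 not called (92 and 1 when adjusted over the list alone), with a median log2 difference of 1.15 (camera adjusted p = 1.8e-17, adjusted p = 0.2 with an estimated correlation). *RPA49* was higher by 2.14 ± 0.24 (SE, adjusted p = 1.7e-08), and among ribosomal protein genes *RPL5* was higher by 2.24 ± 0.25 (SE, adjusted p = 1.2e-08). In *ira2Δbcy1Δ* against *ira2Δ*, ribosomal protein genes had 129 higher, 1 lower and 2 not called (129 and 1 when adjusted over the list alone), with a median of 1.82 (camera adjusted p = 3.6e-36, adjusted p = 0.14 with an estimated correlation). The direct test of levels used 3 cultures per strain and does not measure growth.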

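EWY55, which grows, had lower levels of ribosome biogenesis transcripts than *bcy1Δ*, whereas the paper reports higher expression of ribosome-related genes in EWY55. Of 113 tested, 1 was higher, 97 lower and 15 not called (1 and 98 when adjusted over the list alone), and *NSR1* had a log2 difference of -1.73 ± 0.09 (SE, adjusted p = 1.9e-08) and *HAS1* one of -1.60 ± 0.09 (SE, adjusted p = 2.1e-08). The median of the list was -0.73 (camera adjusted p = 1.7e-28, adjusted p = 0.099 with an estimated correlation). Of 133 ribosomal protein genes 2 were higher, 130 lower and 1 not called (2 and 131 when adjusted over the list alone), with a median of -0.97 (camera adjusted p = 1.9e-56, adjusted p = 0.2 with an estimated correlation) and *RPL9A* at -1.63 ± 0.11 (SE, adjusted p = 1.5e-07) (3 cultures per strain, edgeR). Paralogous ribosomal protein genes may share reads.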

However, transcriptomic patterns did implicate an interconnected network of expression differences specific to the *bcy1Δ* strain, and in turn the evolved EWY55 strain, connected to PKA signaling (Fig 3). The affected network implicates mitochondrial function, iron response, carbon metabolism, and phospholipids. We propose that these processes are normally coordinated by PKA signaling in a manner that requires the regulatory subunit Bcy1. Our results are consistent with prior implications that these processes are involved in anaerobic xylose fermentation. Targets of the carbon-responsive transcription factor Azf1 were altered in the *bcy1Δ* strain upon xylose shift compared to the *ira2Δ* strain (Fig 3A). We previously showed that altering expression of this transcription factor affects xylose fermentation rates and growth in an *ira2Δ* strain, and this was surprisingly connected to the ER-localized transcription factor Mga2 [32]. While Mga2 targets were not statistically enriched in comparisons here, 42% of the genes whose promoter is bound by Mga2 (11/26 genes) differed in expression between *bcy1Δ* and *ira2Δ* cells. Additionally, Aft1/2 activity and localization is dependent on Mga2 presence, thus adding another possible connection for Mga2 in our proposed regulatory network [74] (Fig 3B). Our results here strongly suggest that deletion of *BCY1* naturally augments the transcription factors’ abundance and/or activity. These factors may indirectly alter mitochondrial and/or iron homeostasis. In fact, deletion of the iron-sulfur scaffold protein *ISU1*, an important sensor of iron availability, is required for anaerobic xylose metabolism [26,31]. Why *ISU1* deletion is required for xylose fermentation remains unclear, but one possibility is that it aids in metabolic rewiring influenced by the iron regulon, the Aft1/2 transcription factors, and altered levels of PKA activity [45,75–77].

Remarkably, PKA is directly connected to all these processes. Past work implicated PKA in directly phosphorylating Azf1 [32,44]. While a direct link between PKA and Aft1/2 activity has yet to be identified, PKA catalytic subunit Tpk2 is required to repress the high-affinity iron uptake pathway under standard conditions [76]. Additionally, Ira2 can localize to mitochondria, suggesting that PKA can also localize to this organelle [78]. In fact, PKA is found at the mitochondria of higher eukaryotes [79], suggesting that yeast PKA may also localize to the mitochondria. Together, our results suggest that upregulated PKA activity is required for xylose fermentation and can occur via either *IRA2* or *BCY1* deletion, but deletion of *BCY1* produces stronger effects that underscore its higher per-cell rate of xylose fermentation [32].

A fundamental aspect of *BCY1* deletion is that cells can no longer grow robustly despite enhanced xylose metabolism. Our integrated analysis points to a defect in phospholipid flux or metabolism as a major contributor to this decoupling. First, the *bcy1Δ* strains showed altered

gene expression, including Ino2/4 targets such as *INO1* (Figs 3A, 4C and S3C), that pointed to differences in phospholipid metabolism. Second, we found that *bcy1Δ* strains grown anaerobically on xylose display an altered lipid profile that implicates altered metabolism in the PE-PDME-PC pathway, along with phosphorylation differences on key phospholipid enzymes (Table 1). Finally, re-evolving a coupling between anaerobic-xylose growth and metabolism in the *bcy1Δ* parent implicated mutations in PKA subunit *TPK1* and the Ino2/4 repressor *OPI1* (Table 2), which is known to be directly regulated by PKA phosphorylation [48]. Opi1 has complex roles in regulating phospholipids, including during the switch to invasive growth depending on nutrients [80], a process also regulated by the RAS/PKA pathway [81–85]. While we were unable to elucidate the exact role of these alleles, our results suggest that the *OPI1* mutation may alter Opi1 regulation, especially given that the identified mutation in Opi1 occurs at a known CKII kinase site that regulates Opi1 activity [57]. Our past network inference across this panel of engineered strains revealed altered phosphorylation of CKII targets [32]. Finding that complete deletion of the mutated *OPI1* allele reduced growth of the evolved EWY55 strain on xylose (Fig 5B) suggests altered Opi1 activity in the *bcy1Δ* strain is somehow resolved by mutation of this CKII site. We propose that an interplay between PKA and possibly CKII affect Opi1 regulation in the *bcy1Δ* strain, and that this interplay is important for growth coupling.

Importantly, phospholipid metabolism is required for growth and division. Cells must generate enough phospholipids to support membrane biogenesis [4,86–91]. Furthermore, phospholipids function in inter-organelle communication, connecting the ER and mitochondria via the ER-mitochondria encounter structure (ERMES). Impairment of this structure and inter-organelle communication is known to cause diverse mitochondrial phenotypes and disrupt phospholipid biosynthesis [92,93], connecting phospholipid metabolism to mitochondrial functions, including xylose flux [31]. One possibility is that impaired regulation of Opi1 and Ino2/4 in *bcy1Δ* cells disrupt growth in the *bcy1Δ* strain due to insufficient levels of growth-supporting lipids (PC) via decreased production or increased recycling. But another possibility is that accumulation of methylated PE intermediates during the conversion to PC create a toxic buildup coupled with insufficient PC (Fig 4C). Ishiwata-Kimata et al. (2022) [51] found that accumulation of PMME leads to a growth defect by triggering the unfolded protein response and growth arrest. Accumulation of PDME in the *bcy1Δ* strain (Fig 4B and 4C) may also lead to ER stress, preventing growth paired with interfered ER-mitochondrial communication. Importantly, the evolved EWY55 strain does not share the *bcy1Δ* strain’s accumulation of PMDE, leading us to propose that EWY55 cells have overcome the possible bottleneck in PC synthesis (Fig 5D). Future studies analyzing pathway flux are needed to fully confirm the presence of and recovery from a bottleneck in phospholipid biosynthesis.

A major remaining question is how deletion of *BCY1*, but not *IRA2*, decouples growth from metabolism specifically under the conditions studied here. One possibility is that *BCY1* deletion upregulates PKA activity to a higher level than deletion of *IRA2*, whose activation of PKA is indirect via cAMP regulation [33]. PKA activity over some threshold could cause decoupling, as deletion of *BCY1* is well characterized to sensitize cells to environmental stressors [94]. An alternate model is that localized cAMP production could influence when and where PKA is active in *ira2Δ* cells. cAMP exists in concentration gradients in cells to control the subcellular location of active PKA [95–97]. It is possible areas with low cAMP concentration locally inactivate PKA in the *ira2Δ* strain, whereas *BCY1* deletion leads to wholesale activation of PKA throughout the cell. Fitting with this model, *BCY1* deletion inhibits growth and metabolism on non-fermentable carbon sources, causing cell death during the diauxic shift and stationary phase, likely from uninhibited PKA [98,99]. However, a third possibility is that loss of *BCY1* leads to misdirection of PKA activity. PKA can be directed to subcellular targets in higher eukaryotes via A-kinase anchoring proteins (AKAP) that bind to and direct localization of PKA [100]. While yeast do not possess orthologs of AKAPs, functional analogs have been proposed including Bcy1 itself [79,101,102]. Anaerobic xylose growth and metabolism may be decoupled in *bcy1Δ* strains via disrupted subcellular localization and substrate interactions of PKA that are coordinated by Bcy1. Additionally, Bcy1 is reported to interact with fatty acid synthases subunits (Fas1/2) [102], implying a direct, physical connection between PKA and lipid biosynthesis. While future studies of PKA localization and substrate interactions are needed to confirm this model, our results show that Bcy1 plays a special role in coordinating PKA activity. It is also possible that other signaling pathways, such as TORC1, may be involved in modulating growth and metabolism phenotypes under anaerobic xylose conditions [103], though our work thus far has not investigated a role for TORC1 in these phenotypes. Finally, this study has been solely focused on the RAS branch of PKA activation, but it is also possible that the Gpa2 branch possesses an important role in growth and metabolism coupling [104]. It is clear that more studies are required to obtain a complete understanding of this mechanism.

It is evident from this and many other studies that cells have deeply intertwined the regulation of multiple processes, and disrupting one can have dramatic impacts on many others. Our results here and in previous work implicate the importance of regulatory rewiring in decoupling cellular processes. While engineering xylose metabolism pathways is essential to enable the process, anaerobic xylose fermentation is not enacted without rewiring the regulatory system to simultaneously activate Snf1 along with PKA [31,32]. Here, we propose roles for several regulators, including Opi1 and Bcy1, among downstream effectors like Azf1, Aft1/2, Mga2, and Ino2/4, in modulating growth and metabolism decoupling on anaerobic xylose. Our results strongly suggest that upstream regulatory tinkering rather than altering individual downstream effectors will be required to optimally engineer new cell functions.

## Methods

### Media and growth conditions

Cells were grown in YP media (10 g/L yeast extract, 20 g/L peptone) with 20g/L of either glucose or xylose. Aerobic cultures were grown at 30°C with vigorous shaking. Anaerobic cultures were grown in a Coy anaerobic chamber (10% CO_2_, 10% H_2_, 80% N_2_) at 30°C with a metal stir bar for mixing. All cultures were inoculated with cells grown aerobically to saturation in YP-glucose and washed one time with the desired growth medium. Anaerobic cultures were inoculated into media incubated in the anaerobic chamber for >16 hours before inoculation. Cell density was monitored by optical density at 600 nm (OD_600_) with an Eppendorf Spectrophotometer. Sugar and ethanol concentrations were measured with HPLC-RID (Refractive Index Detector) analysis [27]. Growth on solid media (Fig S5C) was performed by collecting 1 OD worth of cells from a saturated YP-glucose culture, washing cells with YP-xylose, and plating serial dilutions onto solid YP medium with 2% xylose, with or without 100 μg/mL of nourseothricin. Plates were grown in a Coy anaerobic chamber for seven days before imaging.

### Strains and cloning

*Saccharomyces cerevisiae* strains used in this study are described in Table 3. Gene knockouts were created by homologous recombination with either *KanMX* or *Hph* cassettes [105,106] and confirmed with diagnostic PCRs. The *KanMX* cassette was rescued from the *bcy1Δ* and EWY55 strains with CRISPR-Cas9 using a gRNA specific for *KanMX* and a repair template containing the flanking sequence. The *bcy1Δ* or EWY55 strain’s allele of *OPI1*, *RIM8*, or *TOA1* was cloned into the pKI plasmid, carrying a nourseothricin [NAT] resistance marker, using standard cloning techniques. Plasmids were verified with Sanger sequencing, then transformed into the appropriate *bcy1Δ* or EWY55 KAN marker rescued strain using NTC selection.

**Table 3:** Strains used in this study.

Strain Name	Description	Ref
Y184	CRB strain with xylose utilization genes (G418-R), *gre3*::MR *isu1*::loxP-Hyg (Hyg-R)	[32]
Y184 *ira2Δ*	Y184 *ira2*::MR	[31]
Y184 *bcy1Δ*	Y184 *bcy1*::KanMX (Hyg-R, G418-R)	[32]
Y184 *ira2Δbcy1Δ*	Y184 *ira2*::MR *bcy1*::KanMX (G418-R)	[35]
EWY55	Y184 *bcy1*::KanMX (G418-R) *opi1-*T715G *tpk1-*G829C *toa1-*T354A *rim8-*C1591T chr. I dup.	This study
EWY87-1	Y184 *bcy1*::KanMX (G418-R) chr. VIII dup.	This study
EWY87-3	Y184 *bcy1*::KanMX (G418-R) *rpa43*A751G	This study
EWY89-1	Y184 *bcy1*::KanMX (G418-R) *hsc82*G235C Chr. X, XVI dup.	This study
EWY89-2	Chr. I, X, XVI, XIV^560217-625584^ dup.	This study
EWY89-3	Y184 *bcy1*::KanMX (G418-R) *hsc82*G235C Chr. I, IX, X, XVI, XIV560217-625585	This study
EWY55 *opi1Δ*	EWY55 *opi1*::*KanMX* (G418-R)	This study
EWY55 *rim8Δ*	EWY55 *rim8*::*KanMX* (G418-R)	This study
EWY55 *toa1Δ*	EWY55 *toa1*::*KanMX* (G418-R)	This study
EWY55 empty vector	EWY55 pJH1-NatMX	This study
EWY55 *opi1Δ* empty vector	EWY55 *opi1*::*KanMX* (G418-R) pJH1-NatMX	This study
EWY55 *opi1Δ* p*OPI1*-EWY55	EWY55 *opi1*::*KanMX* (G418-R) p*OPI1-*EWY55-NatMX	This study
EWY55 *opi1Δ* p*OPI1*-bcy1Δ	EWY55 *opi1*::*KanMX* (G418-R) p*OPI1-bcy1Δ*-NatMX	This study
EWY55 *rim8Δ* empty vector	EWY55 *rim8*::*KanMX* (G418-R) pJH1-NatMX	This study
EWY55 *rim8Δ* p*OPI1*-EWY55	EWY55 *rim8*::*KanMX* (G418-R) p*RIM8-*EWY55-NatMX	This study
EWY55 *rim8Δ* p*OPI1*-bcy1Δ	EWY55 *rim8*::*KanMX* (G418-R) p*RIM8-bcy1Δ*-NatMX	This study
EWY55 *toa1Δ* empty vector	EWY55 *toa1*::*KanMX* (G418-R) pJH1-NatMX	This study
EWY55 *toa1Δ* p*OPI1*-EWY55	EWY55 *toa1*::*KanMX* (G418-R) p*TOA1-*EWY55-NatMX	This study
EWY55 *toa1Δ* p*OPI1*-bcy1Δ	EWY55 *toa1*::*KanMX* (G418-R) p*TOA1-bcy1Δ*-NatMX	This study

### RNA-seq sample collection, RNA extraction, library preparation, and sequencing

Cells from saturated cultures of Y184, *ira2Δ*, *bcy1Δ*, and *ira2Δbcy1Δ* were used to inoculate anaerobic YPD cultures at OD_600_ 0.05. Cultures grew for five hours to early/mid-log phase. 50 mL of the culture was collected, washed with YPX, then used to inoculate anaerobic YPX cultures as described above. Cold 5% phenol/95% ethanol was added to the remaining 50mL YPD cultures, which were harvested by centrifuging at 3000 RPM for 3 minutes and flash frozen in liquid nitrogen. Cell pellets were stored at -80°C until further processing. The YPX cultures grew for 3.5 hours, when the *ira2Δ* strain resumed growth. Cold phenol/ethanol was added to the 50 mL cultures, which were harvested, flash frozen, and stored at -80°C. Samples were collected from three independent replicates performed on different days.

Total RNA was extracted using hot phenol lysis [107] and DNA was digested with Turbo-DNase (Life Technologies, Carlsbad, CA) for 30 minutes at 37°C. RNA was precipitated at 20°C in 2.5 M LiCl for 30 min. rRNA was depleted with EPiCenter Ribo-Zero Magnetic Gold Kit (Yeast) RevA kit (Illumina Inc, San Diego, CA), and the remaining RNA was purified using Agencourt RNACleanXP (Beckman Coulter, Indianapolis, IN) by following the manufacturers’ protocols. RNA-seq libraries were created with the Illumnia TruSeq stranded total RNA kit (Illumina) following the preparation guide (revision C), AMPure XP beads were used for PCR purification (Beckman Coulter, Indianapolis, IN), and cDNA generated with SuperScript II reverse transcriptase (Invitrogen, Carlsbad, CA) as described in the Illumina kit. Libraries were standardized to 2 μM and clusters were generated with standard Cluster kits (version 3) and the Illumina Cluster station. Paired-end 50-bp reads were generated using standard SBS chemistry (version 3) on an Illumina NovaSeq 6000 sequencer.

### RNA-seq data processing and analysis

RNA-seq reads were processed with Trimmomatic version 0.3 [108] and mapped to the Y22-3 genome [58] using BWA-MEM version 0.7.17 with default settings. Read counts were calculated with HTSeq version 0.6.0 [109] using the Y22-3 gene annotations. All raw data were deposited in the NIH GEO database (GSE220465). Raw sequence counts were normalized using trimmed mean of M-values (TMM) method [110]. log_2_ fold changes (FC) between YP-xylose and YP-glucose samples for each strain and replicate were calculated, then hierarchical clustered using Gene Cluster 3.0 [111] and visualized with Java Treeview version 1.2.0 [112]. Differential expression was analyzed using linear modeling in edgeR version 4.0.3 [113] using pairwise and group comparisons, calling significance at < 0.05 Benjamini and Hochberg false discovery rate (FDR) [114]. Genes in Fig 2B were identified by pairwise comparisons between The Y184, *bcy1Δ*, and *ira2Δbcy1Δ* strains with the *ira2Δ* strain. Genes in Fig 2C were identified by comparing the *ira2Δ*, *bcy1Δ*, and *ira2Δbcy1Δ* strains as a group in the statistical model with the Y184 strain. Genes in Fig 3A were identified first by pairwise comparison between the *ira2Δ* and *bcy1Δ* strains, then subsequently further grouped by genes reproducibly expressed in opposing directions between the two strains (e.g. log_2_FC > 0 in *bcy1Δ* and log_2_FC < 0 in *ira2Δ*).

Genes differentially expressed between EWY55 and *bcy1Δ* strains grown anaerobically on xylose were identified using edgeR version 4.0.3 [113] at FDR [114] < 0.05. Genes were median centered, the log_2_ YPX abundance of EWY55 or *ira2Δ* transcripts, relative to log_2_ *bcy1Δ* YPX abundance were calculated, then hierarchically clustered Gene Cluster 3.0 [111] and visualized in Java Treeview version 1.2.0 [112].

Functional gene ontology (GO) term and transcriptional regulator enrichment was performed using SetRank [115]; an FDR cutoff of 0.05 was used for transcription target analysis and a Bonferroni corrected *p*-value cutoff of 10^−4^ was used to assess overlapping GO categories. Targets of transcription factors were downloaded from YeasTract [116] using only targets with DNA binding evidence. Upstream regulatory motifs were identified with MEME suite version 5.4.1 [117] and associated transcription factors were implicated using Tomtom [118].

### Lipidomics sample collection and preparation

Cells were grown as described previously for the RNAseq collection, flash frozen in liquid nitrogen, then stored at -80°C. On the day of analysis, each sample was removed from -80°C and maintained on dry ice until time of extraction. 240 μL chilled methanol was added to cell pellet samples in their native tubes over dry ice. Native tubes were transferred to ice and then vortexed. Samples were then transferred to 2 mL microcentrifuge tubes over ice. Next 800 μL of chilled methyl tert-butyl ether (MTBE) was added to native tubes followed by vortexing; these samples were also transferred to the microcentrifuge tube. Microcentrifuge tubes were then vortexed for 10 seconds. A 1/32 teaspoon (0.15 mL) of 1,180 μm glass beads (16–25 US sieve) was added to each tube along with 200 μL LC-MS grade water. Tubes were vortexed for 10 seconds. All tubes were centrifuged at 4°C for 2 minutes at 5,000 x g to pellet cell debris. An extraction blank was prepared per sample preparation steps directly into a 2 mL microcentrifuge tube without yeast.

200 μL of the top (lipophilic) layer from each tube was aliquoted into a low volume amber borosilicate glass autosampler vial with tapered insert. For pooled YPD and pooled YPX samples, the 200 μL aliquot was performed in duplicate. Each vial was dried in a vacuum concentrator for approximately one hour. For pooled YPD and pooled YPX samples, resuspension was performed with 50 μL of a 9:1 MeOH:toluene solution on the first of two preparations (“1X”) while the second preparation was resuspended in 25 μL of 9:1 MeOH:toluene (“2X”). Remaining dried samples were resuspended in 50 μL of 9:1 MeOH:toluene. Each vial was vortexed vigorously for 10 seconds to ensure resuspension of the dried contents. Samples were placed in the instrument’s autosampler at 4°C to await injection.

### Lipidomics LC-MS analysis

LC-MS/MS analysis was performed using an Acquity CSH C18 column (2.1 mm × 100 mm, 1.7 μm particle size, Waters) held at 50°C and a Vanquish Binary Pump (400 μL/mL flow rate; Thermo Scientific, Waltham, MA). Mobile phase A consisted of ACN:H2O (70:30, v/v) with 10 mM ammonium acetate and 0.025% acetic acid. Mobile phase B consisted of IPA:ACN (9:1, v/v) with 10 mM ammonium acetate and 0.025% acetic acid. Initially, mobile phase B was held at 2% for 2 min and increased to 30% over 3 min. In consecutive ramping steps, mobile phase B was increased to 50% over 1 minute, increased to 85% over 14 minutes, and increased to 99% over 1 minute. The gradient was held at 99% mobile phase B for 7 minutes, then decreased to 2% over 0.25 minutes. The column was equilibrated at 2% mobile phase B for 1.75 minutes before the next injection. 10 μL of each extract was injected by a Vanquish Split Sampler HT autosampler (Thermo Scientific, Waltham, MA) in a randomized order.

The LC system was coupled to a Q Exactive HF Orbitrap mass spectrometer (MS) through a heated electrospray ionization (HESI II) source (Thermo Scientific, Waltham, MA). Source conditions were as follows: HESI II and capillary temperature at 350°C, sheath gas flow rate at 25 units, aux gas flow rate at 15 units, sweep gas flow rate at 5 units, spray voltage at |3.5 kV|, and S-lens RF at 60.0 units. The MS was operated in a polarity switching mode acquiring positive and negative full MS and MS2 spectra (Top2) within the same injection. Acquisition parameters for full MS scans in both modes were 30,000 resolution, 1 × 106 automatic gain control (AGC) target, 100 ms ion accumulation time (max IT), and 200 to 2000 m/z scan range. MS2 scans in both modes were then performed at 30,000 resolution, 1 × 105 AGC target, 50 ms max IT, 1.0 m/z isolation window, stepped normalized collision energy (NCE) at 20, 30, 40, and a 10.0 s dynamic exclusion.

### Lipidomics data analysis

The resulting LC–MS data were processed using Compound Discoverer 3.1 (Thermo Scientific, Waltham, MA) and LipiDex, an in-house-developed software suite [119]. All peaks between 0.4 min and 21.0 min retention time and between100 Da and 5000 Da MS1 precursor mass were aggregated into compound groups using a 10-ppm mass, 0.2 min retention time tolerance, a minimum peak intensity of 1x10^5, a maximum peak-width of 0.75 min, and a signal-to-noise (S/N) ratio of 3. Features were required to be 5-fold greater intensity in samples than blanks. MS/MS spectra were searched against an in-silico generated lipid spectral library. Spectral matches were required to have a dot product score greater than 500 and a reverse dot product score greater than 700. Lipid MS/MS spectra which contain acyl-chain specific fragments and contained no significant interference (<75%) from co-eluting isobaric lipids were identified at molecular species level. If individual fatty acid substituents were unresolved, then identifications were made with the sum of the fatty acid substituents. Lipid features were further filtered based on 1) presence in a minimum of two raw files, 2) a median absolute retention time deviation of 3.5, and 3) average pooled relative standard deviations of less than 30%.

Differential abundance of lipids was analyzed with linear modeling in edgeR version 4.0.3 using pairwise comparisons and a Benjamini and Hochberg [114] FDR < 0.05 to call significance. After the log_2_FC between YP-xylose and YP-glucose samples for each strain was calculated, lipids were hierarchically cluster in Gene Cluster 3.0 [111] and visualized in Java Treeview 1.2.0 [112]. For all phosphatidylcholine moieties, a paired ANOVA with a cutoff of *p* < 0.05 was performed between *ira2Δ* and *bcy1Δ* samples. All raw and processed lipidomics data files were deposited in MassIVE database under dataset number MSV000090868.

For EWY55 lipidomics data, differential abundance of lipids was analyzed by calculating the log_2_(fold change) ratio between YPX and YPD samples for each strain and replicate. The paired log_2_(fold change) differences between EWY55 and *ira2Δ* or *bcy1Δ* samples were calculated, and an absolute value difference greater than 1.5 on a log_2_ scale was called significant. Average log_2_(fold change) of classified, significant lipid classes of interest were calculated along with standard error, and significant differences in lipid classes were called by a paired ANOVA.

### Phosphoproteomics data

Phosphoproteomics data from Myers et al. (2019) [32] was analyzed to compare the phosphorylation of phospholipid biosynthesis enzymes. Reproducible pairwise comparisons between YP-xylose samples of strains with a log_2_ fold-change >2 were called significant.

### Inositol and choline supplementation

YP-xylose medium was prepared as described above. Myo-inositol (Sigma, Burlington, MA) was added to a final concentration of 75 μM and choline (Thermo Scientific, Waltham, MA) to a concentration of 10 mM. Anaerobic cultures were inoculated from saturated overnight cultures to an OD_600_ of 0.1. Growth, xylose concentration, and ethanol concentration was monitored over 44 hours. A paired ANOVA between YP-xylose and YP-xylose-inositol-choline cultures was performed to determine significant differences between growth using a *p* value cutoff of 0.05.

### Adaptive laboratory evolutions

*bcy1Δ* cells were inoculated in anaerobic YP-glucose medium at an OD_600_ of 0.01 and grown for ~21 generations. This was used to seed a fresh anaerobic YP-glucose culture at an OD_600_ of 0.01, which grew for ~7 generations. From this, a YP-2% xylose 0.1% glucose culture was seeded at an OD_600_ of 0.01, then grown for ~7 generations. This process was repeated four more times before plating the culture on YP-xylose and collecting single colonies capable of growing anaerobically on xylose. Evolutions were performed in three independent cultures.

### Evolved *bcy1Δ* strain genome sequencing and analysis

Evolved *bcy1Δ* strains were grown aerobically in YP-glucose and genomic DNA was extracted using the Qiagen (Hilden, Germany) Genomic-tip 20/G kit following manufacturer’s protocol. Genomic DNA was fragmented into ~200 bp fragments using a sonifier with four minutes on and one minute off while incubating on ice, repeated for a total of four cycles. DNA libraries were made using the NEBNext Ultra II DNA Library Prep Kit for Illumina protocol, using the NEBNext Multiplex Oligos for Illumina (Dual Index Primers Set 1) (New England Biolabs, Ipswich, MA). Paired-end 300 bp reads were generated on an Illumina MiSeq.

Variants in the parental *bcy1Δ* strain were identified with GATK version 4.2 (Broad Institute) and substituted into the Y22-3 reference genome as a mapping reference. Reads were mapped to the newly generated *bcy1Δ* strain genome, and variants were called using GATK version 4.2 and single nucleotide polymorphisms (SNPs) annotated with SnpEff version 5.0 and vcftools version v0.,1.12b. Only SNPs occurring in the coding region of a gene were considered for further analysis and verified with Sanger sequencing.

## Supporting information

S1 Fig PKA pathway mutants share similar growth and metabolism phenotypes when grown anaerobically on YPD. **A-C.** Average (n = 3 biological replicates) (**A)** growth (OD600, optical density), (**B**) glucose concentration, and (**C**) ethanol concentration of *ira2Δ*, *bcy1Δ*, and *ira2Δbcy1Δ* strains grown anaerobically on rich glucose medium (*p* > 0.05, ANOVA).
(TIF)

S2 Fig Transcriptomic profile of strains with varying xylose utilization and growth capabilities show RP transcripts are not limiting. **A**. Expression of 5834 genes (rows) detected in all four strains (Y184, *ira2Δ*, *bcy1Δ*, *ira2Δbcy1Δ*), organized by hierarchical clustering of log_2_(fold change) upon glucose-to-xylose shift, as described in Fig 2. Each column represents one of three biological replicates of the denoted strain listed above. **B**. Expression of 135 ribosomal protein genes (rows) in all four strains (Y184, *ira2Δ*, *bcy1Δ*, *ira2Δbcy1Δ*), organized by hierarchical clustering of log_2_(fold change) upon glucose-to-xylose shift. The blue-yellow heatmap on the left represents the log_2_(fold change) in expression upon glucose to xylose shift across biological triplicates (columns). The purple-green heatmap on the right represents the abundance of each transcript (rows) in each strain grown on glucose (G) or xylose (X), relative to the average (n = 3) abundance of transcripts measured in the Y184 YPD sample.
(TIF)

S3 Fig Genes expression changes specific to the *bcy1Δ* strain show changes in induction/repression and not basal mRNA abundances. **A**. Expression of 654 genes whose log_2_(fold change) upon glucose to xylose shift is different (FDR < 0.05) between the *ira2Δ* and *bcy1Δ* strains and whose change in expression is in the opposite direction (increased or decreased) across strains. (see Methods for details). The yellow-blue heatmap on the left represents the YPX/YPD log_2_(fold change). The green-purple heatmap on the right represents transcript (rows) abundance in anaerobic glucose (G) and anaerobic xylose (X) relative to the average (n = 3) abundance of transcript in the Y184 YPD sample. **B**. ~500 base pairs upstream of the ORF for genes repressed in the *bcy1Δ* strain upon shift to xylose were analyzed for enriched motifs (bottom motif; MEME Suite), analyzed for known transcription factor binding sites (TOMTOM), and identified the Aft1/2 consensus site (top motif; see Methods for details). **C**. Expression of 77 genes from A whose promoters are physically bound by Ino2 and/or Ino4, organized by hierarchical clustering.
(TIF)

S4 Fig Phosphatidylcholine abundance upon shift to xylose is lower in *bcy1Δ* cells compared to *ira2Δ* cells. **A.** The majority of phosphatidylcholine species (rows) identified show significantly lower log_2_(fold change) upon the shift from glucose to xylose in the *bcy1Δ* and *ira2Δbcy1Δ* compared to the *ira2Δ* strain (*p* = 0.0015082, ANOVA).
(TIF)

S5 Fig Evolved *bcy1Δ* strain recapitulates the *ira2Δ* strain’s phenotype but not transcriptome. **A-B.** Average (n = 3 biological replicates) of **(A)** xylose concentration or **(B)** ethanol concentration for *ira2Δ*, *bcy1Δ*, and EWY55 strains anaerobically grown in rich xylose medium (*p* > 0.05, ANOVA). **C.** Representatives of multiple replicates of EWY55 or EWY55 cells lacking *OPI1* (top panels), *RIM8* (middle panels), or *TOA1* (bottom panels) and complemented with an empty vector or parental or evolved allele grown anaerobically on solid xylose (left) or glucose (right) medium with NTC selection. **D.** Average (n = 3 biological replicates) of ethanol concentration for EWY55 and EWY55 *opi1Δ* strains anaerobically grown in rich xylose medium (*p* > 0.05).
(TIF)

S6 Fig Directed evolution on anaerobic xylose generated multiple evolved strains with varying growth rates. **A-E.** Average (n = 3 biological replicates) growth (OD600, optical density) of *ira2Δ*, *bcy1Δ*, EWY55, and **(A)** EWY87-1, **(B)** EWY87-3, **(C)** EWY89-1, **(D)** EWY89-2, or **(E)** EWY89-3 strains grown anaerobically on rich xylose medium (*p* < 10^−4^, ANOVA).
(TIF)

S1 Table log_2_(fold change) (n = 3) for all transcripts in dataset. Companion table for S2A Fig.
(XLSX)

S2 Table log_2_(fold change) (n = 3) for transcripts that significantly differ in fold change upon xylose shift in Y184, *bcy1Δ*, and *ira2Δbcy1Δ* cells compared to the *ira2Δ* strain. Companion table for Fig 2B.
(XLSX)

S3 Table Average (n = 3) log_2_(fold change) of cell cycle kinase and cyclin transcripts.

S4 Table log_2_(fold change) (n = 3) for ribosomal protein transcripts. Companion table for S2B Fig.
(XLSX)

S5 Table log_2_(fold change) (n = 3) for transcripts that significantly differ in fold change upon xylose shift in the xylose fermenting strains (*ira2Δ*, *bcy1Δ*) compared to the Y184 strain. Data for *ira2Δbcy1Δ* cells is also shown. Companion table for Fig 2C.
(XLSX)

S6 Table log_2_(fold change) (n = 3) for transcripts that are annotated in central carbon metabolism and significantly differ in fold change upon xylose shift in *ira2Δ* and *bcy1Δ* cells compared to the Y184 strain. Data for *ira2Δbcy1Δ* cells is also shown. Companion table for Fig 2D.
(XLSX)

S7 Table log_2_(fold change) (n = 3) for transcripts that significantly differ in fold change and directionality upon xylose shift in *bcy1Δ* cells compared to *ira2Δ* cells. Companion table for Fig 3A.
(XLSX)

S8 Table Functional gene ontology enrichments for clusters in Fig 3A.

S9 Table log_2_(fold change) (n = 3) for Ino2/4 gene targets that significantly differ in fold change and directionality upon xylose shift in *bcy1Δ* cells compared to *ira2Δ* cells. Companion table for S3C Fig.
(XLSX)

S10 Table log_2_(fold change) (n = 3) for all lipids in dataset.

S11 Table log_2_(fold change) in abundance (n = 3) for lipids that significantly differ in fold change upon xylose shift in *ira2Δ*, *bcy1Δ*, and *ira2Δbcy1Δ* cells compared to the Y184 strain. Companion table for Fig 4A.
(XLSX)

S12 Table log_2_(fold change) in abundance (n = 3) for lipids that significantly differ in fold change upon xylose shift in *ira2Δbcy1Δ* cells compared to the *ira2Δ* strain. Companion table for Fig 4B.
(XLSX)

S13 Table log_2_(fold change) in abundance (n = 3) for all phosphatidylcholine entities. Companion table for S4 Fig.
(XLSX)

S14 Table Transcripts whose abundance significantly differs in EWY55 cells compared to the *bcy1Δ* strain in xylose. Transcript abundance differences (n = 3) of EWY55 and *ira2Δ* compared to *bcy1Δ* cells.
(XLSX)

S15 Table Transcripts (n = 3) whose abundance significantly differs in EWY55 and *ira2Δ* cells compared to the *bcy1Δ* strain in xylose. Companion table for Fig 5C.
(XLSX)

S16 Table Transcript abundance differences of phospholipid biosynthetic genes in EWY55 and *ira2Δ* cells compared to *bcy1Δ* cells on xylose.

S17 Table log_2_(fold change) in abundance (n = 3) for lipids that significantly differ in fold change upon xylose shift in EWY55 cells compared to the *bcy1Δ* strain. Companion table for Fig 5D.
(XLSX)

## References

[1] SpellmanPT, SherlockG, ZhangMQ, IyerVR, AndersK, EisenMB, et al. Comprehensive identification of cell cycle-regulated genes of the yeast Saccharomyces cerevisiae by microarray hybridization. Mol Biol Cell [Internet]. 1998 Oct 13 [cited 2020 Jun 26];9(12):3273–97. Available from: https://www.molbiolcell.org/doi/abs/ doi: 10.1091/mbc.9.12.3273 9843569PMC25624

[2] EwaldJC, KuehneA, ZamboniN, SkotheimJM. The Yeast Cyclin-Dependent Kinase Routes Carbon Fluxes to Fuel Cell Cycle Progression. Mol Cell [Internet]. 2016 May 19 [cited 2022 Jun 16];62(4):532–45. Available from: http://www.cell.com/article/S1097276516001283/fulltext. doi: 10.1016/j.molcel.2016.02.017 27203178PMC4875507

[3] ZhaoG, ChenY, CareyL, FutcherB. Cyclin-Dependent Kinase Co-Ordinates Carbohydrate Metabolism and Cell Cycle in S. cerevisiae. Mol Cell [Internet]. 2016 May 19 [cited 2019 Apr 26];62(4):546–57. Available from: https://www.sciencedirect.com/science/article/pii/S1097276516301022?via%3Dihub.2720317910.1016/j.molcel.2016.04.026PMC4905568

[4] BlankHM, PapoulasO, MaitraN, GargeR, KennedyBK, SchillingB, et al. Abundances of transcripts, proteins, and metabolites in the cell cycle of budding yeast reveal coordinate control of lipid metabolism. Mol Biol Cell [Internet]. 2020 May 1 [cited 2020 Sep 28];31(10):1069–84. Available from: https://www.molbiolcell.org/doi/abs/10.1091/mbc.E19-12-0708 3212970610.1091/mbc.E19-12-0708PMC7346729

[5] BlankHM, PerezR, HeC, MaitraN, MetzR, HillJ, et al. Translational control of lipogenic enzymes in the cell cycle of synchronous, growing yeast cells. EMBO J [Internet]. 2017 Feb 15 [cited 2022 Jun 22];36(4):487–502. Available from: https://onlinelibrary.wiley.com/doi/full/10.15252/embj.201695050. 2805770510.15252/embj.201695050PMC5694946

[6] FajasL. Re-thinking cell cycle regulators: The cross-talk with metabolism. Front Oncol. 2013;3 JAN:4. doi: 10.3389/fonc.2013.00004 23355973PMC3555080

[7] FutcherB. Metabolic cycle, cell cycle, and the finishing kick to start. Genome Biol [Internet]. 2006 Apr 26 [cited 2022 Jun 17];7(4):1–5. Available from: https://genomebiology.biomedcentral.com/articles/10.1186/gb-2006-7-4-107. doi: 10.1186/gb-2006-7-4-107 16677426PMC1557985

[8] FutcherB. Tgl4 Lipase: A Big Fat Target for Cell-Cycle Entry. Mol Cell. 2009 Jan 30;33(2):143–4.1918775610.1016/j.molcel.2009.01.003

[9] LiuJ, WangX, DaiG, ZhangY, BianX. Microbial chassis engineering drives heterologous production of complex secondary metabolites. Biotechnol Adv. 2022 Oct 1;59:107966. doi: 10.1016/j.biotechadv.2022.107966 35487394

[10] ZhangC, OttenheimC, WeingartenM, JiLH. Microbial Utilization of Next-Generation Feedstocks for the Biomanufacturing of Value-Added Chemicals and Food Ingredients. Front Bioeng Biotechnol. 2022 Apr 11;10:486. doi: 10.3389/fbioe.2022.874612 35480982PMC9035589

[11] ShahAM, YangW, MohamedH, ZhangY, SongY. Microbes: A Hidden Treasure of Polyunsaturated Fatty Acids. Front Nutr. 2022 Mar 17;9:415. doi: 10.3389/fnut.2022.827837 35369055PMC8968027

[12] JoshiA, VermaKK, RajputVD, MinkinaT, AroraJ. Recent advances in metabolic engineering of microorganisms for advancing lignocellulose-derived biofuels. https://doi.org/101080/2165597920222051856 [Internet]. 2022 Apr 1 [cited 2022 Apr 4];13(4):8135–63. Available from: https://www.tandfonline.com/doi/abs/10.1080/21655979.2022.2051856. 3529731310.1080/21655979.2022.2051856PMC9161965

[13] DemekeMM, DumortierF, LiY, BroeckxT, Foulquié-MorenoMR, TheveleinJM. Combining inhibitor tolerance and D-xylose fermentation in industrial Saccharomyces cerevisiae for efficient lignocellulose-based bioethanol production. Biotechnol Biofuels [Internet]. 2013 Aug 26 [cited 2019 Jan 24];6(1):120. Available from: http://biotechnologyforbiofuels.biomedcentral.com/articles/10.1186/1754-6834-6-120. doi: 10.1186/1754-6834-6-120 23971950PMC3765968

[14] DemekeMM, DietzH, LiY, Foulquié-MorenoMR, MutturiS, DeprezS, et al. Development of a D-xylose fermenting and inhibitor tolerant industrial Saccharomyces cerevisiae strain with high performance in lignocellulose hydrolysates using metabolic and evolutionary engineering. Biotechnol Biofuels [Internet]. 2013 Jun 21 [cited 2019 Jan 24];6(1):89. Available from: http://biotechnologyforbiofuels.biomedcentral.com/articles/10.1186/1754-6834-6-89. doi: 10.1186/1754-6834-6-89 23800147PMC3698012

[15] LeeJW, YookS, KohH, Rao CV., Jin YS. Engineering xylose metabolism in yeasts to produce biofuels and chemicals. Curr Opin Biotechnol. 2021 Feb 1;67:15–25.3324613110.1016/j.copbio.2020.10.012

[16] LiX, ChenY, NielsenJ. Harnessing xylose pathways for biofuels production. Curr Opin Biotechnol [Internet]. 2019 Jun 1 [cited 2019 Apr 1];57:56–65. Available from: https://www.sciencedirect.com/science/article/pii/S0958166918300892?via%3Dihub. doi: 10.1016/j.copbio.2019.01.006 30785001

[17] van MarisAJA, AbbottDA, BellissimiE, van den BrinkJ, KuyperM, LuttikMAH, et al. Alcoholic fermentation of carbon sources in biomass hydrolysates by Saccharomyces cerevisiae: current status. Antonie Van Leeuwenhoek [Internet]. 2006 Nov 11 [cited 2019 Jan 24];90(4):391–418. Available from: http://link.springer.com/10.1007/s10482-006-9085-7. doi: 10.1007/s10482-006-9085-7 17033882

[18] JoshiS, MishraSD. Recent advances in biofuel production through metabolic engineering. Bioresour Technol. 2022 May 1;352:127037. doi: 10.1016/j.biortech.2022.127037 35318143

[19] PiotrowskiJS, ZhangY, BatesDM, KeatingDH, SatoTK, OngIM, et al. Death by a thousand cuts: the challenges and diverse landscape of lignocellulosic hydrolysate inhibitors. Front Microbiol [Internet]. 2014 Mar 14 [cited 2019 Jan 24];5:90. Available from: http://journal.frontiersin.org/article/10.3389/fmicb.2014.00090/abstract. doi: 10.3389/fmicb.2014.00090 24672514PMC3954026

[20] AlmeidaJRM, RunquistD, Sànchez NoguéV, LidénG, Gorwa-GrauslundMF. Stress-related challenges in pentose fermentation to ethanol by the yeast Saccharomyces cerevisiae. Biotechnol J [Internet]. 2011 Mar 1 [cited 2019 Jan 24];6(3):286–99. Available from: http://doi.wiley.com/10.1002/biot.201000301. 2130569710.1002/biot.201000301

[21] KimSR, LeeKS, ChoiJH, HaSJ, KweonDH, SeoJH, et al. Repeated-batch fermentations of xylose and glucose–xylose mixtures using a respiration-deficient Saccharomyces cerevisiae engineered for xylose metabolism. J Biotechnol. 2010 Nov 1;150(3):404–7. doi: 10.1016/j.jbiotec.2010.09.962 20933550

[22] KimSR, LeeKS, KongII, LesmanaA, LeeWH, SeoJH, et al. Construction of an efficient xylose-fermenting diploid Saccharomyces cerevisiae strain through mating of two engineered haploid strains capable of xylose assimilation. J Biotechnol. 2013 Mar 10;164(1):105–11. doi: 10.1016/j.jbiotec.2012.12.012 23376240

[23] JinY-S, LaplazaJM, JeffriesTW. Saccharomyces cerevisiae engineered for xylose metabolism exhibits a respiratory response. Appl Environ Microbiol [Internet]. 2004 Nov 1 [cited 2019 Mar 20];70(11):6816–25. Available from: http://www.ncbi.nlm.nih.gov/pubmed/15528549. doi: 10.1128/AEM.70.11.6816-6825.2004 15528549PMC525251

[24] KUYPERM, HARTOGM, TOIRKENSM, ALMERINGM, WINKLERA, VANDIJKENJ, et al. Metabolic engineering of a xylose-isomerase-expressing strain for rapid anaerobic xylose fermentation. FEMS Yeast Res [Internet]. 2005 Feb 1 [cited 2019 Jan 24];5(4–5):399–409. Available from: https://academic.oup.com/femsyr/article-lookup/doi/10.1016/j.femsyr.2004.09.010.1569174510.1016/j.femsyr.2004.09.010

[25] DemekeMM, Foulquié-MorenoM íR, DumortierF, TheveleinJM. Rapid Evolution of Recombinant Saccharomyces cerevisiae for Xylose Fermentation through Formation of Extra-chromosomal Circular DNA. PLOS Genet [Internet]. 2015 Mar 4 [cited 2022 Dec 22];11(3):e1005010. Available from: https://journals.plos.org/plosgenetics/article?id=10.1371/journal.pgen.1005010. doi: 10.1371/journal.pgen.1005010 25738959PMC4352087

[26] dos SantosLV, CarazzolleMF, NagamatsuST, SampaioNMV, AlmeidaLD, PirollaRAS, et al. Unraveling the genetic basis of xylose consumption in engineered Saccharomyces cerevisiae strains. Sci Rep [Internet]. 2016 Dec 21 [cited 2019 Jan 24];6(1):38676. Available from: http://www.nature.com/articles/srep38676. doi: 10.1038/srep38676 28000736PMC5175268

[27] ParreirasLS, BreuerRJ, Avanasi NarasimhanR, HigbeeAJ, La ReauA, TremaineM, et al. Engineering and Two-Stage Evolution of a Lignocellulosic Hydrolysate-Tolerant Saccharomyces cerevisiae Strain for Anaerobic Fermentation of Xylose from AFEX Pretreated Corn Stover. ZhangY-HP, editor. PLoS One [Internet]. 2014 Sep 15 [cited 2019 Jan 24];9(9):e107499. Available from: https://dx.plos.org/10.1371/journal.pone.0107499. doi: 10.1371/journal.pone.0107499 25222864PMC4164640

[28] KimSR, SkerkerJM, KangW, LesmanaA, WeiN, ArkinAP, et al. Rational and Evolutionary Engineering Approaches Uncover a Small Set of Genetic Changes Efficient for Rapid Xylose Fermentation in Saccharomyces cerevisiae. FongSS, editor. PLoS One [Internet]. 2013 Feb 26 [cited 2019 Jan 24];8(2):e57048. Available from: http://dx.plos.org/10.1371/journal.pone.0057048. doi: 10.1371/journal.pone.0057048 23468911PMC3582614

[29] KimSR, ParkYC, JinYS, SeoJH. Strain engineering of Saccharomyces cerevisiae for enhanced xylose metabolism. Biotechnol Adv. 2013 Nov 1;31(6):851–61. doi: 10.1016/j.biotechadv.2013.03.004 23524005

[30] TurnerTL, KimH, KongII, LiuJJ, ZhangGC, JinYS. Engineering and evolution of saccharomyces cerevisiae to produce biofuels and chemicals. Adv Biochem Eng Biotechnol [Internet]. 2018 [cited 2022 Dec 22];162:175–215. Available from: https://link.springer.com/chapter/10.1007/10_2016_22. doi: 10.1007/10_2016_22 27913828

[31] SatoTK, TremaineM, ParreirasLS, HebertAS, MyersKS, HigbeeAJ, et al. Directed Evolution Reveals Unexpected Epistatic Interactions That Alter Metabolic Regulation and Enable Anaerobic Xylose Use by Saccharomyces cerevisiae. CaudyA, editor. PLOS Genet [Internet]. 2016 Oct 14 [cited 2019 Jan 24];12(10):e1006372. Available from: https://dx.plos.org/10.1371/journal.pgen.1006372. doi: 10.1371/journal.pgen.1006372 27741250PMC5065143

[32] MyersKS, RileyNM, MacGilvrayME, SatoTK, McGeeM, HeilbergerJ, et al. Rewired cellular signaling coordinates sugar and hypoxic responses for anaerobic xylose fermentation in yeast. DudleyAM, editor. PLOS Genet [Internet]. 2019 Mar 11 [cited 2019 Mar 29];15(3):e1008037. Available from: http://dx.plos.org/10.1371/journal.pgen.1008037. doi: 10.1371/journal.pgen.1008037 30856163PMC6428351

[33] ConradM, SchothorstJ, KankipatiHN, Van ZeebroeckG, Rubio-TexeiraM, TheveleinJM. Nutrient sensing and signaling in the yeast *Saccharomyces cerevisiae*. FEMS Microbiol Rev [Internet]. 2014 Mar 1 [cited 2019 Jan 24];38(2):254–99. Available from: https://academic.oup.com/femsre/article-lookup/doi/10.1111/1574-6976.12065.2448321010.1111/1574-6976.12065PMC4238866

[34] Van ZeebroeckG, Rubio-TexeiraM, SchothorstJ, TheveleinJM. Specific analogues uncouple transport, signalling, oligo-ubiquitination and endocytosis in the yeast Gap1 amino acid transceptor. Mol Microbiol [Internet]. 2014 Jul 1 [cited 2022 Dec 22];93(2):213–33. Available from: https://onlinelibrary.wiley.com/doi/full/10.1111/mmi.12654. 2485206610.1111/mmi.12654PMC4285233

[35] WagnerER, MyersKS, RileyNM, CoonJJ, GaschAP. PKA and HOG signaling contribute separable roles to anaerobic xylose fermentation in yeast engineered for biofuel production. PLoS One [Internet]. 2019 May 1 [cited 2022 Dec 15];14(5):e0212389. Available from: https://journals.plos.org/plosone/article?id=10.1371/journal.pone.0212389. doi: 10.1371/journal.pone.0212389 31112537PMC6528989

[36] GaschAP, SpellmanPT, KaoCM, Carmel-HarelO, EisenMB, StorzG, et al. Genomic Expression Programs in the Response of Yeast Cells to Environmental Changes. Silver PA, editor. Mol Biol Cell [Internet]. 2000 Dec [cited 2019 Mar 19];11(12):4241–57. Available from: http://www.molbiolcell.org/doi/10.1091/mbc.11.12.4241.1110252110.1091/mbc.11.12.4241PMC15070

[37] GaschAP, HuangM, MetznerS, BotsteinD, ElledgeSJ, BrownPO. Genomic expression responses to DNA-damaging agents and the regulatory role of the yeast ATR Homolog Mec1p. Mol Biol Cell [Internet]. 2001 Oct 13 [cited 2022 Dec 13];12(10):2987–3003. Available from: https://www.molbiolcell.org/doi/10.1091/mbc.12.10.2987. 1159818610.1091/mbc.12.10.2987PMC60150

[38] BrauerMJ, HuttenhowerC, AiroldiEM, RosensteinR, MateseJC, GreshamD, et al. Coordination of growth rate, cell cycle, stress response, and metabolic activity in yeast. Mol Biol Cell [Internet]. 2008 Jan 24 [cited 2022 Sep 8];19(1):352–67. Available from: https://www.molbiolcell.org/doi/10.1091/mbc.e07-08-0779. 1795982410.1091/mbc.E07-08-0779PMC2174172

[39] CastrilloJI, ZeefLA, HoyleDC, ZhangN, HayesA, GardnerDCJ, et al. Growth control of the eukaryote cell: A systems biology study in yeast. J Biol [Internet]. 2007 Apr 30 [cited 2022 Jun 16];6(2):1–25. Available from: https://jbiol.biomedcentral.com/articles/10.1186/jbiol54. doi: 10.1186/jbiol54 17439666PMC2373899

[40] RegenbergB, GrotkjærT, WintherO, FausbøllA, ÅkessonM, BroC, et al. Growth-rate regulated genes have profound impact on interpretation of transcriptome profiling in Saccharomyces cerevisiae. Genome Biol [Internet]. 2006 Nov 14 [cited 2022 Sep 8];7(11):1–13. Available from: https://genomebiology.biomedcentral.com/articles/10.1186/gb-2006-7-11-r107. doi: 10.1186/gb-2006-7-11-r107 17105650PMC1794586

[41] AiroldiEM, HuttenhowerC, GreshamD, LuC, CaudyAA, DunhamMJ, et al. Predicting Cellular Growth from Gene Expression Signatures. PLOS Comput Biol [Internet]. 2009 [cited 2022 Sep 8];5(1):e1000257. Available from: https://journals.plos.org/ploscompbiol/article?id=10.1371/journal.pcbi.1000257. doi: 10.1371/journal.pcbi.1000257 19119411PMC2599889

[42] HoYH, ShishkovaE, HoseJ, CoonJJ, GaschAP. Decoupling Yeast Cell Division and Stress Defense Implicates mRNA Repression in Translational Reallocation during Stress. Curr Biol. 2018 Aug 20;28(16):2673–2680.e4. doi: 10.1016/j.cub.2018.06.044 30078561PMC6132260

[43] BaliM, ZhangB, MoranoKA, MichelsCA. The Hsp90 Molecular Chaperone Complex Regulates Maltose Induction and Stability of the Saccharomyces MAL Gene Transcription Activator Mal63p *. J Biol Chem [Internet]. 2003 Nov 28 [cited 2022 Jul 29];278(48):47441–8. Available from: http://www.jbc.org/article/S0021925820757662/fulltext. doi: 10.1074/jbc.M309536200 14500708

[44] PtacekJ, DevganG, MichaudG, ZhuH, ZhuX, FasoloJ, et al. Global analysis of protein phosphorylation in yeast. Nat 2005 4387068 [Internet]. 2005 Dec 1 [cited 2022 Jul 31];438(7068):679–84. Available from: https://www.nature.com/articles/nature04187. doi: 10.1038/nature04187 16319894

[45] MartinsTS, CostaV, PereiraC. Signaling pathways governing iron homeostasis in budding yeast. Mol Microbiol [Internet]. 2018 Aug 1 [cited 2020 Nov 5];109(4):422–32. Available from: http://doi.wiley.com/10.1111/mmi.14009. 2999531710.1111/mmi.14009

[46] JordáT, PuigS. Regulation of ergosterol biosynthesis in saccharomyces cerevisiae [Internet]. Vol. 11, Genes. MDPI AG; 2020 [cited 2020 Aug 27]. p. 1–18. Available from: /pmc/articles/PMC7397035/?report=abstract.10.3390/genes11070795PMC739703532679672

[47] LoewenCJR, GazparML, JeschSA, DelonC, KtistakisNT, HenrySA, et al. Phospholipid metabolism regulated by a transcription factor sensing phosphatidic acid. Science (80-) [Internet]. 2004 Jun 11 [cited 2022 Sep 8];304(5677):1644–7. Available from: https://www.science.org/doi/10.1126/science.1096083. 1519222110.1126/science.1096083

[48] SreenivasA, CarmanGM. Phosphorylation of the Yeast Phospholipid Synthesis Regulatory Protein Opi1p by Protein Kinase A *. J Biol Chem [Internet]. 2003 Jun 6 [cited 2021 Oct 8];278(23):20673–80. Available from: http://www.jbc.org/article/S0021925820733648/fulltext. doi: 10.1074/jbc.M300132200 12668681

[49] ChoiHS, HanGS, CarmanGM. Phosphorylation of Yeast Phosphatidylserine Synthase by Protein Kinase A: IDENTIFICATION OF SER46 AND SER47 AS MAJOR SITES OF PHOSPHORYLATION. J Biol Chem. 2010 Apr 9;285(15):11526–36. doi: 10.1074/jbc.M110.100727 20145252PMC2857031

[50] KlugL, DaumG. Yeast lipid metabolism at a glance. FEMS Yeast Res [Internet]. 2014 May 1 [cited 2021 Aug 11];14(3):369–88. Available from: https://academic.oup.com/femsyr/article/14/3/369/580500. doi: 10.1111/1567-1364.12141 24520995

[51] Ishiwata-KimataY, LeQG, KimataY. Induction and Aggravation of the Endoplasmic-Reticulum Stress by Membrane-Lipid Metabolic Intermediate Phosphatidyl-N-Monomethylethanolamine. Front Cell Dev Biol. 2022 Jan 6;9:3783. doi: 10.3389/fcell.2021.743018 35071223PMC8770322

[52] JiJ, GreenbergML. Cardiolipin function in the yeast S. cerevisiae and the lessons learned for Barth syndrome. J Inherit Metab Dis [Internet]. 2022 Jan 1 [cited 2022 Jul 13];45(1):60–71. Available from: https://onlinelibrary.wiley.com/doi/full/10.1002/jimd.12447. 3462613110.1002/jimd.12447PMC8755574

[53] OughtredR, Chatr-AryamontriA, BreitkreutzBJ, ChangCS, RustJM, TheesfeldCL, et al. Biogrid: A resource for studying biological interactions in yeast. Cold Spring Harb Protoc. 2016 Jan 1;2016(1):29–34. doi: 10.1101/pdb.top080754 26729913PMC5975956

[54] SuWM, HanGS, CascianoJ, CarmanGM. Protein Kinase A-mediated Phosphorylation of Pah1p Phosphatidate Phosphatase Functions in Conjunction with the Pho85p-Pho80p and Cdc28p-Cyclin B Kinases to Regulate Lipid Synthesis in Yeast. J Biol Chem. 2012 Sep 28;287(40):33364–76. doi: 10.1074/jbc.M112.402339 22865862PMC3460439

[55] ZhengJ, PayneJL, WagnerA. Cryptic genetic variation accelerates evolution by opening access to diverse adaptive peaks. Science (80-) [Internet]. 2019 Jul 26 [cited 2020 Dec 2];365(6451):347–53. Available from: http://science.sciencemag.org/. doi: 10.1126/science.aax1837 31346060

[56] Ishtar SnoekI, Yde SteensmaH. Why does Kluyveromyces lactis not grow under anaerobic conditions? Comparison of essential anaerobic genes of Saccharomyces cerevisiae with the Kluyveromyces lactis genome. FEMS Yeast Res [Internet]. 2006 May 1 [cited 2022 Dec 13];6(3):393–403. Available from: https://academic.oup.com/femsyr/article/6/3/393/563987. doi: 10.1111/j.1567-1364.2005.00007.x 16630279

[57] ChangYF, CarmanGM. Casein Kinase II Phosphorylation of the Yeast Phospholipid Synthesis Transcription Factor Opi1p *. J Biol Chem [Internet]. 2006 Feb 24 [cited 2022 Jun 29];281(8):4754–61. Available from: http://www.jbc.org/article/S0021925819767702/fulltext. doi: 10.1074/jbc.M513064200 16407309PMC1978165

[58] McIlwainSJ, PerisD, SardiM, Moskvin OV., ZhanF, MyersKS, et al. Genome sequence and analysis of a stress-tolerant, wild-derived strain of Saccharomyces cerevisiae used in biofuels research. G3 Genes, Genomes, Genet [Internet]. 2016 Jun 1 [cited 2022 Dec 13];6(6):1757–66. Available from: https://academic.oup.com/g3journal/article/6/6/1757/6029942. doi: 10.1534/g3.116.029389 27172212PMC4889671

[59] PalominoA, HerreroP, MorenoF. Rgt1, a glucose sensing transcription factor, is required for transcriptional repression of the HXK2 gene in Saccharomyces cerevisiae. Biochem J [Internet]. 2005 Jun 1 [cited 2023 Apr 24];388(2):697–703. Available from: /biochemj/article/388/2/697/93331/Rgt1-a-glucose-sensing-transcription-factor-is. doi: 10.1042/BJ20050160 15705057PMC1138978

[60] BustiS, CoccettiP, AlberghinaL, VanoniM. Glucose Signaling-Mediated Coordination of Cell Growth and Cell Cycle in Saccharomyces Cerevisiae. Sensors 2010, Vol 10, Pages 6195–6240 [Internet]. 2010 Jun 21 [cited 2023 Apr 24];10(6):6195–240. Available from: https://www.mdpi.com/1424-8220/10/6/6195/htm. doi: 10.3390/s100606195 22219709PMC3247754

[61] PanX, HeitmanJ. Sok2 Regulates Yeast Pseudohyphal Differentiation via a Transcription Factor Cascade That Regulates Cell-Cell Adhesion. Mol Cell Biol [Internet]. 2000 Nov 15 [cited 2020 Jul 14];20(22):8364–72. Available from: http://mcb.asm.org/. doi: 10.1128/MCB.20.22.8364-8372.2000 11046133PMC102143

[62] WardMP, GimenoCJ, FinkGR, GarrettS. SOK2 may regulate cyclic AMP-dependent protein kinase-stimulated growth and pseudohyphal development by repressing transcription. Mol Cell Biol [Internet]. 1995 Dec [cited 2022 Jul 2];15(12):6854–63. Available from: https://journals.asm.org/doi/abs/10.1128/MCB.15.12.6854. 852425210.1128/mcb.15.12.6854PMC230940

[63] DennisPP, BremerH. Regulation of ribonucleic acid synthesis in Escherichia coli Br: An analysis of a shift-up: 1. Ribosomal RNA chain growth rates. J Mol Biol. 1973 Mar 25;75(1):145–59.457658910.1016/0022-2836(73)90535-4

[64] DennisPP, BremerH. Differential rate of ribosomal protein synthesis in Escherichia coli B/r. J Mol Biol. 1974 Apr 15;84(3):407–22. doi: 10.1016/0022-2836(74)90449-5 4618855

[65] YoungR, BremerH. Polypeptide-chain-elongation rate in Escherichia coli B/r as a function of growth rate. Biochem J [Internet]. 1976 Nov 15 [cited 2022 Dec 13];160(2):185–94. Available from: /biochemj/article/160/2/185/11251/Polypeptide-chain-elongation-rate-in-Escherichia. doi: 10.1042/bj1600185 795428PMC1164221

[66] GourseRL, GaalT, BartlettMS, RossW. rRNA Transcription and growth rate-dependent regulation of ribosome synthesis in Escherichia coli. Artic Annu Rev Microbiol [Internet]. 1996 [cited 2022 Dec 13]; Available from: https://www.researchgate.net/publication/14302128. doi: 10.1146/annurev.micro.50.1.645 8905094

[67] CarreraJ, RodrigoG, SinghV, KirovB, JaramilloA. Empirical model and in vivo characterization of the bacterial response to synthetic gene expression show that ribosome allocation limits growth rate. Biotechnol J [Internet]. 2011 Jul 1 [cited 2022 Dec 13];6(7):773–83. Available from: https://onlinelibrary.wiley.com/doi/full/10.1002/biot.201100084. 2168196610.1002/biot.201100084

[68] ScottM, KlumppS, MateescuEM, HwaT. Emergence of robust growth laws from optimal regulation of ribosome synthesis. Mol Syst Biol [Internet]. 2014 Aug 1 [cited 2022 Dec 13];10(8):747. Available from: https://onlinelibrary.wiley.com/doi/full/10.15252/msb.20145379. 2514955810.15252/msb.20145379PMC4299513

[69] DaiX, ZhuM, WarrenM, BalakrishnanR, PatsaloV, OkanoH, et al. Reduction of translating ribosomes enables Escherichia coli to maintain elongation rates during slow growth. Nat Microbiol 2016 22 [Internet]. 2016 Dec 12 [cited 2022 Dec 13];2(2):1–9. Available from: https://www.nature.com/articles/nmicrobiol2016231. doi: 10.1038/nmicrobiol.2016.231 27941827PMC5346290

[70] DaiX, ZhuM, WarrenM, BalakrishnanR, OkanoH, WilliamsonJR, et al. Slowdown of translational elongation in Escherichia coli under hyperosmotic stress. MBio [Internet]. 2018 Jan 1 [cited 2022 Dec 13];9(1). Available from: https://journals.asm.org/doi/10.1128/mBio.02375-17. 2944057610.1128/mBio.02375-17PMC5821080

[71] Korem KohanimY, LeviD, JonaG, TowbinBD, BrenA, AlonU. A Bacterial Growth Law out of Steady State. Cell Rep. 2018 Jun 5;23(10):2891–900. doi: 10.1016/j.celrep.2018.05.007 29874577

[72] WuC, BalakrishnanR, BraniffN, MoriM, ManzanarezG, ZhangZ, et al. Cellular perception of growth rate and the mechanistic origin of bacterial growth law. Proc Natl Acad Sci U S A [Internet]. 2022 May 17 [cited 2022 Dec 13];119(20):e2201585119. Available from: https://www.pnas.org/doi/abs/10.1073/pnas.2201585119. 3554469210.1073/pnas.2201585119PMC9171811

[73] TowbinBD, KoremY, BrenA, DoronS, SorekR, AlonU. Optimality and sub-optimality in a bacterial growth law. Nat Commun 2017 81 [Internet]. 2017 Jan 19 [cited 2022 Dec 13];8(1):1–8. Available from: https://www.nature.com/articles/ncomms14123.10.1038/ncomms14123PMC525363928102224

[74] JordáT, RomeroAM, Perea-GarcíaA, RozèsN, PuigS. The lipid composition of yeast cells modulates the response to iron deficiency. Biochim Biophys Acta—Mol Cell Biol Lipids. 2020 Aug 1;1865(8):158707. doi: 10.1016/j.bbalip.2020.158707 32251724

[75] ChenOS, CrispRJ, ValachovicM, BardM, WingeDR, KaplanJ. Transcription of the yeast iron regulon does not respond directly to iron but rather to iron-sulfur cluster biosynthesis. J Biol Chem [Internet]. 2004 Jul 9 [cited 2022 Nov 14];279(28):29513–8. Available from: http://www.jbc.org/article/S0021925819712034/fulltext. doi: 10.1074/jbc.M403209200 15123701

[76] RobertsonLS, CaustonHC, YoungRA, FinkGR. The yeast A kinases differentially regulate iron uptake and respiratory function. Proc Natl Acad Sci U S A. 2000 May 23;97(11):5984–8. doi: 10.1073/pnas.100113397 10811893PMC18545

[77] SchothorstJ, Zeebroeck G Van, Thevelein JM. Identification of Ftr1 and Zrt1 as iron and zinc micronutrient transceptors for activation of the PKA pathway in saccharomyces cerevisiae. Microb Cell [Internet]. 2017 Mar 1 [cited 2021 Jan 26];4(3):74–89. Available from: /pmc/articles/PMC5349193/?report=abstract.2835739310.15698/mic2017.03.561PMC5349193

[78] BelottiF, TisiR, PaiardiC, RigamontiM, GroppiS, MarteganiE. Localization of Ras signaling complex in budding yeast. Biochim Biophys Acta—Mol Cell Res [Internet]. 2012 Jul 1 [cited 2019 Mar 13];1823(7):1208–16. Available from: https://www.sciencedirect.com/science/article/pii/S0167488912001073?via%3Dihub. doi: 10.1016/j.bbamcr.2012.04.016 22575457

[79] KocikRA, GaschAP. Breadth and Specificity in Pleiotropic Protein Kinase A Activity and Environmental Responses. Front Cell Dev Biol. 2022 Feb 16;10:334. doi: 10.3389/fcell.2022.803392 35252178PMC8888911

[80] VandermeulenMD, CullenPJ. Gene by Environment Interactions reveal new regulatory aspects of signaling network plasticity. PLOS Genet [Internet]. 2022 Jan 4 [cited 2022 Dec 22];18(1):e1009988. Available from: https://journals.plos.org/plosgenetics/article?id=10.1371/journal.pgen.1009988. doi: 10.1371/journal.pgen.1009988 34982769PMC8759647

[81] StanhillA, SchickN, EngelbergD. The yeast ras/cyclic AMP pathway induces invasive growth by suppressing the cellular stress response. Mol Cell Biol [Internet]. 1999 Nov 1 [cited 2019 Jan 24];19(11):7529–38. Available from: http://www.ncbi.nlm.nih.gov/pubmed/10523641. doi: 10.1128/MCB.19.11.7529 10523641PMC84760

[82] AunA, TammT, SedmanJ. Dysfunctional mitochondria modulate cAMP-PKA signaling and filamentous and invasive growth of saccharomyces cerevisiae. Genetics. 2013 Feb 1;193(2):467–81. doi: 10.1534/genetics.112.147389 23172851PMC3567737

[83] ChowJ, StarrI, JamalzadehS, MunizO, KumarA, GokcumenO, et al. Filamentation Regulatory Pathways Control Adhesion-Dependent Surface Responses in Yeast. Genetics [Internet]. 2019 Jul 1 [cited 2022 Dec 22];212(3):667–90. Available from: https://academic.oup.com/genetics/article/212/3/667/5931226. doi: 10.1534/genetics.119.302004 31053593PMC6614897

[84] CullenPJ, SpragueGF†. The Regulation of Filamentous Growth in Yeast. 2012;10.1534/genetics.111.127456PMC324936922219507

[85] ChowJ, DionneHM, PrabhakarA, MehrotraA, SomboonthumJ, GonzalezB, et al. Aggregate Filamentous Growth Responses in Yeast. mSphere [Internet]. 2019 Apr 24 [cited 2022 Dec 22];4(2). Available from: /pmc/articles/PMC6403458/. doi: 10.1128/mSphere.00702-18 30842272PMC6403458

[86] YoungBP, ShinJJH, OrijR, ChaoJT, LiSC, GuanXL, et al. Phosphatidic acid is a pH biosensor that links membrane biogenesis to metabolism. Science (80-). 2010 Aug 27;329(5995):1085–8.10.1126/science.119102620798321

[87] AnastasiaSD, NguyenDL, ThaiV, MeloyM, MacDonoughT, KelloggDR. A link between mitotic entry and membrane growth suggests a novel model for cell size control. J Cell Biol [Internet]. 2012 Apr 2 [cited 2021 Aug 16];197(1):89–104. Available from: www.jcb.org/cgi/doi/10.1083/jcb.201108108JCB89. 2245169610.1083/jcb.201108108PMC3317797

[88] ChauhanN, HanG, SomashekarappaN, GableK, DunnT, KohlweinSD. Regulation of sphingolipid biosynthesis by the morphogenesis checkpoint kinase Swe1. J Biol Chem [Internet]. 2016 Jan 29 [cited 2022 Nov 21];291(5):2524–34. Available from: http://www.jbc.org/article/S0021925820360877/fulltext. doi: 10.1074/jbc.M115.693200 26634277PMC4732232

[89] ClarkeJ, DephoureN, HoreckaI, GygiS, KelloggD. A conserved signaling network monitors delivery of sphingolipids to the plasma membrane in budding yeast. Mol Biol Cell [Internet]. 2017 Oct 1 [cited 2022 Nov 21];28(20):2589–99. Available from: https://www.molbiolcell.org/doi/10.1091/mbc.e17-01-0081. 2879426310.1091/mbc.E17-01-0081PMC5620368

[90] RaoMJ, SrinivasanM, RajasekharanR. Cell size is regulated by phospholipids and not by storage lipids in Saccharomyces cerevisiae. Curr Genet [Internet]. 2018 Oct 1 [cited 2022 Nov 21];64(5):1071–87. Available from: https://link.springer.com/article/10.1007/s00294-018-0821-0. doi: 10.1007/s00294-018-0821-0 29536156

[91] SommerRA, DewittJT, TanR, KelloggDR. Growth-dependent signals drive an increase in early g1 cyclin concentration to link cell cycle entry with cell growth. Elife. 2021 Oct 1;10. doi: 10.7554/eLife.64364 34713806PMC8592568

[92] KornmannB, CurrieE, CollinsSR, SchuldinerM, NunnariJ, WeissmanJS, et al. An ER-Mitochondria Tethering Complex Revealed by a Synthetic Biology Screen. Science [Internet]. 2009 Jul 7 [cited 2022 Nov 18];325(5939):477. Available from: /pmc/articles/PMC2933203/. doi: 10.1126/science.1175088 19556461PMC2933203

[93] KornmannB, WalterP. ERMES-mediated ER-mitochondria contacts: molecular hubs for the regulation of mitochondrial biology. J Cell Sci [Internet]. 2010 May 1 [cited 2022 Nov 18];123(9):1389–93. Available from: https://journals.biologists.com/jcs/article/123/9/1389/31714/ERMES-mediated-ER-mitochondria-contacts-molecular. doi: 10.1242/jcs.058636 20410371PMC2858017

[94] TodaT, CameronS, SassP, ZollerM, ScottJD, McMullenB, et al. Cloning and characterization of BCY1, a locus encoding a regulatory subunit of the cyclic AMP-dependent protein kinase in Saccharomyces cerevisiae. Mol Cell Biol [Internet]. 1987 Apr 1 [cited 2019 Mar 7];7(4):1371–7. Available from: http://www.ncbi.nlm.nih.gov/pubmed/3037314. doi: 10.1128/mcb.7.4.1371-1377.1987 3037314PMC365223

[95] BockA, AnnibaleP, KonradC, HannawackerA, AntonSE, MaiellaroI, et al. Optical Mapping of cAMP Signaling at the Nanometer Scale. Cell [Internet]. 2020 Sep 17 [cited 2020 Sep 23];182(0):1–12. Available from: https://linkinghub.elsevier.com/retrieve/pii/S0092867420309430. doi: 10.1016/j.cell.2020.07.035 32846156PMC7984459

[96] HouslayMD. Underpinning compartmentalised cAMP signalling through targeted cAMP breakdown. Trends Biochem Sci [Internet]. 2010 Feb 1 [cited 2019 Mar 13];35(2):91–100. Available from: https://www.sciencedirect.com/science/article/pii/S0968000409001923?via%3Dihub. doi: 10.1016/j.tibs.2009.09.007 19864144

[97] VandammeJ, CastermansD, TheveleinJM. Molecular mechanisms of feedback inhibition of protein kinase A on intracellular cAMP accumulation. Cell Signal [Internet]. 2012 Aug 1 [cited 2019 Jan 24];24(8):1610–8. Available from: https://www.sciencedirect.com/science/article/pii/S0898656812001167. doi: 10.1016/j.cellsig.2012.04.001 22522182

[98] CannonJF, GitanR, TatchellK. Yeast cAMP-dependent protein kinase regulatory subunit mutations display a variety of phenotypes. J Biol Chem [Internet]. 1990 Jul 15 [cited 2019 Mar 8];265(20):11897–904. Available from: http://www.ncbi.nlm.nih.gov/pubmed/2164021. 2164021

[99] PeckVM, FugeEK, PadillaPA, GomezMA, Werner-WashburneM. Yeast bcy1 mutants with stationary phase-specific defects. Curr Genet 1997 322 [Internet]. 1997 [cited 2022 Nov 18];32(2):83–92. Available from: https://link.springer.com/article/10.1007/s002940050251 929425510.1007/s002940050251

[100] LangebergLK, ScottJD. A-kinase-anchoring proteins. J Cell Sci [Internet]. 2005 Aug 1 [cited 2022 Nov 11];118(15):3217–20. Available from: https://journals.biologists.com/jcs/article/118/15/3217/28454/A-kinase-anchoring-proteins. doi: 10.1242/jcs.02416 16079273

[101] GriffioenG, BranduardiP, BallariniA, AnghileriP, NorbeckJ, BaroniMD, et al. Nucleocytoplasmic distribution of budding yeast protein kinase A regulatory subunit Bcy1 requires Zds1 and is regulated by Yak1-dependent phosphorylation of its targeting domain. Mol Cell Biol [Internet]. 2001 Jan 15 [cited 2019 Jan 25];21(2):511–23. Available from: http://www.ncbi.nlm.nih.gov/pubmed/11134339. doi: 10.1128/MCB.21.2.511-523.2001 11134339PMC86612

[102] GalelloF, MorenoS, RossiS. Interacting proteins of protein kinase A regulatory subunit in Saccharomyces cerevisiae. J Proteomics. 2014 Sep 23;109:261–75. doi: 10.1016/j.jprot.2014.07.008 25065647

[103] KunkelJ, LuoX, CapaldiAP. Integrated TORC1 and PKA signaling control the temporal activation of glucose-induced gene expression in yeast. Nat Commun [Internet]. 2019 Dec 1 [cited 2020 Sep 28];10(1):1–11. Available from: 10.1038/s41467-019-11540-y.31395866PMC6687784

[104] LiS, LiY, RushingBR, HarrisSE, McRitchieSL, JonesJC, et al. Multi-omics analysis of glucose-mediated signaling by a moonlighting Gβ protein Asc1/RACK1. PLOS Genet [Internet]. 2021 Jul 2 [cited 2023 Apr 20];17(7):e1009640. Available from: https://journals.plos.org/plosgenetics/article?id=10.1371/journal.pgen.1009640.3421407510.1371/journal.pgen.1009640PMC8282090

[105] HadfieldC, JordanBE, MountRC, PretoriusGHJ, BurakE. G418-resistance as a dominant marker and reporter for gene expression in Saccharomyces cerevisiae. Curr Genet 1990 184 [Internet]. 1990 Nov [cited 2022 Dec 13];18(4):303–13. Available from: https://link.springer.com/article/10.1007/BF00318211. doi: 10.1007/BF00318211 2174744

[106] KasterKR, BurgettSG, IngoliaTD. Hygromycin B resistance as dominant selectable marker in yeast. Curr Genet 1984 85 [Internet]. 1984 Jul [cited 2022 Dec 13];8(5):353–8. Available from: https://link.springer.com/article/10.1007/BF00419824. doi: 10.1007/BF00419824 24177815

[107] GaschAP. Yeast genomic expression studies using DNA microarrays. Methods Enzymol. 2002 Jan 1;350:393–414. doi: 10.1016/s0076-6879(02)50976-9 12073326

[108] BolgerAM, LohseM, UsadelB. Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics [Internet]. 2014 Aug 1 [cited 2022 Dec 13];30(15):2114–20. Available from: https://academic.oup.com/bioinformatics/article/30/15/2114/2390096. doi: 10.1093/bioinformatics/btu170 24695404PMC4103590

[109] AndersS, PylPT, HuberW. HTSeq—a Python framework to work with high-throughput sequencing data. Bioinformatics [Internet]. 2015 Jan 15 [cited 2022 Dec 13];31(2):166–9. Available from: https://academic.oup.com/bioinformatics/article/31/2/166/2366196. doi: 10.1093/bioinformatics/btu638 25260700PMC4287950

[110] RobinsonMD, OshlackA. A scaling normalization method for differential expression analysis of RNA-seq data. Genome Biol [Internet]. 2010 Mar 2 [cited 2022 Sep 8];11(3):1–9. Available from: https://genomebiology.biomedcentral.com/articles/10.1186/gb-2010-11-3-r25. doi: 10.1186/gb-2010-11-3-r25 20196867PMC2864565

[111] de HoonMJL, ImotoS, NolanJ, MiyanoS. Open source clustering software. Bioinformatics [Internet]. 2004 Jun 12 [cited 2021 May 21];20(9):1453–4. Available from: http://gcc.gnu.org. doi: 10.1093/bioinformatics/bth078 14871861

[112] SaldanhaAJ. Java Treeview—extensible visualization of microarray data. Bioinformatics [Internet]. 2004 Nov 22 [cited 2022 Dec 13];20(17):3246–8. Available from: https://academic.oup.com/bioinformatics/article/20/17/3246/186177. doi: 10.1093/bioinformatics/bth349 15180930

[113] RobinsonMD, McCarthyDJ, SmythGK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics [Internet]. 2010 Jan 1 [cited 2019 Mar 25];26(1):139–40. Available from: https://academic.oup.com/bioinformatics/article-lookup/doi/10.1093/bioinformatics/btp616. 1991030810.1093/bioinformatics/btp616PMC2796818

[114] BenjaminiY, HochbergY. Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. J R Stat Soc Ser B [Internet]. 1995 Jan 1 [cited 2022 Dec 13];57(1):289–300. Available from: https://onlinelibrary.wiley.com/doi/full/10.1111/j.2517-6161.1995.tb02031.x.

[115] SimillionC, LiechtiR, LischerHEL, IoannidisV, BruggmannR. Avoiding the pitfalls of gene set enrichment analysis with SetRank. BMC Bioinformatics [Internet]. 2017 Mar 4 [cited 2021 May 21];18(1):1–14. Available from: https://bmcbioinformatics.biomedcentral.com/articles/10.1186/s12859-017-1571-6.2825914210.1186/s12859-017-1571-6PMC5336655

[116] TeixeiraMC, MonteiroPT, GuerreiroJF, GonçalvesJP, MiraNP, Dos SantosSC, et al. The YEASTRACT database: an upgraded information system for the analysis of gene and genomic transcription regulation in Saccharomyces cerevisiae. Nucleic Acids Res [Internet]. 2014 Jan 1 [cited 2022 Dec 13];42(D1):D161–6. Available from: https://academic.oup.com/nar/article/42/D1/D161/1042148. doi: 10.1093/nar/gkt1015 24170807PMC3965121

[117] BaileyTL, BodenM, BuskeFA, FrithM, GrantCE, ClementiL, et al. MEME SUITE: tools for motif discovery and searching. Nucleic Acids Res [Internet]. 2009 Jul 1 [cited 2019 Mar 31];37(Web Server):W202–8. Available from: https://academic.oup.com/nar/article-lookup/doi/ doi: 10.1093/nar/gkp335 19458158PMC2703892

[118] GuptaS, StamatoyannopoulosJA, BaileyTL, NobleWS. Quantifying similarity between motifs. Genome Biol [Internet]. 2007 Feb 26 [cited 2022 Dec 13];8(2):1–9. Available from: https://genomebiology.biomedcentral.com/articles/10.1186/gb-2007-8-2-r24. doi: 10.1186/gb-2007-8-2-r24 17324271PMC1852410

[119] HutchinsPD, RussellJD, CoonJJ. LipiDex: An Integrated Software Package for High-Confidence Lipid Identification. Cell Syst [Internet]. 2018 May 23 [cited 2020 Nov 30];6(5):621–625.e5. Available from: /pmc/articles/PMC5967991/?report=abstract. doi: 10.1016/j.cels.2018.03.011 29705063PMC5967991

How the deposited data were processed for this re-analysis (not part of the article)

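RNA from 30 yeast cultures was sequenced in 2 experiments. The first holds 24 libraries, from Y184, *ira2Δ*, *bcy1Δ* and *ira2Δbcy1Δ* on glucose and after the move to xylose, with replicate letters A to C in each of the 8 groups. The second holds 6 libraries from xylose, 3 of EWY55 and 3 of *bcy1Δ*, with the letters D to F. Strain, sugar and letter of each library were taken from the sample titles. The title of 1 library, Y184 xylose A, names xylose where its growth-medium label names glucose, and it was taken as xylose, as the paper describes the design.

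The authors extracted RNA with hot phenol, depleted ribosomal RNA, made stranded TruSeq libraries and sequenced paired ends on a NovaSeq. They trimmed reads with Trimmomatic (version 0.3 in the sample labels), aligned them to the Y22-3 genome and counted reads per gene with HTSeq (0.6.0). The aligner is BWA-MEM in the methods text and Bowtie2 (2.2.2) in the labels. The deposited values are raw counts per feature with no scaling, whole numbers in both tables. Whether the counting used the strand is not stated, so a gene and its antisense partner may not be told apart.

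Each table has 6015 rows of open reading frames, 304 rows of RNA features that carry a number and no gene name, and 5 summary rows of reads assigned to no feature. The summary rows held 26.8% to 80.3% of all reads counted per library (median 47.2%), and reads of low mapping quality alone held 10.8% to 64.3% (median 29.6%). The RNA features held 4.23% to 6.33% of the reads assigned to features. Both kinds were left out of library sizes and tests. Of the open reading frames, 5559 carry a name of the S288C reference R64, which was used for gene names and chromosomes only, since the reads were aligned to another genome. No coordinates were used.

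Counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Genes were kept by edgeR's filterByExpr (minimum count 10, minimum total 15), which left 5150 genes in the first experiment, 5430 in the second and 5079 in the fit of 18 libraries without *ira2Δbcy1Δ*. Libraries were scaled with TMM, whose factors ran from 0.62 to 1.25. Every gene was tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest), p-values were adjusted by Benjamini and Hochberg over the genes tested, and a gene was called at an adjusted p under 0.05. The first experiment was fitted with 8 strain-by-sugar groups. The shift is xylose minus glucose within a strain, and differences between shifts were tested as interaction contrasts. For *ira2Δ* against the other 3 strains, and for Y184 against *ira2Δ* and *bcy1Δ*, the strains compared with were pooled into 1 group per sugar, as the paper's results text states. For Y184 its methods name a group that holds *ira2Δbcy1Δ* as well, which was fitted as an alternative. The second experiment was fitted alone. Values per library use log2 CPM with a prior count of 2.

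Lists of genes were tested with camera at a preset correlation of 0.01 on the same fit, and adjusted over all lists within a comparison. Enrichment of a list in a set of called genes was tested with a one-sided Fisher's exact test against the genes tested. The genes named are those of the paper's text, the deleted genes and the regulators the paper discusses, the 5 highest and 5 lowest of each strain's shift, and the 10 highest and 10 lowest of 4 further comparisons: the shift of *bcy1Δ* against *ira2Δ*, the shift of Y184 against *ira2Δ* and *bcy1Δ*, *ira2Δ* against *bcy1Δ* on xylose and EWY55 against *bcy1Δ*. These were taken among called genes with an average log2 CPM of at least 3 and the same direction in all 3 letters. Examples of a list are its called members with the largest absolute log2 fold change, at most 4 per list and comparison. The paper's supplementary tables had been seen when the rule was written.

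Gene totals per library ran from 372083 to 2443350 (median 1082000) in the first experiment and from 5903480 to 8672620 (median 6692100) in the second, and 5424 to 5640 and 5717 to 5770 genes had at least 1 count. No pair of replicates was a duplicate: over genes with at least 20 counts, the chi-square per gene between replicates was 1.76 to 29.7. The steps were tested on simulated data with the means, library sizes and spread of these libraries and 200 changed genes. Of 2-fold and 4-fold changes they recovered 97% and 100% for EWY55 against *bcy1Δ* (5385 genes), 25% and 84% for the shift of *bcy1Δ* against *ira2Δ* (5097 genes), and 7% and 59% for *ira2Δ* against the other strains pooled (5086 genes). Of the calls, 7.94%, 2.68% and 2.94% were of unchanged genes.

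The paper states that replicates were grown on different days, so the letters pair libraries across groups. It was checked whether libraries of the same letter deviate together from their group means: the median correlation across genes was 0.01 over 84 pairs in the first experiment (-0.36 to 0.34), against -0.01 over 168 pairs of different letters, and 0.07 over 3 pairs in the second (-0.15 to 0.16), against 0.04. The block of letters was fitted as an alternative. For the shifts, so was a block by culture, which pairs the glucose and xylose library of a strain and letter. Over the 12 such pairs the median correlation of deviations was 0.006 (-0.19 to 0.18). Other alternatives were RLE size factors, DESeq2, no filter on low counts, edgeR's legacy quasi-likelihood fit, its likelihood ratio test, a minimum absolute log2 fold change of 1, a fit of only the groups compared, the average of strains in place of pooled groups, other definitions of opposite shifts, Spearman correlations, camera with an estimated correlation, fry, and leaving out each library in turn. Fits that kept the RNA features, and fits without both *ira2Δbcy1Δ* glucose libraries of low TMM factor, were added after seeing the data. Each comparison was also run on other splits of its libraries, all of them or 100 drawn, and comparisons that share the *ira2Δ* libraries were set beside 20 simulated draws of unchanged strains.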

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

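The tests on *ISU1* and the splits of the cultures below were chosen after the result was seen, and the comparisons of strains and of gene lists were planned.

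A tested difference between strains in the response to xylose singled out the following values. The number of genes whose shift differed from that of *ira2Δ* was 187 for Y184, 1293 for *bcy1Δ* and 1509 for *ira2Δbcy1Δ*. Between Y184 and the fermenting strains *ira2Δ* and *bcy1Δ*, 311 genes differed, and leaving out 1 library moved that count by more than 1.5 times without Y184 glucose A (181), B (115), C (148), Y184 xylose A (186), C (141), *ira2Δ* glucose A (183), *ira2Δ* xylose A (563), B (533), *bcy1Δ* glucose A (202), B (186), C (185), *bcy1Δ* xylose B (197). Of 84 splits of the 9 cultures into 3 and 6, 2 called at least 311 genes: the real split and 1 other, with 1463. Splits that mix strains within a group carry strain differences in its spread, which lowers their calls, so chance cannot be excluded this way. The split with 1463 sets the 3 *bcy1Δ* cultures against Y184 and *ira2Δ*. It points to a structure of the samples in which *bcy1Δ* stands further apart than Y184, and the next split called 20. For 187, 1293 and 1509 genes, the 10 splits of 6 cultures are too few for a share under 0.05, and the highest other splits called 0, 1 and 0.

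In these 3 comparisons, which share the *ira2Δ* cultures, the lists below were also past the threshold with an estimated correlation, with the median log2 difference of each list. In Y184 the induced stress response stood at 1.43 (25 higher and 1 lower of 46), chaperones and the Hsp90 machinery at 1.34 (16 of 26 higher), glycogen and trehalose at 1.15 (8 of 17 higher) and peroxisomal fatty acid oxidation at 0.82 (6 of 19 higher). In *bcy1Δ* the respiratory chain and ATP synthase stood at -1.71 (28 of 31 lower), the TCA cycle at -1.63 (14 of 16 lower), the induced stress response at -1.56 (26 of 46 lower), peroxisomal fatty acid oxidation at -1.50 (14 of 19 lower) and daughter-cell separation at -1.49 (8 of 12 lower). In *ira2Δbcy1Δ* the values below 0 were peroxisomal fatty acid oxidation at -2.07 (15 of 19 lower), gluconeogenesis and the glyoxylate cycle at -1.95 (5 of 8 lower), the TCA cycle at -1.88 (16 of 16 lower), daughter-cell separation at -1.55 (8 of 12 lower), the respiratory chain and ATP synthase at -1.39 (23 of 31 lower), the induced stress response at -1.27 (26 of 46 lower), glucose-repressed genes at -1.27 (12 of 24 lower) and glycogen and trehalose at -1.04 (12 of 17 lower). Those above 0 in *ira2Δbcy1Δ* were ribosome biogenesis at 1.57 (92 higher and 1 lower of 112) and sulfate assimilation and methionine synthesis at 1.22 (13 of 21 higher). The adjusted p with an estimated correlation ran from 0.0018 for the stress response in Y184 to 0.0491 for glycogen and trehalose in *ira2Δbcy1Δ*.

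Transcripts that the paper's text does not discuss gave 2 further values. Of 197 numbered RNA features tested, 93 were called in EWY55 against *bcy1Δ*, 38 higher and 55 lower. Of the 5430 genes tested in this comparison 47.3% were called, so the features were called about as often as genes.

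The other value is *ISU1*, a gene replaced by a marker in the parent strain according to the paper, whose S14 and S15 Tables list its transcript. Libraries of both *IRA2*-deleted strains held *ISU1* reads at 16.9 CPM or more, 26.4 to 48.6 CPM in *ira2Δ* and 16.9 to 42.3 CPM in *ira2Δbcy1Δ*, and the 18 other libraries at 3.60 CPM or less. Reads shared with the paralog *ISU2* are argued against, because the lowest value of the *IRA2*-deleted strains was 4.69 times the highest of the other libraries while mean *ISU2* lay at 13.4 to 24.6 CPM in every strain. That lowest value is of *ira2Δbcy1Δ* glucose C, with 13 counts and a TMM factor of 0.62, so the ratio depends in part on this scaling. Exchanged labels of libraries are argued against too, since the 12 libraries labelled with an *IRA2* deletion held 0 reads of *IRA2*. A difference at the *ISU1* locus between the strains may remain as an explanation and was not tested: the paper's strain list gives hygromycin resistance, the marker placed at *ISU1*, for Y184 and *bcy1Δ* and not for *ira2Δ*, *ira2Δbcy1Δ* or EWY55, and EWY55 had at most 0.71 CPM.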

How the results depend on the processing

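Fits that kept the numbered RNA features, and fits without both *ira2Δbcy1Δ* glucose libraries of low TMM factor, were chosen after seeing the data, and all other alternatives below were planned. RLE size factors, no filter on low counts, edgeR's legacy quasi-likelihood fit and fits with the RNA features each left all 28 counts of genes within 1.5 times their value, and DESeq2 left 27. A library of *ira2Δ* on xylose holds 372083 reads on genes. In counts simulated with the depth and spread of these libraries, more 2-fold differences between shifts were missed than found. Depth was not varied apart from spread, so its own part in this was not tested. The largest shift that RLE scaling gave to the median of all genes was -0.0792, for *ira2Δbcy1Δ* against *ira2Δ*. Every alternative gave a value. The cause was not tested for any of the changes below, except where fewer libraries, or a stricter rule, set a lower count by construction.

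With DESeq2, 16 genes set *ira2Δ* apart from the other strains in place of 0. The likelihood ratio test gave 3 for that comparison, 76 for *bcy1Δ* against *ira2Δ* on glucose in place of 50 and 495 for Y184 against *ira2Δ* and *bcy1Δ* in place of 311. Averaging strains in the 8-group fit in place of pooling them gave 818 and 1120 for the comparisons with 0 and 311, and adding *ira2Δbcy1Δ* to the pooled group gave 696. With an absolute log2 fold change of at least 1, the shifts had 1912 (Y184), 1446 (*ira2Δ*), 1019 (*bcy1Δ*) and 892 (*ira2Δbcy1Δ*) genes. The glucose comparisons then had 135 (*ira2Δ* and Y184), 233 (*bcy1Δ* and Y184), 615 (*ira2Δbcy1Δ* and Y184), 100 (*ira2Δbcy1Δ* and *ira2Δ*) and 110 (*ira2Δbcy1Δ* and *bcy1Δ*), and the xylose comparisons 461 (*ira2Δ* and Y184), 1559 (*bcy1Δ* and Y184), 1066 (*bcy1Δ* and *ira2Δ*), 1388 (*ira2Δbcy1Δ* and *ira2Δ*) and 219 (*ira2Δbcy1Δ* and *bcy1Δ*). EWY55 against *bcy1Δ* had 433, and the overlap with *ira2Δ* 271 genes in the same direction and 8 in the opposite. In fits of only the groups compared, the glucose counts were 626 (*ira2Δ* and Y184), 495 (*bcy1Δ* and *ira2Δ*), 101 (*ira2Δbcy1Δ* and *ira2Δ*) and 114 (*ira2Δbcy1Δ* and *bcy1Δ*), and 44 genes with opposite shifts also differed on glucose. Opposite signs in every replicate letter left 377 of the 687, and both shifts called left 120, of which 5 also differed on glucose. The intersection in place of the union of genes that differ from *ira2Δ* was 56. Without both *ira2Δbcy1Δ* glucose libraries of low TMM factor, the shift of *ira2Δbcy1Δ* had 1191 genes, and its glucose comparisons with Y184, *ira2Δ* and *bcy1Δ* had 533, 36 and 23, with 1 library left on glucose in *ira2Δbcy1Δ* and the spread taken from the other groups, so lower counts follow from the number of libraries and say nothing on those left out. Spearman correlations across genes were 0.49 for the shifts of Y184 and *bcy1Δ*, 0.40 for Y184 and *ira2Δbcy1Δ*, 0.53 for *ira2Δ* and *bcy1Δ*, 0.42 for *ira2Δ* and *ira2Δbcy1Δ* and 0.72 for *bcy1Δ* and *ira2Δbcy1Δ*, in the same order as Pearson's.

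The letters pair libraries by day, and within a strain they also pair a glucose culture with the xylose culture started from it. A block by culture left the 10 counts it gave within 1.5 times their value. With the replicate letter as a block, Y184 against *ira2Δ* and *bcy1Δ* had 198 genes, all of them among the 311. Among 385 values of single genes the block ended 6 calls, of *DSE4* in the shift of *ira2Δ* (adjusted p = 0.0528), *CLD1* in the shift of *ira2Δbcy1Δ* against *ira2Δ* (0.0565) and, in Y184 against *ira2Δ* and *bcy1Δ*, *MIG2* (0.0503), *RAD27* (0.0506), *YMR193C-A* (0.0538) and *YHR214W* (0.0657). It added 1, the rise of *GOS1* in *bcy1Δ* (0.0203), and moved *INO1* in the shift of *ira2Δ* to -9.4e-04. Of 358 calls of gene lists it ended 3.

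Leaving out each library in turn moved these counts by more than 1.5 times: 0 to 2 genes for *ira2Δ* against the other strains, 115 to 563 for Y184 against *ira2Δ* and *bcy1Δ*, 36 to 106 for genes that differ from *ira2Δ* in all 3 strains, 7 to 18 for genes with opposite shifts that also differ on glucose, and 300 to 598 for *ira2Δbcy1Δ* against *bcy1Δ* on xylose. On glucose they were 139 to 416 (*ira2Δ* and Y184), 321 to 728 (*bcy1Δ* and Y184), 981 to 1752 (*ira2Δbcy1Δ* and Y184), 22 to 67 (*bcy1Δ* and *ira2Δ*), 100 to 651 (*ira2Δbcy1Δ* and *ira2Δ*) and 99 to 973 (*ira2Δbcy1Δ* and *bcy1Δ*). No other count of genes moved so far, and the chromosome I difference stayed within 0.98 to 1.08.

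Log2 values that changed sign were all of uncalled genes. Without 1 library they ran from -0.078 to 0.25 for *HSP82*, -0.056 to 0.21 for *ALD2*, -0.21 to 0.020 for *SCT1*, -0.26 to 0.28 for *INO1* and -0.17 to 0.55 for *HXT3* in the shift of *ira2Δ*, from -0.15 to 0.16 for *AZF1* and -0.14 to 0.25 for *CRD1* in that of *bcy1Δ*, from -0.44 to 0.058 for *TIR2* in that of Y184, from -0.15 to 0.18 for *ALD2* and -0.17 to 0.081 for *ASN1* in that of *ira2Δbcy1Δ*, from -0.10 to 0.32 for *GEP4* in *bcy1Δ* against *ira2Δ*, and from -0.055 to 0.12 for *RGT1* in EWY55. In *ira2Δbcy1Δ*, *ALD2* lay at -0.049 with DESeq2 and at -0.049 with RLE scaling, and *ASN1* at -0.071 and -0.074. Of 385 values of single genes, DESeq2 ended the call of 7 and added 4, RLE scaling ended 2 and added 1, and leaving out a library ended a call 209 times and added a call 30 times. Of the 358 calls of gene lists, 272 were lost with an estimated correlation, 59 with fry and 4 with RLE scaling, and none changed direction.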

Differences from the paper's values

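The paper sets a false discovery rate of 0.05 for differential expression in its methods, and the counts here use the same threshold with no minimum fold change. Alternatives named below were set before the data were examined, except the turned direction and the scaling by totals of all reads in the file, which were chosen after seeing the values.

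Genes with a shift specific to *ira2Δ* number 2 in the paper and 0 here (edgeR, 561 genes at an unadjusted p under 0.05). The likelihood ratio test (3) and leaving out Y184 xylose C (2) come within 1.5 times the paper's count, and both call *DSE4* and *MET2*, the genes the paper names. DESeq2 (16) and the average of the strains in the 8-group fit (818) call these 2 genes as well, but their counts differ from the paper's. RLE scaling, no filter, the legacy quasi-likelihood fit, the replicate block and an absolute log2 fold change of at least 1 each gave 0, as did every other library left out.

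Genes whose shift differs from *ira2Δ* in at least 1 other strain number 65 in the paper and 1949 here. The intersection in place of the union (56) comes within 1.5 times the paper's count. All others differ: DESeq2 (1800), RLE scaling (1942), no filter (1941), the legacy fit (1938), the likelihood ratio test (2114), the replicate block (1933), the block by culture (1851), an absolute log2 fold change of at least 1 (1572), only the groups compared (2141) and libraries left out (1678 to 2180).

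Oppositely shifted genes that also differ on glucose number 82 in the paper and 12 here. Every alternative differs: DESeq2 (13), RLE scaling (10), no filter (12), the legacy fit (10), the likelihood ratio test (18), the replicate block (11), an absolute log2 fold change of at least 1 (12), only the groups compared (44), opposite signs in every letter (8), both shifts called (5) and libraries left out (7 to 18).

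Between EWY55 and *bcy1Δ*, the paper counts 297 genes lower in EWY55 and 93 higher, against 1307 and 1261 here. With an absolute log2 fold change of at least 1 the lower genes (202) come within 1.5 times the paper's count and the higher genes (231) do not. Turned round, the 231 come within 1.5 times the paper's 297 and the 202 do not come so near its 93. Of the genes of its S14 Table, 248 were called higher and 85 lower here. The other alternatives differ for both: lower genes number 1233 (DESeq2), 1332 (RLE scaling), 1303 (no filter), 1306 (legacy fit), 1348 (likelihood ratio test), 1278 (replicate block) and 1136 to 1307 (libraries left out), and higher genes run from 1121 with DESeq2 to 1309 with the likelihood ratio test over the same settings and from 1076 to 1261 over libraries left out. Genes changed alike in EWY55 and *ira2Δ* against *bcy1Δ* number 22 in the paper and 1249 here, where the paper's number counts 2 clusters of its figure. All alternatives differ, with 1127 (DESeq2), 1243 (RLE scaling), 1230 (no filter), 1240 (legacy fit), 1303 (likelihood ratio test), 1228 (replicate block), 271 (absolute log2 fold change of at least 1), 1184 (only the groups compared) and 1077 to 1286 (libraries left out).

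For single genes the paper's value is the mean of 3 columns in its supplementary tables, and their SD serves as its error. The shift of *ALD2* in *ira2Δ* is -0.059 in the paper and 0.048 here, a change of sign that lies within both errors. It stayed above 0 with DESeq2 (0.056), RLE scaling (0.056) and the replicate block (0.032), and it came to the paper's side without *ira2Δ* glucose A (-0.016) or B (-0.056) and without *ira2Δ* xylose A (-0.027), and stayed above 0 without any other library. The shift of *CDC20* in *ira2Δ* is 0.0135 in the paper's table and -0.43 here, and it differs with DESeq2 (-0.43), RLE scaling (-0.42), the replicate block (-0.47) and every library left out (-1.17 to -0.072), though without *ira2Δ* xylose B (-0.072, SE 0.30) it does so in sign alone and lies within the error. The paper's text calls expression of *CDC20* in *ira2Δ* weakly lower, which is the direction of -0.43.

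The paper's S16 Table lists EWY55 minus *bcy1Δ* as -4.02 for *INO1*, -2.32 for *OPI3*, -1.44 for *CHO1* and -1.22 for *CHO2*. Here the values are 4.10, 1.68, 1.01 and 0.75, turned round to *bcy1Δ* minus EWY55 they are -4.10, -1.68, -1.01 and -0.75, and over totals of all reads in the file the turned values are -4.30, -1.87, -1.18 and -0.92. With the label's direction, DESeq2, RLE scaling, the replicate block and every library left out differ from the paper for all 4 genes. Turned round over totals of all reads, *INO1*, *OPI3* and *CHO2* lie within the SD of the paper's columns and *CHO1* does not. For *ira2Δ* minus *bcy1Δ* on xylose, the paper lists 2.08 for *INO1*, 0.0395 for *CHO1* and -0.323 for *CHO2*, against 2.66, 0.53 and 0.17 here with TMM scaling and 2.08, 0.0395 and -0.323 here over totals of all reads in the file. With TMM in place, DESeq2, RLE scaling and the replicate block differ for all 3 genes, *INO1* comes within the paper's error only without *ira2Δ* xylose B (2.33), *CHO1* only without *bcy1Δ* xylose C (0.40), and *CHO2* under no alternative.

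Signs of whole tables were set against each other as well. In the paper's S14 to S16 Tables, EWY55 minus *bcy1Δ* has the opposite sign here for 363 of 383, 217 of 230 and 32 of 47 genes. In the same tables *ira2Δ* minus *bcy1Δ* has the same sign for 299 of 373, 224 of 229 and 37 of 47. Of the genes of chromosome I, which the paper finds duplicated in EWY55, 38 stand in S14 Table, all below 0 there with a median of -1.43, and all above 0 here with a median of 1.18.

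Statements on direction in the text differ for EWY55. The paper places mitochondrial, phospholipid and ergosterol genes lower in EWY55 than in *bcy1Δ*, whereas here 20 of 31 genes of the respiratory chain and ATP synthase and 15 of 16 of the TCA cycle were higher and the rest not called, as were 19 of 24 ergosterol genes, and 8 of 11 genes of phosphatidylcholine synthesis were higher and 1 lower. The median log2 differences of these lists were 0.57, 0.82, 0.50 and 0.33. Ribosomal protein and sulfate genes, higher in EWY55 in the paper, were lower here at 130 of 133 and 14 of 21, with 2 and 2 higher.

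In the shifts of the first experiment, the paper has *AZF1* induced in *bcy1Δ* and in no other strain, whereas its log2 shift was 0.04 in *bcy1Δ*, 1.14 in *ira2Δ*, 1.85 in Y184 and 0.23 in *ira2Δbcy1Δ*. Of the 15 genes of S6 Table, which the paper takes from those that differ between Y184 and the fermenting strains, *HXK2* was not called here (-2.20, adjusted p = 0.061) and was called with DESeq2 (adjusted p = 0.032) and without Y184 xylose B (0.0468) or *ira2Δ* xylose A (0.019), B (0.025) or C (0.032). For ribosomal protein genes the paper reports little change in *bcy1Δ* and *ira2Δbcy1Δ*, whereas 92 and 99 of 132 were lower here, with medians of -0.89 and -0.85. For ribosome biogenesis genes, which it describes in the same way, 105 and 101 of 112 were not called here. The list of sphingolipid genes used here is not the paper's own. Sphingolipid genes, enriched in the paper among those up in *bcy1Δ* and down in *ira2Δ*, held 4 of 22 there (adjusted p = 0.27) and 6 of 22 on the other side (adjusted p = 0.015, one-sided Fisher's exact test).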

Other observations

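All tests on the paper's tables below, and all splits of the samples, were chosen or run after the results were seen, and the gene lists and their comparisons were planned.

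Genes of the unfolded protein response fell with the move to xylose in all 4 strains. Of 11 tested, 9 fell in Y184, 6 in *ira2Δ*, 9 in *bcy1Δ* and 10 in *ira2Δbcy1Δ*, and 1 rose in *bcy1Δ* and 1 in *ira2Δbcy1Δ*. Their median log2 shifts were -0.86 (camera adjusted p = 0.0091, adjusted p = 0.24 with an estimated correlation), -0.96 (camera adjusted p = 3.1e-04, adjusted p = 0.11 with an estimated correlation), -1.25 (camera adjusted p = 5.8e-06, adjusted p = 0.086 with an estimated correlation) and -1.27 (camera adjusted p = 2.9e-06, adjusted p = 0.068 with an estimated correlation). *KAR2*, which encodes the main Hsp70 chaperone of the endoplasmic reticulum, had log2 shifts of -2.13 ± 0.28 (SE, adjusted p = 6.9e-08) in Y184, -2.91 ± 0.28 (SE, adjusted p = 3.9e-10) in *ira2Δ*, -3.23 ± 0.28 (SE, adjusted p = 6.8e-11) in *bcy1Δ* and -2.50 ± 0.27 (SE, adjusted p = 8.3e-09) in *ira2Δbcy1Δ*. *LHS1*, a partner of Kar2 in the same compartment, stood at -1.38 ± 0.19 (SE, adjusted p = 1.6e-07), -1.97 ± 0.18 (SE, adjusted p = 1.2e-10), -1.79 ± 0.17 (SE, adjusted p = 6.4e-10) and -1.52 ± 0.17 (SE, adjusted p = 1.3e-08) in the same order. No difference from *ira2Δ* passed the test of the list, with camera adjusted p = 0.74 for Y184, camera adjusted p = 0.76 for *bcy1Δ* and camera adjusted p = 0.98 for *ira2Δbcy1Δ*.

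Meiosis genes that passed the filter on low counts, from a list of 10, rose with the shift in *bcy1Δ*. All 5 tested rose, with a median log2 shift of 2.15 (camera adjusted p = 0.0087, adjusted p = 0.074 with an estimated correlation), led by *SPO13* at 2.91 ± 0.65 (SE, adjusted p = 5.5e-04), *NDT80*, the gene of the transcription factor of middle meiosis, at 2.29 ± 0.24 (SE, adjusted p = 2.3e-09) and *ZIP1* at 2.15 ± 0.47 (SE, adjusted p = 4.8e-04). In *ira2Δ* the list rose at 3 of 5 genes (median 1.14, camera adjusted p = 0.37), and *ZIP1* differed between *bcy1Δ* and *ira2Δ* by 3.08 ± 0.77 (SE, adjusted p = 0.003). The difference of the whole list between these strains was not called (camera adjusted p = 0.17). In Y184 *SPS1*, *IME2* and *NDT80* rose as well, *NDT80* by 0.66 ± 0.25 (SE, adjusted p = 0.023), and the others tested were not called. *NDT80* was lower in EWY55 than in *bcy1Δ*, at -0.99 ± 0.12 (SE, adjusted p = 1.3e-05). Genes of purine and GTP synthesis shifted differently in *bcy1Δ* and *ira2Δ* at 14 of 19, with 12 higher and 2 lower in *bcy1Δ* (median 0.90, camera adjusted p = 2.3e-04, adjusted p = 0.26 with an estimated correlation), and *ADE17* was among the 2 lower at -2.08 ± 0.33 (SE, adjusted p = 2.4e-05). In EWY55 13 of the 19 were lower than in *bcy1Δ* and 3 higher (median -0.32, camera adjusted p = 0.016, adjusted p = 0.47 with an estimated correlation). All are edgeR tests with 3 cultures per strain and sugar.

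Values that belong to no claim are given as such. *PAU24* was higher in EWY55 than in *bcy1Δ* by 4.30 ± 0.16 (SE, adjusted p = 7.5e-10) and lower in *bcy1Δ* than in *ira2Δ* on xylose, at -4.06 ± 0.40 (SE, adjusted p = 2.1e-09), and it belongs to a family of near-identical genes whose reads are assigned with less certainty. Chromosome VI had a median log2 difference of 0.16 between EWY55 and *bcy1Δ*, with 33 genes higher and 12 lower of 105, against medians of -0.062 to 0.057 on the 14 chromosomes other than I and VI. Numbered RNA features were called in the shifts at 103 (Y184), 95 (*ira2Δ*), 70 (*bcy1Δ*) and 70 (*ira2Δbcy1Δ*) of 183. Of the 5150 genes tested, 58.5%, 47.8%, 37.3% and 34.9% were called in the same order. In a clustering of the 12 shifts into 3 groups, *ira2Δbcy1Δ* B and C formed a group of their own, and *ira2Δbcy1Δ* A stood with *bcy1Δ*.

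The tables of the paper and the deposited counts run in opposite directions for EWY55 against *bcy1Δ*. Exchanged labels of the EWY55 and *bcy1Δ* libraries are argued against, because chromosome I genes, of which the paper finds an extra copy in EWY55, had a median log2 ratio of 1.03 in the libraries labelled EWY55. For the first EWY55 column of S15 Table, a column that holds *bcy1Δ* minus EWY55 is a candidate explanation, since 233 of its 233 genes lie within 0.01 of that difference for the libraries of letter F, after a gap of 0.06. Its other EWY55 columns hold no such difference of the deposited libraries: at most 5 genes lie within 0.01 for any EWY55 and *bcy1Δ* library, either way round. A turned direction in samples outside the deposited libraries cannot be excluded this way. These columns correlated with EWY55 minus *bcy1Δ* at -0.67 to -0.52 and at -0.79 to -0.61 over the pairs of libraries. Over all 870 ordered pairs of the 30 libraries no pair matched these columns, so which samples they hold stays open.

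For *ira2Δ* minus *bcy1Δ* on xylose, values here lie above those of S16 Table by a median of 0.36, 0.62 and 0.47 in letters A, B and C. A scaling by totals that include reads assigned to no gene is a candidate explanation, since log2 ratios of the deposited counts over such totals lie within 0.01 of the paper's for at least 230 genes in each of the 3 columns of S15 Table. The paper's methods state TMM scaling.

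For comparisons of 3 with 3 cultures or letters, 10 splits are too few for a share under 0.05. The real and highest other counts were 3013 and 1 (Y184), 2461 and 0 (*ira2Δ*), 1923 and 0 (*bcy1Δ*) and 1797 and 0 (*ira2Δbcy1Δ*) for the shifts, and 2568 and 0 for EWY55 against *bcy1Δ*. On glucose they were 323 and 0 (*ira2Δ* and Y184), 620 and 0 (*bcy1Δ* and Y184), 1502 and 134 (*ira2Δbcy1Δ* and Y184), 50 and 0 (*bcy1Δ* and *ira2Δ*), 277 and 5 (*ira2Δbcy1Δ* and *ira2Δ*) and 306 and 1 (*ira2Δbcy1Δ* and *bcy1Δ*). On xylose they were 955 and 29 (*ira2Δ* and Y184), 2527 and 1 (*bcy1Δ* and Y184), 2766 and 1 (*ira2Δbcy1Δ* and Y184), 1936 and 1 (*bcy1Δ* and *ira2Δ*), 2305 and 0 (*ira2Δbcy1Δ* and *ira2Δ*) and 499 and 1 (*ira2Δbcy1Δ* and *bcy1Δ*). For genes with opposite shifts they were 687 and 0, and for genes changed alike in EWY55 and *ira2Δ* 1249 and 0. With *ira2Δ* against the other 3 strains the real split called 0 genes (edgeR, 561 genes at an unadjusted p under 0.05, 16 with DESeq2), a count that every split reaches, so the 100 splits drawn test nothing there. The highest of them, of the 3 Y184 cultures against the rest, called 696 genes, which points to a structure of the samples in which Y184 stands apart, and the next called 1.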
